# Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture

**DOI:** 10.1038/s41467-021-24624-5

**Published:** 2021-07-15

**Authors:** Michael Lattke, Robert Goldstone, James K. Ellis, Stefan Boeing, Jerónimo Jurado-Arjona, Nicolás Marichal, James I. MacRae, Benedikt Berninger, Francois Guillemot

**Keywords:** Developmental biology, Molecular biology, Neuroscience, Cellular neuroscience, Development of the nervous system

## Abstract

Astrocytes have essential functions in brain homeostasis that are established late in differentiation, but the mechanisms underlying the functional maturation of astrocytes are not well understood. Here we identify extensive transcriptional changes that occur during murine astrocyte maturation in vivo that are accompanied by chromatin remodelling at enhancer elements. Investigating astrocyte maturation in a cell culture model revealed that in vitro-differentiated astrocytes lack expression of many mature astrocyte-specific genes, including genes for the transcription factors Rorb, Dbx2, Lhx2 and Fezf2. Forced expression of these factors in vitro induces distinct sets of mature astrocyte-specific transcripts. Culturing astrocytes in a three-dimensional matrix containing FGF2 induces expression of *Rorb*, *Dbx2* and *Lhx2* and improves astrocyte maturity based on transcriptional and chromatin profiles. Therefore, extrinsic signals orchestrate the expression of multiple intrinsic regulators, which in turn induce in a modular manner the transcriptional and chromatin changes underlying astrocyte maturation.

## Abstract (web summary)

Astrocytes have functions crucial for brain homeostasis, which are disrupted in many neurological disorders, but how these functions are established during astrocyte maturation is largely unknown. Here the authors show transcriptional and chromatin changes underlying astrocyte maturation in mice and identify transcription factors regulating maturation of cultured astrocytes.

## Introduction

Astrocytes are the most abundant glial cells in the mammalian central nervous system and they serve essential functions in brain development and homoeostasis. Astrocytes are generated from neural stem cells (NSCs) during late embryonic and early postnatal stages. First, a ‘gliogenic switch’ enables NSCs to progress from neurogenesis to the generation of astrocytes and oligodendrocytes. Specified glial precursors then migrate from the progenitor zones to the brain parenchyma where they proliferate and differentiate during early postnatal stages^1,2^. During a subsequent phase of maturation in the first few postnatal weeks, immature astrocytes exit the cell cycle and aquire a fully mature phenotype^1^.

The molecular mechanisms controlling astrocyte specification and the early steps of differentiation of immature astrocytes have been intensely investigated and diverse regulators of these processes have been identified^3–6^. In contrast, little is known of the mechanisms controlling the later step of maturation of immature postnatal astrocytes into fully mature adult astrocytes.

Postnatal maturation is associated with major changes in astrocyte biology. Before their maturation, astrocytes contribute to brain vascularisation, establishment of the blood-brain-barrier, axon pathfinding and establishment and elimination of synapses^7^. Maturing astrocytes then acquire new functions required for adult brain homoeostasis. They provide metabolic and trophic support for neurons, regulate the blood-brain-barrier and local cerebral blood flow, and modulate neuronal activity^7,8^.

Although the functions of astrocytes change profoundly during their maturation, the regulatory mechanisms underlying these changes have only begun to be examined. This analysis has been performed mostly in in vitro models, including cultures of acutely isolated postnatal astrocytes, cultures of NSCs differentiated with agonists of the BMP or JAK-STAT signalling pathways^9–12^, and pluripotent stem cell-derived three dimensional neural cultures or spheroids^13^. Several mechanisms have been shown to promote maturation-associated transcriptional changes in these cell culture models, including the factors Runx2 and p53, the FGF signalling pathway and cell–cell-contacts^11,14,15^. However, in vitro-differentiated astrocytes are thought to remain immature^15–17^, and it is, therefore, unclear whether the mechanisms identified so far are sufficient to account for the complete maturation of astrocytes in vivo.

To gain insights into the mechanisms driving astrocyte maturation, we have characterised acutely isolated murine astrocytes at both postnatal and adult stages, as well as in vitro differentiated astrocytes. We show that astrocyte maturation is promoted by extrinsic signals that induce multiple transcription factors that act largely independently to regulate distinct gene expression modules that together promote a mature astrocytic phenotype. This comprehensive characterisation of gene expression and chromatin accessibility changes in vivo and in vitro constitutes a valuable resource for future research, which we make accessible on an interactive online platform (https://biologic.crick.ac.uk/astrocyte).

## Results

### Astrocyte maturation in vivo proceeds through transitional stages

To gain a better understanding of the molecular mechanisms underlying astrocyte maturation, we examined astrocytes isolated from mice at an early postnatal stage (postnatal day 3; P3), when astrocytes have been specified but remain immature and partially proliferating, and at a young adult stage (~3 months), when astrocytes have reached full maturity (Fig. 1a). We collected tissues from the early postnatal and adult striatum, which we dissociated and enriched for astrocytes using magnetic-activated cell sorting (MACS) with the astrocyte surface antigen ACSA2^18^, and performed single-cell RNA-Sequencing (scRNA-Seq) using the 10X Genomics Chromium platform (Fig. 1b). We sequenced a total of 16,690 cells from three independent preparations each of early postnatal and adult tissues, of which 14,373 were retained after filtering for low quality cells (Supplementary Data 1). To identify cell types, we performed dimension reduction with the Uniform Manifold Approximation and Projection (UMAP) approach implemented in Seurat 3. This analysis revealed 24 cell clusters that we defined using a panel of established lineage markers, with only minor batch effects (Fig. 1c, Supplementary Fig. 1a, b). 9992 astroglial lineage cells, identified by expression of *Sox9*^19^ and other well-established early and late astrocyte markers, separated into several clusters (Fig. 1c, Supplementary Fig. 1a–c), which we isolated and re-clustered (Fig. 1d). This led to the identification of two putative proliferating progenitor clusters expressing the proliferation marker *Mki67* (clusters 6 and 8 of the re-clustered astroglial subset), 11 clusters of *Mki67*-negative early postnatal astrocytes (0 to 5, 9 to 12 and 15) and four clusters of adult astrocytes (7, 13, 14 and 16).

**Fig. 1:**
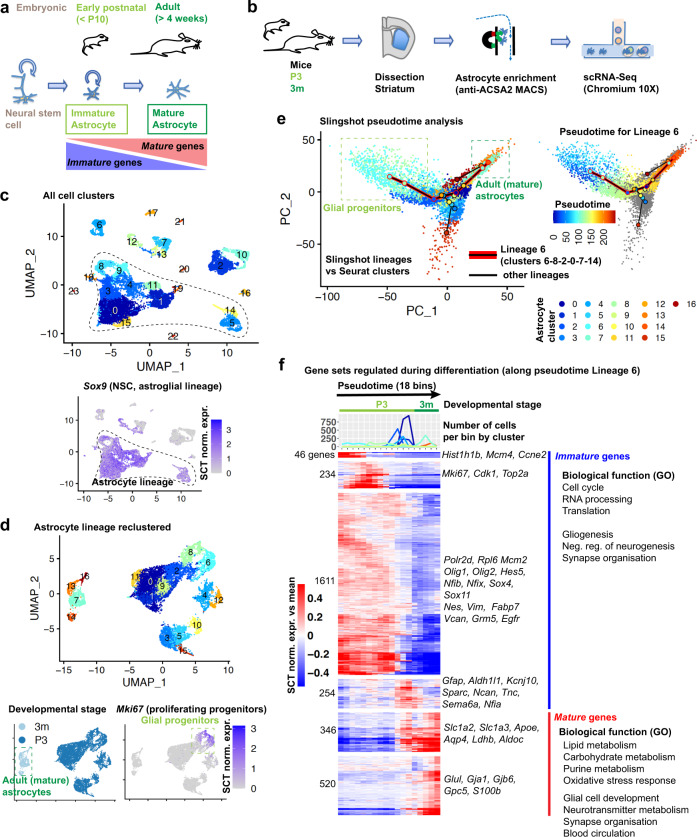
Astrocyte maturation in vivo proceeds through intermediate stages. **a** Current model of astrocyte differentiation in mice: neural stem cells generate immature astrocytes that proliferate until around postnatal day 10 (P10) and become fully mature astrocytes by 4 weeks of age. **b** Approach for single-cell RNA-Seq analysis of striatal astrocyte maturation: immature astrocytes from the striatum of postnatal day 3 (P3) mice and mature astrocytes from the striatum of 3-months-old (3m) mice are enriched by magnetic bead assisted cell sorting (MACS) for the astrocyte-specific ACSA2 antigen, followed by single-cell RNA sequencing (scRNA-Seq). **c** Uniform Manifold Approximation and Projection (UMAP) dimension reduction plots of combined single-cell transcriptomes from postnatal and adult striatum. Expression of *Sox9* is projected on the UMAP plot in the lower graph. **d** UMAP plot of *Sox9*+ cells highlighted in (**c**) and reclustered. The lower graphs show cells’ origin by developmental stage and expression of *MKi67* projected on UMAP plot. **e** Pseudotime analyis of clusters in (**d**) shown projected on a principle component analysis (PCA) plot. Left: cluster assignment and the lineage relationships identified by Slingshot (starting with the proliferating progenitor cluster 6). Right: pseudotime progression of cells included in the pseudotime trajectory connecting the progenitor cluster 6 with putative mature adult astrocyte clusters 7 and 14 (most different/distant along principle component 1 (PC1)), via the early postnatal clusters 8, 2 and 0 (Lineage 6). **f** Temporally-expressed genes along the pseudotime trajectory shown in (**e**). The heatmaps show the mean relative expression of each gene in all cells in each pseudotime bin (number of cells from each cluster shown above). Genes were ordered by hierarchical clustering and grouped into gene sets with similar expression patterns. Example genes and potential biological functions based on gene ontology (GO) analysis are shown. 3011 temporally expressed genes were detected with tradeSeq by comparing the 5894 cells assigned to the main pseudotime trajectory (Lineage 6) from (**e**). Gene expression was normalized using the Seurat SCTtransform algorithm (SCT norm. expr.). See also Supplementary Fig. 1, Supplementary Data 1.

To infer putative lineage relationships, we performed pseudotime analysis of these cells using the Slingshot algorithm (Fig. 1e, f, Supplementary Data 1). Using the proliferating progenitor cluster 6 as a starting point, this analysis revealed one trajectory (Lineage 6) terminating in the main adult clusters 7 and 14, via the second *Mki67*-positive cluster 8 and the two early postnatal *Mki67*-negative clusters 2 and 0. From this trajectory, other astrocyte clusters branched off at several points. To further characterise these clusters, we compared them with a reference scRNA-Seq atlas containing juvenile (P20-P30) astrocytes from various brain regions^20^ (Supplementary Fig. 1d).

The cells of the P3 astrocyte clusters 1, 9 and 11 were very similar to the main lineage cluster 0 (Fig. 1d, e) and were interspersed among the main telencephalic astrocyte clusters from the reference dataset (Supplementary Fig. 1d). In contrast, the cells of two main side branches in the Slingshot analysis (P3 clusters 3, 4, 5, 10, 12, 15 and adult clusters 13 and 16) clustered with non-telencephalic populations of the reference dataset (Supplementary Fig. 1d), suggesting that they may represent contaminating astrocytes from adjacent brain regions.

To identify gene expression changes during striatal astrocyte maturation, we focussed on cells in Lineage 6 (Fig. 1e, f). Using the tradeSeq algorithm, we identified 3011 dynamically expressed genes, which we grouped based on hierarchical clustering of their pseudotemporal expression into 6 gene sets with distinct expression patterns (Fig. 1f, Supplementary Data 1). Four of these gene sets showed highest expression during early or intermediate pseudotime stages and contained 2145 *immature striatal astrocyte genes*, while two gene sets showed highest expression at the end of the pseudotime trajectory and contained 866 *mature striatal astrocyte genes* (Fig. 1f, Supplementary Data 1).

We next investigated the potential biological functions of these immature and mature astrocyte genes, using the literature and Gene Ontology analysis (Fig. 1f, Supplementary Data 1). The immature astrocyte gene sets included predominantly genes of the basal transcription and translation machineries and genes involved in cell proliferation, e.g. *Mcm2*, *Mki67* and *Cdk1*. Immature astrocyte genes were also enriched for GO terms linked to neuronal and glial development, such as “cerebral cortex development”, “negative regulation of neurogenesis“, “positive regulation of gliogenesis” and “axon regeneration”, and included transcription factors involved in astrocyte differentiation (*Nfia, Nfib* and *Hes5*) and oligodendrocyte differentiation (*Olig1, Olig2*). In contrast, the mature astrocyte genes were enriched for GO terms linked to lipid and carbohydrate metabolism, as well as terms associated with adult astrocyte functions, such as ‘synapse organization’, ‘regulation of neurotransmitter levels’ and ‘blood circulation’ and included many genes known to be involved in such functions, such as *Glul* (glutamine synthetase), *Gjb6* (Cx30), *Aldoc, Apoe*, *Aqp4* and the glial glutamate transporters *Slc1a3* (Glast) and *Slc1a2* (GLT-1) (Fig. 1f, Supplementary Data 1).

Overall, these transcriptional changes support the hypothetical astrocyte differentiation trajectory shown in Fig. 1e, f and suggest that proliferating and potentially bipotent progenitors differentiate to fully mature astrocytes through at least two intermediate stages that are postmitotic but still immature. The gene expression analysis suggests that during differentiation and maturation, astrocytes first downregulate programmes involved in proliferation and neuronal and glial development, before inducing genes involved in adult astrocyte functions.

### Comparison of striatal and cortical datasets reveals a common astrocyte maturation signature

We next performed a bulk RNA-Seq analysis of astrocytes isolated from the grey matter of the cerebral cortex at P4, when astrocytes are still immature, and at 2 months of age, when they are mature (Fig. 2a). We performed this complementary analysis to increase the sensitivity of our transcriptional analysis of astrocyte maturation, and to determine which maturation-regulated genes identified by the scRNA-Seq approach are part of a generic astrocyte maturation programme (common to striatal and cortical astrocytes).

**Fig. 2:**
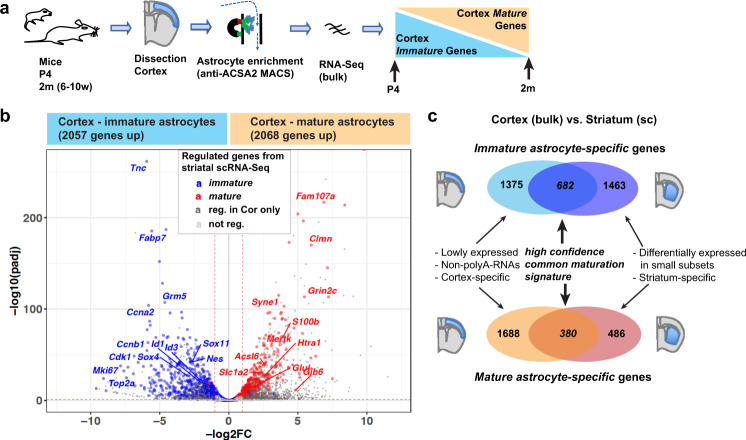
Comparison of striatal and cortical datasets reveals a common astrocyte maturation signature. **a** Approach used for MACS (magnetic bead assisted cell sorting) enrichment and bulk RNA-Sequencing (RNA-Seq) analysis of immature astrocytes from postnatal day 4(P4) cortex and of mature astrocytes from adult cortex (age 2 months (2m), range 6–10 weeks (6–10w)). **b**, **c** Volcano plot (**b**) and Venn diagrams (**c**) show genes differentially expressed between cortical astrocyte preparations from P4 and adult brain. Maturation-regulated genes identified by scRNA-Seq of striatal astrocytes (see Fig. 1f) are highlighted in (**b**). Venn diagrams (**c**) show overlap of genes significantly regulated between early postnatal and adult astrocyte preparations in both striatal scRNA-Seq and cortical bulk RNA-Seq datasets. Biological and technical differences between the analyses may contribute to the differences in genes detected in the two datasets, as indicated in (**c**). Differential genes: DESeq2 analysis, each *n* = 3; two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value (padj) ≤ 0.05, absolute log2(fold change)(log2FC) ≥ 1.See also Supplementary Data 2.

Using DESeq2, we detected 2057 genes that were downregulated and 2068 genes that were upregulated in cortical astrocytes between P4 and 2 months (Fig. 2b, c, Supplementary Data 2). Of the immature striatal astrocyte genes detected by scRNA-Seq analysis, 32% were significantly downregulated in cortical astrocytes between P4 and 2 months. Reciprocally, 44% of the mature striatal astrocyte genes were significantly upregulated in adult cortical astrocytes. Most other immature and mature striatal astrocyte genes showed a similar trend of regulation during maturation of cortical astrocytes, although not reaching statistical thresholds (Fig. 2b, c, Supplementary Data 2).

The large differences between cortical and striatal maturation-regulated gene sets likely reflect mainly differences in the approaches used to obtain them, and only to a lesser extent genuine biological differences between the tissues (Fig. 2c). Indeed, unifying the analysis by merging the striatal single-cell transcriptomes into pseudo-bulk RNA-Seq datasets, revealed a much larger overlap of genes differentially regulated in the two tissues (Supplementary Fig. 2a). 71% of the genes enriched in early postnatal cortical astrocytes were also enriched in early postnatal striatal astrocytes, and 65% of the genes enriched in adult cortical astrocytes were also enriched in adult striatal astrocytes. However, the genes enriched in the adult bulk RNA-Seq data also contain many oligodendrocyte genes, because adult, but not early postnatal astrocyte preparations, contain a significant proportion of oligodendrocytes (Supplementary Fig. 1a–c). To eliminate this contamination, we focussed our further analyses on astrocyte maturation-regulated genes validated both by single cell analysis of striatal astrocytes (thus removing the contaminating oligodendrocytes) and in the cortical bulk RNA-Seq analysis. These included 380 genes that were upregulated from early postnatal astrocytes to adult astrocytes in the two brain regions (Fig. 2b, c, Supplementary Data 2), thus representing a high confidence set of *mature astrocyte-specific genes* (from hereon also referred to as *mature genes* for brevity). Similarly, 682 genes were consistently downregulated in adult astrocytes and represent high confidence *immature astrocyte-specific genes* (from hereon also called *immature genes*). Using cortical astrocyte preparations for further bulk analyses was appropriate as the oligodendrocyte contamination appears much lower in cortical than striatal preparations (Supplementary Fig. 2b).

To assess the extent to which the maturation programme identified in the cerebral cortex and striatum is recapitulated in other brain regions, we further compared the striatal scRNA-Seq data with the reference dataset^20^ (Supplementary Figs. 1d, 2c). Hierarchical clustering showed that the expression of *immature* and *mature astrocyte-specific* signature genes is overall similar in adult striatal astrocytes and in juvenile telencephalic and non-telencephalic astrocytes from the reference dataset (Supplementary Fig. 2c), suggesting that large parts of the astrocyte maturation gene expression programme identified by scRNA-Seq in the striatum also operate during maturation of astrocytes in other brain regions.

Finally, we validated the temporal expression pattern of some *immature* and *mature* genes by immunolabelling together with the pan-astrocytic marker Sox9 at P4 and 2 months of age (Supplementary Fig. 3). In line with their RNA expression profiles (Supplementary Fig. 3a), the proliferation marker Ki67 (*Mki67*) is expressed in a subset of immature astrocytes, while Id1, Id3, BLBP (*Fabp7*) and Nes are broadly expressed in the striatum and cortex at P4, and all these *immature* markers are absent at 2 months of age (Supplementary Fig. 3b–d). The *mature* markers GLT-1 (*Slc1a2*) and GS (*Glul*) show limited expression already at P4 (Supplementary Fig. 3d,e), while Cx30 (*Gjb6*) and S100b are only detectable at 2 months. Overall this analysis at protein level recapitulates the maturation-associated changes observed at the RNA level.

### Maturation-associated chromatin remodelling at putative regulatory elements

To gain insights into the molecular control of astrocyte maturation, we next investigated the mechanisms that may regulate the differential expression of the *immature* and *mature astrocyte-specific* genes. Chromatin remodelling establishes stable transcriptional changes during cellular differentiation processes. In particular, chromatin opening is required for non-pioneer transcription factors to bind and activate cell-type-specific enhancers^21^. 

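Cortical astrocytes were enriched from mice at P4 and at 2 months with magnetic beads against the astrocyte surface antigen ACSA2, the adult age being given as 6–10 weeks in the paper and as 2 months in the sample labels. In ATAC-Seq, the Tn5 transposase cuts accessible DNA and attaches sequencing adapters to it, so that reads accumulate in open chromatin. Libraries were made from 25000 cells each by the OMNI-ATAC protocol, with 3 libraries at P4 and 4 at 2 months, each sequenced in 2 runs that the authors merged. The paper's methods give 2 to 5 animals per preparation of purified astrocytes, and the p-values measure the spread between libraries. The authors aligned the reads to mm10, called peaks on the merged dataset and deposited the raw read count of every library in every peak together with counts divided by DESeq2's size factors, which are called normalised counts here. Total counts in peaks ranged from 1484028 to 5906934 per library at P4 (median 4858503) and from 5572410 to 8731488 at 2 months (median 6754251). The fraction of reads in peaks reported in the paper's Supplementary Data 3 was 17.1–48.8% at P4 and 15.0–32.1% at 2 months, and the read pairs per library numbered 4389886 to 10308078 and 15287610 to 29346470. Peak types and the genes linked to each peak were taken as deposited. The raw counts were tested here with edgeR's quasi-likelihood test after TMM scaling, with Benjamini–Hochberg adjustment over the kept peaks, whereas the paper used DESeq2. A peak was called opened or closed between P4 and 2 months at the paper's thresholds, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and fold changes are given as 2 months relative to P4. TMM scaling assumes that most peaks do not change, so a shift shared by all peaks cannot be seen. Gene groups were tested with camera from the limma package on the mean log2 CPM of the kept peaks within 100 kb of the gene's TSS, at a preset correlation of 0.01 and with adjustment over 45 lists.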

We investigated the changes in chromatin accessibility taking place during astrocyte maturation by performing assay for transposase-accessible chromatin using sequencing (ATAC-Seq)^22^ in cortical astrocytes isolated at P4 and 2 months (Fig. 3a). A total of 95,066 peaks were called on the merged ATAC-Seq dataset. Removal of small peaks that were not clearly distinguishable from the background retained 56,219 highly reproducible peaks (see ‘Methods’, Supplementary Fig. 4a and Supplementary Data 3). 

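The in vivo table held 95066 peaks, of which 94983 lay on the autosomes and the X and Y chromosomes. Keeping the peaks that reached a normalised count of 25 in at least 1 of the 7 libraries left 56219 peaks with a median width of 1188 bp. Read depth sets what this filter can see, since the shallowest P4 library held 1484028 counts in peaks. In simulated counts with the means and library sizes of these samples, edgeR's quasi-likelihood test recovered 99 of 100 peaks changed by a log2 fold change of 3, 81 of 100 changed by 1.5, and called 1 of 56019 unchanged peaks.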

56% of the astrocyte ATAC peaks overlapped with peaks from a reference analysis of brain tissue by DNase-Seq (Encode database, Supplementary Fig. 4b, c), an alternative method to detect open chromatin, further demonstrating the high quality of the data. Many ATAC peaks covered annotated transcriptional start sites (TSS) (called below ‘promoters’) but most were located in intergenic regions and introns (Supplementary Data 4). 44% of TSS-distal ATAC peaks overlapped with the enhancer-enriched histone mark H3K4me1 in reference brain ChIP-Seq datasets (Encode database; Supplementary Fig. 4b,c), suggesting that a large fraction of distal ATAC peaks are located in enhancer elements. To identify genes that might be regulated by these candidate enhancers, we used a closest TSS-based approach (Fig. 3b, Supplementary Fig. 4d, e). We also integrated published regulatory regions from mouse brain tissue^23,24^, which identified additional potential enhancers located at great distance from the genes they regulate (Fig. 3b, Supplementary Fig. 4d, e; Supplementary Data 4). 

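Promoters carried the highest read counts of the 3 classes, and only their median level was higher at P4 than at 2 months by more than the spread of the libraries. The median normalised count per promoter peak was 156 ± 10.4 (SD, n = 3) at P4 and 129 ± 2.96 (SD, n = 4) at 2 months. The corresponding medians for putative enhancers were 38.3 ± 0.667 and 38.0 ± 1.68. In the additional distal regions they were 26.3 ± 0.651 at P4 and 29.7 ± 0.960 at 2 months, the opposite direction. Promoters made up 27.1% of the kept peaks, enhancers 40.0% and other regions 32.9%. The first gene that the authors linked to a peak was the protein-coding gene with the nearest TSS for 76.3% of the 94983 peaks on the autosomes and the X and Y chromosomes, before the filter on counts.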

Using the ATAC-Seq datasets, annotations in the Ensembl database and reference datasets, we compiled a list of 15,216 accessible promoters, 22,501 accessible enhancers and 18,502 additional distal accessible regions in immature and/or mature astrocytes (Supplementary Fig. 4f, Supplementary Data 4).

**Fig. 3:**
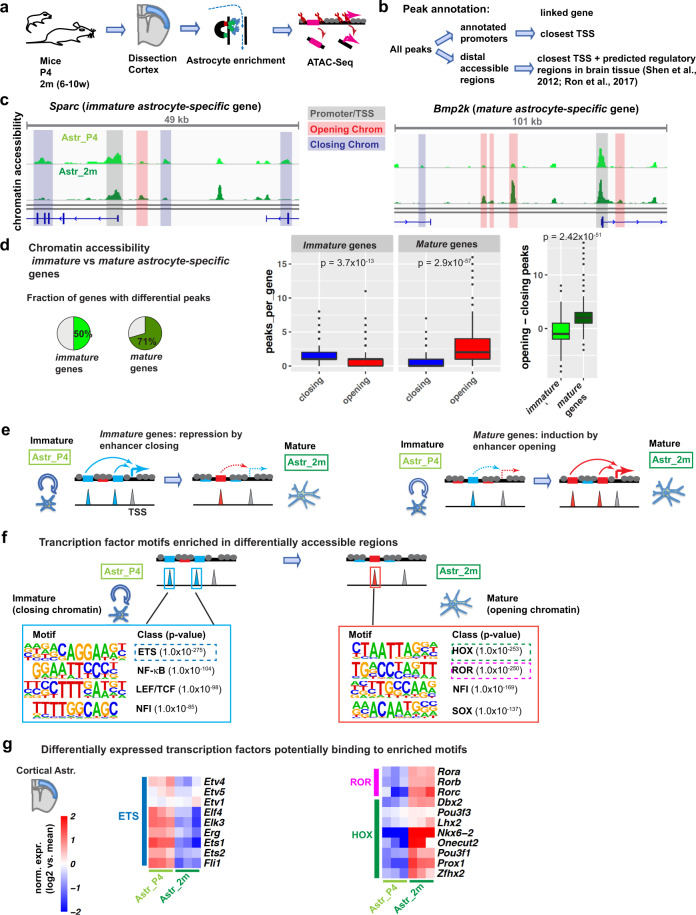
Maturation-associated chromatin remodelling at putative regulatory elements. **a** Approach used for MACS enrichment (magnetic bead assisted cell sorting) and ATAC-Seq (assay for transposase-accessible chromatin using sequencing) analysis of immature and mature astrocytes from P4 and 2-month-old cortices, respectively (Astr_P4, Astr_2m), in order to identify stage-specific accessible chromatin regions, i.e. putative regulatory elements. **b** Strategy for mapping ATAC-Seq peaks to putative target genes. **c** Genome tracks show chromatin accessibility around the transcription start sites (TSS) of the *immature astrocyte-specific* gene *Sparc* and of the *mature astrocyte-specific* gene *Bmp2k*. Reduced size of ATAC-Seq peaks in adult vs P4 astrocytes indicates closing chromatin, while increased peak size indicates opening chromatin. **d**, **e** Genes regulated during astrocyte maturation (from Fig. 2c) are globally associated with chromatin regions that change in their accessibility between P4 and adult stages (**d**). This suggests a model whereby changes in enhancer accessibility contribute to changes in gene expression during astrocyte maturation (**e**). **f** Transcription factor binding motifs enriched in closing and opening chromatin, identified by de novo motif enrichment analysis. The most enriched motifs are similar to ETS, homeodomain (HOX) and retinoic acid receptor-related orphan receptor (ROR) transcription factor binding motifs. **g** Expression in cortical astrocytes, based on bulk RNA-Seq analysis in Fig. 2, of selected transcription factors that bind to motifs highlighted in (**f**). Displayed are all ETS factors enriched in immature astrocytes, and all ROR and HOX factors enriched in mature astrocytes, either in the cortical (bulk) or the striatal (single cell) RNA-Seq dataset. Expression of the factors regulated along pseudotime in striatal astrocytes is shown in Supplementary Fig. 5c. Statistical analysis and data presentation: **c** Tracks represent merged reads of 3 or 4 replicates (for P4 and 2 m respectively); **c**, **d** Differential peaks: DESeq2 analysis, *n* = 3 (Astr_P4), *n* = 4 (Astr_2m); two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value ≤ 0.05, absolute log2(fold change) ≥ 1; **d** Two-sided Wilcoxon Rank Sum test (*n* = 341 immature vs 268 mature genes with associated differential peaks). Boxplots show: centre line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range; points, outliers. **g** Differential genes: DESeq2 analysis, each *n* = 3; two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value ≤ 0.05, absolute log2(fold change) ≥1; Shown are log2-transformed mean centred, normalized expression values. See also Supplementary Figs. 4 and 5, Supplementary Data 3–5.

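From P4 to 2 months, 9714 of the 56219 kept peaks opened (17.3%) and 7037 closed (12.5%), by edgeR's quasi-likelihood test. The largest gains included a peak that the authors linked to Glul, which encodes glutamine synthetase, the enzyme that turns glutamate into glutamine in astrocytes. This putative enhancer (mm10, chromosome 1, 153997163 to 153997955, an intergenic region) rose from 0.64 ± 0.561 normalised counts (SD, n = 3) at P4 to 51.3 ± 3.75 (SD, n = 4) at 2 months (log2 fold change 5.85, standard error 0.42, adjusted p = 9.22e-09). A peak in an intron of Mettl15 (chromosome 2, 109183002 to 109183588) had no read at P4 and 27.4 ± 4.61 normalised counts at 2 months. Peaks linked to Egr2 (chromosome 10, 67439269 to 67440006) and Rabgap1l (chromosome 1, 160847366 to 160847788) likewise went from no read at P4 to 26.9 ± 6.68 and 15.7 ± 6.66. A peak in an intron of Abca15 linked to the neighbouring transporter gene Abca16 (chromosome 7, 120404566 to 120405557) rose from 0.64 ± 0.561 to 62.3 ± 14.9 (log2 fold change 6.13, adjusted p = 1.32e-08). Among the largest losses were an intronic peak of Zmym4 (chromosome 4, 126872906 to 126873326, 22.3 ± 8.49 to 1.25 ± 0.99, log2 fold change -3.93, adjusted p = 1.04e-04) and the promoter of Igf2bp3, an RNA-binding protein of fetal tissues. The latter (chromosome 6, 49214142 to 49215788) fell from 219.9 ± 19.3 to 17 ± 5.62 (log2 fold change -3.60, standard error 0.20, adjusted p = 1.19e-09). An intergenic peak next to Egr1, an immediate early transcription factor (chromosome 18, 34864769 to 34866769), fell from 329 ± 47.4 to 34.5 ± 11.3 (log2 fold change -3.18, adjusted p = 1.38e-09).
Changes were more frequent away from promoters. Of 15216 promoters, 430 opened (2.83%) and 1294 closed (8.50%). Among 22501 enhancers, 4208 opened (18.7%) and 3069 closed (13.6%), and among 18502 other regions 5076 opened (27.4%) and 2674 closed (14.5%). The odds of a call outside promoters were 4.53 times those in promoters (95% confidence interval 4.29 to 4.78), with an odds ratio of 10.1 (9.12 to 11.1) for opening and 1.75 (1.64 to 1.87) for closing. These intervals treat peaks as independent, and peaks of lower counts are harder to call. Over all kept peaks, called or not, every library at P4 lay on one side of every library at 2 months at 29879 (53.1%), against 5.71% by chance for groups of these sizes.

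**Figure D1:**
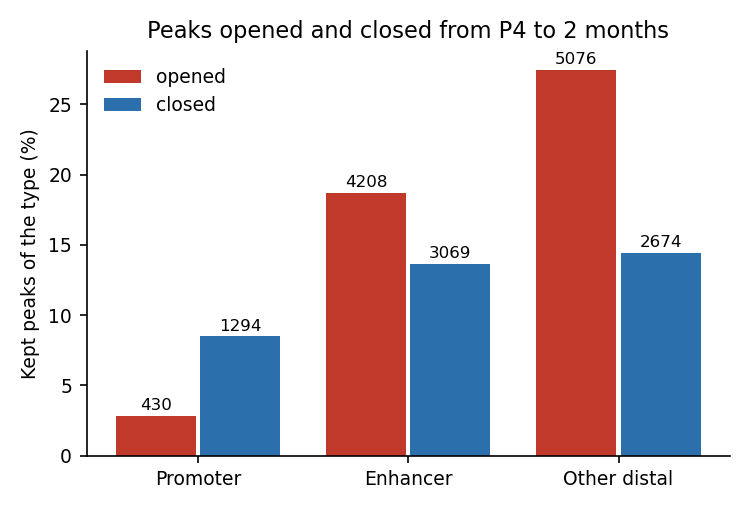
Kept ATAC peaks called opened (red) or closed (blue) between P4 and 2 months, as a percent of the peaks of each class, with the number of peaks above each bar. Promoters changed least, with 2.83% opened and 8.50% closed, and other distal regions opened most often, at 27.4%.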

Comparing the ATAC-Seq datasets from immature and mature astrocytes revealed prominent changes in chromatin accessibility between these stages, particularly in distal accessible regions (Fig. 3c, Supplementary Fig. 4a, d, f). 

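At 277 of 380 mature genes (72.9%, 95% confidence interval 68.2–77.1, Wilson) and at 344 of 682 immature genes (50.4%, 46.7–54.2) at least 1 linked peak was called. Bmp2k, a kinase gene induced by BMP2 and one of the mature genes, had 10 linked peaks, of which 4 opened and 1 closed. Its most significant peak, a putative enhancer (mm10, chromosome 5, 96964340 to 96965474, an intergenic region), rose from 55.7 ± 10.6 normalised counts (SD, n = 3) at P4 to 221 ± 45.8 (SD, n = 4) at 2 months (log2 fold change 2.11, standard error 0.18, adjusted p = 4.34e-08, edgeR's quasi-likelihood test). Sparc, an immature gene that encodes a secreted matricellular protein, had 13 linked peaks. The one with the smallest p, in an additional distal region (chromosome 11, 55428034 to 55429056, an intergenic region), fell from 73.4 ± 8.23 to 23.6 ± 6.20 (log2 fold change -1.56, adjusted p = 1.32e-05).
Genes with many linked peaks are more likely to hold a called one. Random genes matched on their number of linked kept peaks were linked to a called peak at 67.9% for the mature list (95% of 10000 draws within 64.5–71.3%, 23 draws as high as the list) and at 56.8% (54.0–59.7%) for the immature list. The mature share lay above and the immature share below these matched values.

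**Figure D2:**
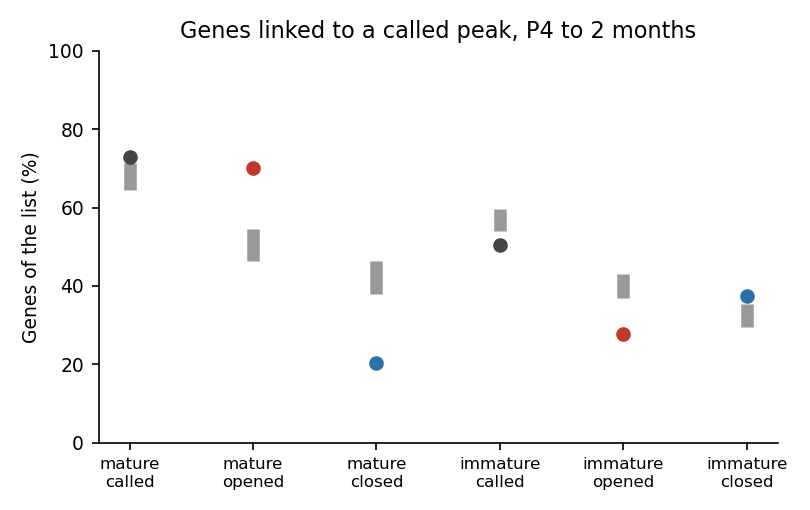
Percent of mature and immature genes linked to at least 1 opened or closed peak, with grey bars for the range that holds 95% of draws of matched genes. The share with an opened peak, 70.0%, lies above the matched range for mature genes, and the share with a closed peak, 37.4%, lies above it for immature genes.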

Differentially accessible regions were associated with 50% of *immature astrocyte-specific* genes, such as *Sparc*, and 71% of *mature* genes, such as *Bmp2k* (Fig. 3c, d, Supplementary Fig. 4a, Supplementary Data 5). 

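Of the mature genes, 200 had only opened peaks, 11 only closed peaks and 66 both, whereas of the immature genes 89 had only opened peaks, 154 only closed and 101 both. Elmo2, an adaptor in the engulfment of dying cells, is a mature gene with a peak in its own intron (mm10, chromosome 2, 165323457 to 165324277) that rose from 16.3 ± 5.69 normalised counts (SD, n = 3) at P4 to 239.6 ± 39.2 (SD, n = 4) at 2 months (log2 fold change 4.10, standard error 0.21, adjusted p = 5.06e-10, edgeR's quasi-likelihood test). At Clmn, 16 of 17 linked peaks opened, led by an intergenic enhancer (chromosome 12, 104911227 to 104913449) that went from 57.5 ± 7.84 to 345 ± 67.3 (log2 fold change 2.62, adjusted p = 1.80e-09). On the immature side, the promoter peak of Nes, the intermediate filament nestin of neural progenitors (chromosome 3, 87970234 to 87974869), fell from 520.4 ± 5.45 to 154 ± 16.2 (log2 fold change -1.68, standard error 0.11, adjusted p = 3.03e-09). An intergenic peak near Sall3, a zinc finger transcription factor (chromosome 18, 81050762 to 81052543), fell from 219.6 ± 40.2 to 36.8 ± 5.65 (log2 fold change -2.51, adjusted p = 4.68e-09).
Opened minus closed peaks per gene with a call averaged 2.99 ± 3.44 (SD over 277 genes, median 2) for mature genes and -0.44 ± 2.23 (SD over 344 genes, median -1) for immature genes. The difference of 3.43 peaks per gene had p = 1e-05 in a two-sided permutation test, the smallest value that 100000 resamples can give. Mature genes have more linked peaks, and within bins of equal numbers of linked peaks the difference was 1.70 (permutation p = 1e-05, also the smallest possible). Opened peaks outnumbered closed ones at 248 mature genes (89.5%), and closed peaks outnumbered opened ones at 190 immature genes (55.2%). A matched draw of genes would have an opened peak at 50.5% of the mature genes (46.3–54.5%), where 266 genes (70.0%) had one, and a closed peak at 32.5% of the immature genes (29.5–35.5%), where 255 genes (37.4%) had one.
Over the peaks within 100 kb of the TSS, the mature list held 195 genes with opened, 5 with closed and 27 with both kinds of peak among 345 measured (194, 5 and 28 when adjusted over the list alone). It rose as a list with a median log2 fold change of 0.72 (camera, adjusted p = 1.49e-23, and adjusted p = 0.335 with an estimated correlation). For the immature list the counts were 42, 144 and 25 among 619 (the same when adjusted over the list alone), with a median of -0.20 (adjusted p = 1.63e-04, and adjusted p = 0.335 with an estimated correlation). Both lists were chosen by the study from RNA-Seq of the same stages, so these counts are not independent evidence of a direction.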

*Immature* genes were predominantly associated with regions more accessible at P4 than at 2 months (closing chromatin) while *mature* genes were predominantly associated with elements more accessible at 2 months (opening chromatin; Fig. 3c, d, Supplementary Data 5). These results suggest that changes in enhancer accessibility may contribute to the transcriptional changes taking place during astrocyte maturation (Fig. 3e). 

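Genes for the handling of glutamate and GABA gained accessibility from P4 to 2 months. Of 16 measured, 8 had opened peaks, 1 closed, 3 both and 4 none called. The list rose (median log2 fold change 0.52, camera adjusted p = 5.57e-04, and adjusted p = 0.407 with an estimated correlation). The glutamate transporter gene Slc1a2 had 23 linked peaks, of which 19 opened. The strongest, an enhancer in an intron of Pamr1 (mm10, chromosome 2, 102635124 to 102637051), rose from 117 ± 36 normalised counts (SD, n = 3) at P4 to 499 ± 96.6 (SD, n = 4) at 2 months (log2 fold change 2.08, standard error 0.15, adjusted p = 9.15e-09, edgeR's quasi-likelihood test). At Grin2c, an NMDA receptor subunit, the peak with the smallest p (chromosome 11, 115231753 to 115234964) went from 152 to 562 (log2 fold change 1.92, adjusted p = 3.55e-09). Gap junction, ion and water channel genes also rose, with 12 opened, 1 closed and 1 both among 17 (median 0.85, adjusted p = 6.26e-05, and adjusted p = 0.335 with an estimated correlation). The connexin gene Gjb6 (chromosome 14, 57130912 to 57133782, 47.3 ± 8.34 to 268 ± 67.4, log2 fold change 2.57, adjusted p = 1.43e-08) and the inward rectifier Kcnj10 (chromosome 1, 172357185 to 172359758, 94.2 to 282) were among them. A peak linked to the connexin gene Gja1 (chromosome 10, 56898933 to 56900973) also opened, from 85.8 to 319 (log2 fold change 1.97, adjusted p = 2.96e-08). It lies too far from the Gja1 promoter (chromosome 10, 56377177 to 56379731) to enter the list test. That promoter had 244 ± 51.4 normalised counts at P4 and 269 ± 47.8 at 2 months and was not called (log2 fold change 0.17, adjusted p = 0.279). For glycogen and glycolysis genes, 7 of 13 had opened peaks and 1 had both (median 0.68, adjusted p = 9.95e-04, and adjusted p = 0.407 with an estimated correlation). They include the phosphorylase kinase subunit gene Phkg1 with its promoter (chromosome 5, 129877764 to 129879436, 82.9 to 325). Of 18 circadian clock genes, 7 had opened peaks and 1 had both (median 0.53, adjusted p = 1.79e-04, and adjusted p = 0.335 with an estimated correlation). At Npas2 (chromosome 1, 39266423 to 39267969), counts rose from 12.2 ± 3.10 to 103 ± 13.
Reactive astrocyte genes lost accessibility, with 6 of 11 closed, 2 both and none only opened (median -0.47, adjusted p = 0.00117, and adjusted p = 0.259 with an estimated correlation). The promoter of the intermediate filament gene Vim (chromosome 2, 13572112 to 13576327) fell from 581 ± 15.2 to 235 ± 26.6 (log2 fold change -1.24, adjusted p = 8.32e-09), and peaks near Stat3 (chromosome 11, 100946622 to 100947524, 110.3 to 20.8) and its target Socs3 (chromosome 11, 117922676 to 117923936, 59.4 to 11.2) closed. Immediate early genes fell as a list (2 opened, 6 closed, 2 both among 14, median -0.63, adjusted p = 0.0043, and adjusted p = 0.418 with an estimated correlation). The promoter of Fos (chromosome 12, 85471874 to 85479013) had 1509 ± 120.4 and 622 ± 12.9, and a peak near Jun (chromosome 4, 95048172 to 95048830) had 114 and 20.7. The counts of all 6 lists were the same when adjusted over the list alone.
Markers of other cell types moved with age in the same libraries. All 11 measured oligodendrocyte markers had opened peaks (median 1.69, adjusted p = 2.67e-07, and adjusted p = 0.181 with an estimated correlation). Examples are the myelin genes Mbp (chromosome 18, 82554132 to 82555457, 4.27 ± 1 to 85.7 ± 12.3) and Mag (chromosome 7, 30914454 to 30918426, 17.9 to 133). Of 12 endothelial markers, 7 had closed peaks and 2 both kinds (median -0.64, adjusted p = 0.0403, and adjusted p = 0.553 with an estimated correlation), a list call that was lost without P4 replicate 1 or 2 or adult replicate 2 (adjusted p = 0.107, 0.0676 and 0.0659). Examples are Flt1 (chromosome 5, 147725005 to 147726676, 143 ± 10.2 to 63 ± 8.80) and Pecam1 (chromosome 11, 106709211 to 106710833, 48.5 to 15.2). From the association of opening regions with mature genes and of closing regions with immature genes, the paper proposes that changes in enhancer accessibility may contribute to the transcriptional changes of maturation (Fig. 3e).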

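Restricting the links to the first linked gene with the peak centre within 100 kb of its TSS in GENCODE M21 left a called peak at 227 of 380 mature genes (59.7%) and at 211 of 682 immature genes (30.9%). Draws of genes matched on their number of linked peaks gave 54.3% (50.5–58.2%) and 37.2% (34.3–40.2%). Opened peaks were found at 222 mature genes (58.4%, matched 34.9%), and closed peaks at 169 immature genes (24.8%, matched 20.0%). Opened minus closed peaks averaged 2.37 ± 2.22 (SD over 227 genes) per mature gene and -0.81 ± 1.63 (SD over 211 genes) per immature gene, a difference of 3.18. Opened peaks outnumbered closed ones at 94.3% of the mature genes with a call, and closed ones were the majority at 71.6% of the immature genes. The deposited table holds 1 column of linked genes, so this link was rebuilt here from the annotation.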

Similar results were obtained with a more stringent selection of candidate enhancers that considered only open chromatin regions up to a distance of 100 kb from the nearest TSS (Supplementary Fig. 5a, Supplementary Data 4), consistent with most promoter-enhancer-interactions occurring within this distance^25^.

To assess more directly the extent to which accessibility changes at promoters, as compared to enhancers, may regulate gene expression during astrocyte maturation, we assessed promoters and enhancers of immature and mature astrocyte genes separately (Supplementary Fig. 5b). 

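Most promoters of mature and immature genes were not called from P4 to 2 months, and those that were called mostly opened in mature genes and closed in immature ones. The promoter of Acsl6, a mature gene for an acyl-CoA synthetase (mm10, chromosome 11, 54314491 to 54315490, an untranslated exon of Acsl6), rose from 52.9 ± 23.5 normalised counts (SD, n = 3) at P4 to 152 ± 17.2 (SD, n = 4) at 2 months (log2 fold change 1.49, standard error 0.19, adjusted p = 4.05e-06, edgeR's quasi-likelihood test). At the promoter of Gfap, the astrocytic intermediate filament (chromosome 11, 102896894 to 102899002), counts fell from 285 ± 95.8 to 138 ± 23.3 (log2 fold change -1.04, adjusted p = 2.71e-05), a call made in 10 of 12 settings. Of 380 mature genes, 59 had an opened promoter (15.5%, against 2.98% in matched draws, 95% within 1.32–4.74%) and 4 a closed one (1.05%, matched 8.91%). Of 682 immature genes, 1 had an opened promoter (0.147%, matched 2.48%) and 86 a closed one (12.6%, matched 8.05%, 95% within 6.16–10.1%). In all, 149 of the 1062 genes (14.0%) had a called promoter, 62 of them mature (16.3%) and 87 immature (12.8%).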

Only a small fraction of regulated genes (less than 15%) showed changes in promoter accessibility, and promoter opening occurred almost exclusively at genes induced during maturation, and promoter closing occurred at downregulated genes. Changes at enhancers concerned many more regulated genes, and also correlated with changes in gene expression, although accessibility at some distal elements was anti-correlated to gene expression, suggesting a repressive function or incorrect annotation.

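Enhancers were called at 203 mature genes (53.4%, against 45.9% in matched draws) and 216 immature genes (31.7%, matched 32.4%). Mature genes with opened enhancers only numbered 154, those with closed enhancers only 12, and 37 had both. Among immature genes, 71 had opened enhancers only, 107 closed enhancers only and 38 both. An opened enhancer was linked to 191 mature genes (50.3%), above the 31.6% (27.9–35.3%) of matched draws, and to 109 immature genes (16.0%), below the matched 21.4%. Closed enhancers were linked to 145 immature genes (21.3%, matched 17.4%, 95% within 15.1–19.8%) and to 49 mature genes (12.9%, matched 26.4%). Against the direction of expression thus ran closed enhancers at 49 mature genes and opened enhancers at 109 immature genes. At a stricter adjusted p of 0.001, 3393 enhancers opened and 1932 closed, and among promoters 363 opened and 1048 closed.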

We next aimed to identify transcription factors that may drive changes in gene expression underlying astrocyte maturation. For this, we performed motif enrichment analysis in differentially accessible regions using the Homer software. In chromatin regions that closed between P4 and 2 months, the most enriched binding motifs included those for ETS, NF-κB and LEF/TCF transcription factors (Fig. 3f). 

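Closed peaks held the ETS consensus MGGAAGT more often than unchanged peaks of the same width and GC content, in 39.5% of 7037 peaks against 33.0% (95% of 1000 matched draws within 32.0–34.1%). The LEF/TCF consensus CTTTGAT was found in 18.9% against 15.7% (14.9–16.5%), and the NF-κB consensus GGAATTCCC in 1.32% against 0.965% (0.739–1.19%). For ETS and LEF/TCF no draw reached the observed share (one-sided permutation p = 0.001, the smallest that 1000 draws can give), and for NF-κB 3 draws did (permutation p = 0.004). The ETS excess lay outside promoters, where closed enhancers had 38.6% against 33.6% and closed distal regions 41.4% against 29.4%, while closed promoters had 37.9% against 38.8%. A CTCF core sequence, included as a control that the paper does not name, was rarer in closed peaks than in matched unchanged peaks (0.156% against 0.789%).
At the genes of the ETS factors that the paper lists as higher in immature astrocytes, 5 of 9 had closed peaks, 1 opened and 2 both (the same when adjusted over the list alone), and the list did not pass the test (median -0.56, camera adjusted p = 0.0888). The promoter of Elk3 (mm10, chromosome 10, 93309115 to 93311779) fell from 186 ± 18.8 normalised counts (SD, n = 3) at P4 to 65.3 ± 7.96 (SD, n = 4) at 2 months (log2 fold change -1.46, standard error 0.15, adjusted p = 3.32e-07, edgeR's quasi-likelihood test). An intergenic peak at Etv4 (chromosome 11, 101830252 to 101832440) fell from 94.4 ± 24.8 to 31 ± 5.24 (log2 fold change -1.54, adjusted p = 1.03e-05). A peak near Ets1 (chromosome 9, 32764181 to 32765212) opened, with 62.7 ± 5.74 and 197 ± 36.5 (log2 fold change 1.75, adjusted p = 1.10e-07).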

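Peaks that opened from P4 to 2 months held the extended ROR element WAWNTAGGTCA in 2.34% of 9714 peaks, against 1.70% of unchanged peaks matched on width and GC content (95% of draws within 1.46–1.96%), and its core TAGGTCA in 13.7% against 10.7% (10.1–11.3%). The homeodomain core TAATTA occurred in 32.1% against 30.3% (29.5–31.2%), a ratio of 1.06, and the extended site CTAATTAR in 9.96% against 8.32% (7.79–8.86%), a ratio of 1.20. No matched draw reached these 4 shares. The ROR element was rarer than matched in closed peaks (0.682% against 1.32%), as was the homeodomain core (20.8% against 23.2%). Opened peaks were also richer in the SOX consensus ACAATGG (20.8% against 16.6%) and poorer in the ETS consensus (27.1% against 32.9%). Opened promoters did not show the homeodomain excess, with 21.6% against 27.0%.
The genes of ROR and homeodomain factors that the paper lists as higher in mature astrocytes gained accessibility, with 7 of 10 opened, 1 both and none only closed (the same when adjusted over the list alone). The list had a median log2 fold change of 0.74 and a camera adjusted p of 0.0045 (adjusted p = 0.335 with an estimated correlation). The study chose this list on expression at these stages, so it is not independent evidence. An intronic enhancer of Rora (mm10, chromosome 9, 68679122 to 68680549) rose from 35.7 ± 7.39 normalised counts (SD, n = 3) at P4 to 124 ± 31.3 (SD, n = 4) at 2 months (log2 fold change 1.79, standard error 0.21, adjusted p = 1.72e-06, edgeR's quasi-likelihood test). One in an intron of Dbx2 (chromosome 15, 95651365 to 95654976) rose from 131 ± 21.3 to 299 ± 76.9 (log2 fold change 1.22, adjusted p = 4.90e-06) and a peak linked to Lhx2 (chromosome 2, 37963081 to 37964165) from 94.6 to 269. At Rorb, the peak with the smallest p (chromosome 19, 19246386 to 19247466) fell from 38.9 ± 17 to 8.29 ± 3.18 (log2 fold change -2.25, adjusted p = 2.83e-05).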

In chromatin regions that opened between postnatal and adult stages, motifs associated with homeodomain (HOX) and retinoic acid receptor-related orphan receptor (ROR) factors were most enriched (Fig. 3f). Motifs for the key astrogliogenic NFI transcription factors were found enriched in both opening and closing chromatin (Fig. 3f).

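The NFI element TTGGCA was more frequent in opened peaks, at 59.3% against 56.1% in matched unchanged peaks (95% of draws within 55.2–57.0%), and it reached 64.3% against 59.1% in opened enhancers. All closed peaks held it at 52.7% against 52.8% (51.7–53.9%). Within them, closed enhancers had 58.4% against 55.4% (53.8–57.1%, 1 of 1000 draws as high) and closed promoters 46.6% against 50.9%. Of the NFI genes themselves, all 3 measured had opened peaks (the same when adjusted over the list alone), although the list did not pass the test (camera adjusted p = 0.107). The promoter of Nfic (mm10, chromosome 10, 81424307 to 81427184) rose from 128 ± 9.34 normalised counts (SD, n = 3) at P4 to 269 ± 36.9 (SD, n = 4) at 2 months (log2 fold change 1.13, standard error 0.12, adjusted p = 5.34e-07, edgeR's quasi-likelihood test).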

Examining the expression of transcription factors associated with the enriched motifs in the cortical bulk RNA-Seq dataset (Fig. 3g) and the striatal sc-RNA-Seq dataset (Supplementary Fig. 5c), revealed that, consistent with the changes in binding site enrichment, several ETS genes had a higher expression in early postnatal than adult astrocytes. Reciprocally, *Rora*, *Rorb*, and several HOX genes including *Dbx2*, *Lhx2* and *Pou3f3* (*Brn1*) were upregulated in adult astrocytes (Fig. 3g, Supplementary Fig. 5c). Altogether, our data suggest that transcription factors from the ETS, HOX and ROR families may direct chromatin remodelling events and thereby contribute to the transcriptional changes associated with astrocyte maturation.

### In vitro differentiation of NSCs into astrocytes fails to recapitulate in vivo maturation

To examine the activity of candidate transcription factors in promoting astrocyte maturation, we turned to an in vitro model of astrocyte differentiation. We established NSC cultures from the early postnatal cortex, a likely source of cortical astrocytes in vivo^2^, and from the adult subventricular zone, expanded them in the presence of EGF and FGF2, and subsequently differentiated them into astrocytes by growth factor withdrawal and addition of BMP4^9,10^ (Fig. 4a).

**Fig. 4:**
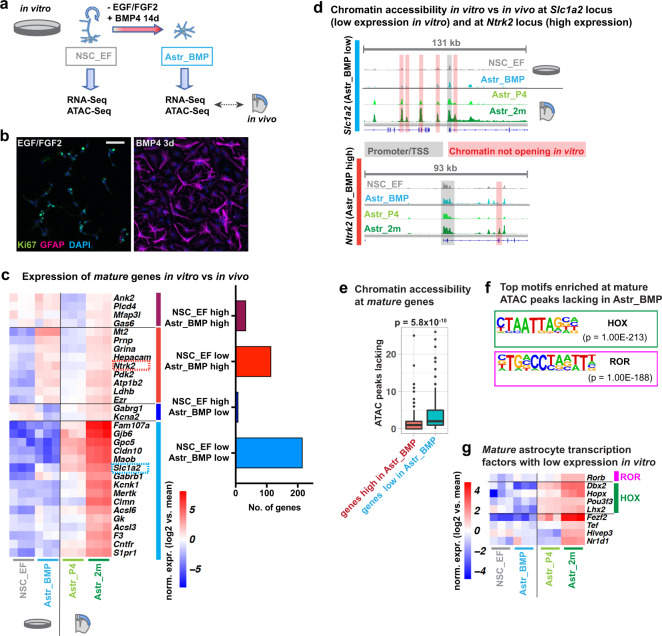
In vitro differentiation of NSCs into astrocytes fails to recapitulate in vivo maturation. **a** NSCs maintained in EGF/FGF2-containing medium (NSC_EF) are differentiated into astrocytes by culture in BMP4-containing medium for 14 days (Astr_BMP); maturity of astrocytes in these cultures is assessed by RNA-Seq and ATAC-Seq analysis and comparison with datasets from P4 and adult cortical astrocytes (Astr_P4/Astr_2m from Figs. 2 and 3). **b** Immunolabeling for the proliferation marker Ki67 and the astrocyte marker GFAP after 3 days of differentiation; scale bar 50 μm. Representative images from 3 biological replicates. **c** Expression of *mature astrocyte-specific* genes (from Fig. 2c) in cultured astrocytes and brain astrocytes. Heatmap of selected genes and number of genes, grouped by their expression patterns in cultured astrocytes. ‘NSC_EF/Astr_BMP low’ refers to significantly lower expression compared to Astr_2m, ‘high’ to equal or higher expression. **d** ATAC-Seq genome tracks show chromatin accessibility in cultured astrocytes vs brain astrocytes around the transcriptional start site (TSS) of *Slc1a2* and *Ntrk2* (expression highlighted in (**c**)). **e** *Mature astrocyte-specific* genes with low expression in vitro (Astr_BMP) lack accessibility at sites open in vivo (Astr_2m), more than genes with high expression. **f** Transcription factor binding motifs enriched in DNA regions where ATAC-Seq analysis shows lower chromatin accessibility in cultured astrocytes compared to adult brain astrocytes (de novo motif enrichment analysis). **g** Expression of selected transcription factors induced during astrocyte maturation in vivo and expressed at low levels in cultured astrocytes. Highlighted are factors that might bind the motifs in (**f**). Heatmap of cortical astrocyte bulk RNA-Seq data from Fig. 2; the factors displayed are differentially expressed in cortical and striatal astrocytes (except *Lhx2* and *Pou3f3* only in striatal astrocytes). Expression of the factors in striatal astrocytes is shown in Supplementary Fig. 6e. Statistical analysis and data presentation: **c**, **g** Differential genes/peaks: DESeq2 analysis; each *n* = 3 (*n* = 4 for ATAC-Seq Astr_2m data); two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value ≤ 0.05, absolute log2(fold change) ≥ 1; Heatmaps show log2-transformed mean centred, normalized expression values; **d** Tracks represent merged reads of 3 replicates (4 replicates for Astr_2m). **e** Two-sided Wilcoxon Rank Sum test (*n* = 211 with low vs 143 genes with high expression in vitro). Boxplots show: centre line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range; points, outliers. See also Supplementary Fig. 6, Supplementary Data 6.

After 3 days in differentiation medium, NSCs had downregulated the proliferation marker Ki67 and begun to express the astroglial lineage marker GFAP (Fig. 4b). Cortex- and adult subventricular zone-derived NSCs were differentiated into astrocytes in the presence of BMP4 for 14 days to allow time for maturation, and were then analysed by RNA-Seq. Their transcriptional profile was compared with that of undifferentiated NSCs in culture and with the RNA-Seq datasets obtained from cortical astrocytes acutely isolated from mice at P4 and 2 months (Fig. 2).

As expected, many astrocyte markers were upregulated in in vitro-differentiated astrocytes compared to NSCs, including *Aldh1l1*, *Sox9*, *Gfap*, and *Aqp4*, which reached expression levels comparable to those observed in cortical astrocytes in 2-months old brains (Supplementary Fig. 6a). To compare the maturation state of in vitro-differentiated astrocytes with that of adult brain astrocytes, we next analysed the expression of *immature* and *mature astrocyte-specific* genes (Fig. 2). Astrocytes differentiated in vitro expressed 40% of *mature* genes at levels similar to those observed at 2 months in vivo, but 60% were expressed at lower levels or not at all, including key effector genes of astrocyte functions such as *Gjb6*(Cx30) and *Slc1a2*(GLT-1) (Fig. 4c, Supplementary Data 6).

Compared to the limited induction of *mature* genes, the differentiation protocol was more efficient at repressing *immature* genes. In vitro-differentiated astrocytes expressed 72% of *immature* genes at low levels, similar to those found in mature astrocytes in vivo and only 28% were expressed at high levels as in immature astrocytes in vivo (Supplementary Fig. 6b). Comparison of our dataset for in vitro-differentiated astrocytes with published data for cultured primary astrocytes^17^ and astrocytes differentiated with CNTF^11^ showed that astrocytes in different in vitro models present similarly low expression levels of many *mature astrocyte-specific* genes (Supplementary Fig. 6c). Overall these results suggest that in vitro-differentiated astrocytes do not reach a level of maturation comparable to that of adult brain astrocytes.

We next performed ATAC-Seq to investigate changes in chromatin accessibility associated with in vitro differentiation and compare accessible sites with those observed in adult brain astrocytes. 

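Neural progenitors grown with EGF and FGF2 (NSC_EF, 3 libraries) and astrocytes made from them by 14 days of BMP4 at 20 ng/ml (Astr_BMP, 3 libraries) were profiled beside the P4 and adult brain libraries, which are the same as in Fig. 3. The culture replicates were differentiated independently at different times from different progenitor preparations. NSC_EF libraries held 4243156 to 5500712 counts in peaks (median 4986453) and Astr_BMP libraries 3225124 to 7575425 (median 5670121), with reported fractions of reads in peaks of 4.71–18.3% and 16.5–40.5%. Over all 13 libraries, 73537 peaks passed the filter on normalised counts (median width 1052 bp), and 1 model with the 4 groups was fitted to them. Astr_BMP cells were not sorted and the adult cells were purified from tissue. The paper also names different mouse strains for the brain tissue and the progenitors. Culture, age, purification and strain therefore differ together between these groups. Progenitor preparation X6 came from the adult subventricular zone, and X8 and X9 from early postnatal cortex. Counts were simulated with peak means over all 13 libraries. Between Astr_BMP and adult astrocytes, 99 of 100 peaks changed by a log2 fold change of 3 were recovered. Of those changed by 1.5, 72 of 100 were recovered, and 2 unchanged peaks were called.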

At the *Slc1a2* locus, a *mature* gene expressed only at low levels in vitro (Fig. 4c, d), many sites which had large ATAC peaks in adult brain astrocytes presented only small signals in cultured astrocytes (Fig. 4d, Supplementary Fig. 6d). In contrast, the *Ntrk2* locus, which is expressed highly in both in vitro-differentiated and adult brain astrocytes, showed more similar accessibility profiles in the in vitro and brain samples (Fig. 4c, d, Supplementary Fig. 6d). 

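Slc1a2 encodes the main astrocytic glutamate transporter, which clears glutamate from synapses. Of its 23 linked peaks, 18 were more accessible in adult astrocytes than in Astr_BMP cells and none was less accessible. The largest difference with the smallest p was at a putative enhancer in an intron of Pamr1, upstream of the gene (mm10, chromosome 2, 102635124 to 102637051), with 16.3 ± 8.65 normalised counts (SD, n = 3) in Astr_BMP and 508 ± 105 (SD, n = 4) at 2 months (log2 fold change 5.04, standard error 0.26, adjusted p = 2.63e-16, edgeR's quasi-likelihood test). The promoter (chromosome 2, 102657920 to 102659896) had 142 ± 17.4 and 513 ± 75.6 (log2 fold change 1.92, adjusted p = 6.04e-12), a smaller difference. A second putative enhancer in Pamr1 (chromosome 2, 102620219 to 102621383) had 49.5 ± 16.9 and 374 ± 79.1, and an intronic region of Slc1a2 (chromosome 2, 102769890 to 102770942) had 5.15 ± 2.39 and 91.1 ± 22.4. Among the 5 peaks without a call were intronic peaks at chromosome 2, 102744201 to 102746185 (169.6 ± 36.5 and 215 ± 61.8, adjusted p = 0.071) and at chromosome 2, 102759111 to 102763767 (171 ± 35.3 and 243 ± 69.1, log2 fold change 0.58, adjusted p = 0.00884), both already open in culture.

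**Figure D3:**
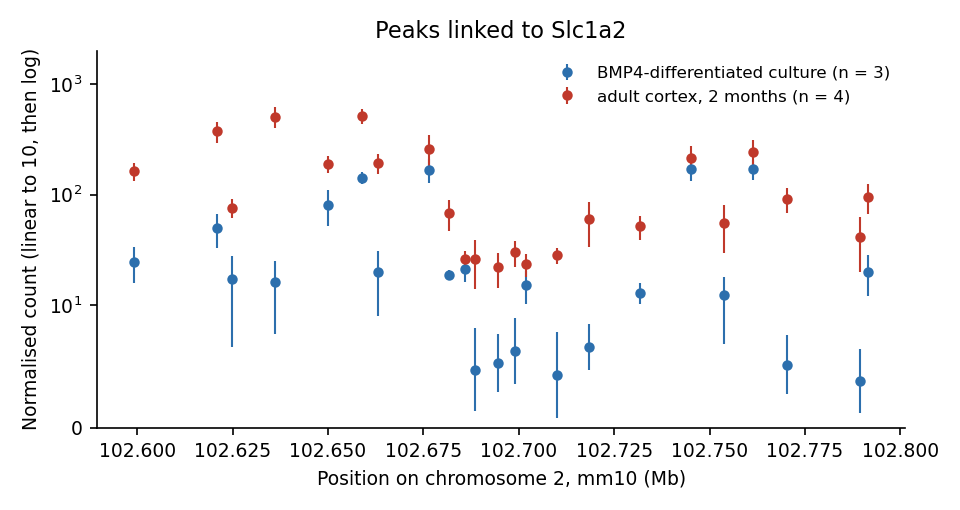
Mean normalised counts of the peaks linked to Slc1a2 in cultured and brain astrocytes. The putative enhancer with the smallest p has 16.3 normalised counts in Astr_BMP and 508 in adult astrocytes.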

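Ntrk2 encodes the BDNF receptor TrkB. Its promoter (mm10, chromosome 13, 58806461 to 58810629) had 443 ± 55.8 normalised counts (SD, n = 3) in Astr_BMP and 506 ± 99.6 (SD, n = 4) at 2 months (log2 fold change 0.26, standard error 0.16, adjusted p = 0.143, edgeR's quasi-likelihood test), a difference within the spread of the libraries. An intergenic putative enhancer (chromosome 13, 59143065 to 59146189) had 452 ± 122 and 477 ± 116 (log2 fold change 0.15, adjusted p = 0.451). Of 28 linked peaks, 19 were not called, 6 were more accessible in adult astrocytes and 3 less accessible. The peak with the smallest p, an intronic putative enhancer (chromosome 13, 58837719 to 58838587), had 7.60 ± 0.386 in culture and 98.6 ± 36.5 in the adult (log2 fold change 3.76, adjusted p = 3.96e-11). In the opposite direction, another intronic enhancer (chromosome 13, 59003112 to 59005309) had 233 ± 156 and 28.6 ± 3.66 (log2 fold change -2.96, adjusted p = 7.57e-11), with a wide spread among the Astr_BMP libraries.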

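A peak is lacking here when it was called as less accessible in Astr_BMP than in adult astrocytes. The paper's description of its code counts only such regions that also opened from P4 to 2 months, so the measure used here is broader. The promoter of Slc7a10, an amino acid transporter (mm10, chromosome 7, 35184872 to 35186739), had 23.5 ± 6.99 normalised counts (SD, n = 3) in Astr_BMP and 439 ± 73.4 (SD, n = 4) at 2 months (log2 fold change 4.28, standard error 0.21, adjusted p = 1.66e-16, edgeR's quasi-likelihood test). The promoter of the sodium pump subunit gene Atp1a2 (chromosome 1, 172295582 to 172301432) had 74.4 ± 16.6 and 927 ± 154, and a putative enhancer in the GABA transporter gene Slc6a11 (chromosome 6, 114158778 to 114161349) had 41.1 ± 11.5 and 382 ± 82. An intronic region of the actin regulator gene Phactr3 (chromosome 2, 178158600 to 178159712) went from 9.78 ± 3.10 in culture to 328 ± 61.1 in the adult.
The 211 genes with low expression in culture that had a linked kept peak lacked 4.17 ± 4.71 peaks per gene (SD, median 3), and the 136 genes with high expression lacked 1.89 ± 2.89 (SD, median 1). The difference was 2.28 (two-sided permutation test, p = 1e-05, the smallest value that 100000 resamples can give). Within bins of equal numbers of linked peaks, the difference was 0.60 peaks per gene (permutation p = 1e-05, again the smallest). At least 1 peak was lacking at 183 low genes (86.7%) and at 80 high genes (58.8%), and on average 42.3% of the peaks of a low gene and 18.5% of those of a high gene were lacking.
Over the peaks within 100 kb of the TSS, 104 of 209 low genes had peaks that were only more accessible in the adult, 12 only less accessible and 64 both (104, 13 and 64 when adjusted over the list alone). The list was higher in the adult (median log2 fold change 0.84, camera adjusted p = 7.41e-18, and adjusted p = 0.415 with an estimated correlation). For the high genes the counts were 20, 32 and 38 of 133 (the same when adjusted over the list alone), and the list did not pass the test (median 0.03, adjusted p = 0.397). The study divided the genes by expression in these cell types, so the lists are not independent evidence.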

Globally, *mature* genes that were expressed at low levels in in vitro-differentiated astrocytes were lacking more accessibility peaks than genes highly expressed in cultured cells (Fig. 4e). Motif enrichment analysis revealed that the sequences most enriched in regions with reduced accessibility in cultured astrocytes were HOX- and ROR-binding motifs (Fig. 4f), which were also enriched in chromatin regions opening between P4 and 2m in brain astrocytes (Fig. 3f). Together our results show that in vitro-differentiated astrocytes fail to gain chromatin accessibility at many regulatory elements associated with *mature astrocyte-specific* genes. 

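The 15820 peaks with reduced accessibility in Astr_BMP held the homeodomain core TAATTA in 31.6%, against 27.1% in unchanged peaks matched on width and GC content (95% of 1000 draws within 26.4–27.7%), and the extended site CTAATTAR in 9.99% against 6.94% (6.56–7.35%). The extended ROR element WAWNTAGGTCA was found in 1.95% against 1.49% (1.31–1.66%). No draw reached these 3 shares (one-sided permutation p = 0.001, the smallest possible with 1000 draws). The ROR core TAGGTCA had a smaller excess, 11.4% against 11.0%, which 14 draws reached. Sequences of other factors were also over-represented, with the SOX consensus in 19.2% against 16.3% and the LEF/TCF consensus in 19.8% against 17.9%, while the NFI element was at its matched level (55.8% against 55.7%). In the 19160 peaks with higher accessibility in culture, the NFI element occurred in 54.6% against 49.0% (48.3–49.6%), and the homeodomain core was rarer than matched (19.6% against 21.7%).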

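Between Astr_BMP and adult astrocytes, 15820 of 73537 peaks were more accessible in the adult and 19160 more accessible in culture, by edgeR's quasi-likelihood test. With abundance-trended offsets the counts were 17221 and 16393, so which direction prevailed depended on the scaling. By class, 1554 promoters, 7160 putative enhancers and 7106 other regions were more accessible in the adult, and 1270, 7963 and 9927 were more accessible in culture. Among all mature genes, 128 of 349 had peaks that were only more accessible in the adult, 44 only less accessible and 105 both (128, 45 and 105 when adjusted over the list alone), on a list that the study chose. The mature list rose with a median log2 fold change of 0.53 (camera, adjusted p = 5.31e-10, and adjusted p = 0.456 with an estimated correlation).
Genes for glutamate and GABA handling were more accessible in the adult (7 opened, 1 closed and 6 both of 16, median 1.23, adjusted p = 9.59e-06, and adjusted p = 0.415 with an estimated correlation). So were gap junction, ion and water channel genes (9, 1 and 4 of 17, median 0.91, adjusted p = 0.00164, and adjusted p = 0.456 with an estimated correlation). Reactive astrocyte genes were more accessible in culture, with 9 of 13 closed toward the adult, 2 both and none only opened (median -1.11, adjusted p = 9.99e-05, and adjusted p = 0.409 with an estimated correlation). In the same comparison, oligodendrocyte markers (9, 0 and 2 of 11, median 1.44, adjusted p = 1.37e-04, and adjusted p = 0.409 with an estimated correlation) and endothelial markers (5, 0 and 7 of 12, median 0.53, adjusted p = 0.00347, and adjusted p = 0.48 with an estimated correlation) were more accessible in the adult libraries, such as Mal (chromosome 2, 127627223 to 127628377, 13.4 to 107) and Esam (chromosome 9, 37527592 to 37531457, 32.7 to 179). The counts of these 5 lists were the same when adjusted over the list alone. A region near Vim, a filament gene raised in reactive astrocytes (mm10, chromosome 2, 13583181 to 13584763), had 346 ± 24.9 normalised counts (SD, n = 3) in Astr_BMP and 7.40 ± 2.30 (SD, n = 4) at 2 months (log2 fold change -5.47, standard error 0.21, adjusted p = 3.15e-18, edgeR's quasi-likelihood test). A peak at the cytokine signalling inhibitor gene Socs3 (chromosome 11, 117922676 to 117923936) had 207 ± 35.8 and 11.4 ± 3.62, one in an intron of the hyaluronan receptor gene Cd44 (chromosome 2, 102873057 to 102874285) had 175 ± 40.7 and 14.4 ± 2.07, and one near the membrane linker gene Ezr (chromosome 17, 6803706 to 6804368) had 209 ± 22.6 and 13.4 ± 4.04. From the missing peaks at mature genes and the sequences in them, the paper concludes that astrocytes differentiated in vitro do not gain accessibility at many regulatory elements of these genes (Fig. 4d–f).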

The results also suggest that a lack of activity of ROR and HOX transcription factors in in vitro-differentiated astrocytes might prevent chromatin opening at key regulatory regions and may block full maturation. Supporting this hypothesis, we found that several ROR and HOX genes induced during astrocyte maturation in vivo remained expressed at low levels in in vitro-differentiated astrocytes, including *Rorb*, *Dbx2* and *Lhx2* (Fig. 4g, Supplementary Fig. 6e).

### Different transcription factors control distinct aspects of astrocyte maturation

We next asked whether individual transcription factors that are induced during astrocyte maturation contribute to inducing the *mature* astrocyte phenotype, and whether the failure of some of these factors to be expressed in cultured astrocytes contributes to the lack of maturation of these cells. To address these questions, we performed a reconstitution assay in in vitro-differentiated astrocytes, whereby we used a lentiviral expression system to force expression in these cells of candidate transcription factors that normally remain expressed at low levels (Fig. 5a). We focussed on four candidates, the ROR protein Rorb, the HOX proteins Dbx2 and Lhx2 and the zinc finger protein Fezf2 (Fig. 4g). Efficiency of the delivery method was demonstrated by immunolabeling for the V5-tagged factors and for the mature astrocyte protein glutamine synthetase (GS/*Glul*), which was induced by both *Rorb* and *Fezf2* (Fig. 5b). We next performed a RNA-Seq analysis of the transduced cells to investigate the transcriptional activity of the candidate regulators, and compared these transcript profiles with those of postnatal and adult cortical astrocytes (Fig. 5c, Supplementary Fig. 7a–c, Supplementary Data 7). Both *Rorb* and *Fezf2* induced and repressed several hundred genes, whereas *Dbx2* and *Lhx2* regulated smaller gene sets (Supplementary Fig. 7a). Gene Ontology analysis revealed that the genesets induced by the transcription factors were enriched for terms related to adult astrocyte function such as ‘blood circulation’, ‘calcium homoeostasis’, ‘regulation of synaptic plasticity’ and ‘regulation of neurotransmitter levels’ (Supplementary Fig. 7a, Supplementary Data 7). The transcription factor-induced genes were significantly enriched for *mature astrocyte-specific* genes expressed only at low levels in control cultures (Supplementary Fig. 7b). *Rorb* alone induced 14% of the *mature* genes (33 out of 241 genes), including genes with well-established roles in astrocyte physiology such as *Glul* and *Apoe*, while *Fezf2* induced 12% (28 genes), *Dbx2* 4% (10 genes) and *Lhx2* 4% (9 genes) of this geneset (Fig. 5c, Supplementary Data 7). Interestingly, the genes regulated by the different transcription factors were largely non-overlapping, suggesting a modular control of the *mature* genes by distinct factors.

**Fig. 5:**
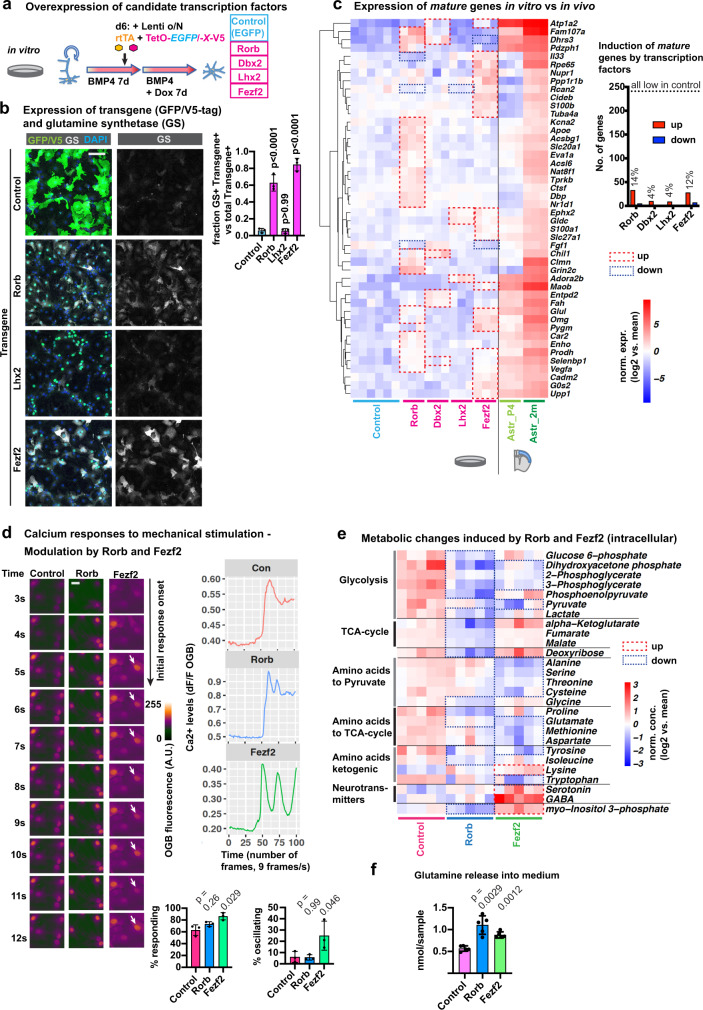
Different transcription factors control distinct aspects of astrocyte maturation. **a** Doxycycline-inducible expression of V5-tagged transcription factors (TFs) or EGFP as a control, in astrocyte cultures to assess the contribution of *Rorb*, *Dbx2*, *Lhx2* and *Fezf2* to astrocyte maturation. Cells are infected with the lentiviral vectors at day 6 of differentiation, followed by transgene induction with doxycycline from day 7 to day 14. **b** Immunolabeling for the transgene (EGFP or V5 tag) and the mature astrocyte enzyme glutamine synthetase (GS, gene *Glul*). **c** Expression of *mature astrocyte-specific* genes (from Fig. 2c) in cultured astrocytes and cortical astrocytes. Heatmap of selected genes. Barplot showing that subsets of *mature* genes with low expression in control cultures are induced by the transcription factors analysed. **d** Calcium responses induced by mechanical stimulation in Rorb- or Fezf2-overexpressing and control (rtTA expressing only) astrocytes, measured by time-lapse imaging with the calcium-sensitive dye OGB. **e**, **f** Metabolic changes induced by Rorb or Fezf2 in vitro, measured by gas chromatography coupled with mass spectrometry (GC-MS). Relative changes of intracellular metabolite levels (**e**), and glutamine release into the culture medium (**f**). Statistical analysis and data presentation: **b** scale bar 50 μm; shown: means ± SD; *n* = 3 biological replicates, one-way ANOVA (*F* = 117.4, *p* < 0.0001) with Tukey’s multiple comparisons test vs EGFP. **c** Differential genes: DESeq2 analysis, each *n* = 3; two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value ≤ 0.05, absolute log2(fold change) ≥ 1. Shown are log2-transformed mean centred normalized expression values; **d** representative time-lapse series (pseudocoloured, scale bar 20 μm) and individual cell traces (displaying the change in fluorescence vs background (dF/F)), and barplots showing the fraction of responsive and oscillating cells (means ± SD, *n* = 3 biological replicates, repeated measures one-way ANOVA with Tukey’s multiple comparisons test; %responding: *F* = 7.711, *p* = 0.042; %oscillating: *F* = 7.878, *p* = 0.041); **e** Heatmap showing log2-normalised changes in metabolite levels relative to mean of each experiment (*n* = 5 independent experiments), Two-sided *t*-tests vs control with Benjamini–Hochberg correction for multiple testing; significant changes (padj < 0.05) are highlighted); **f** quantification of glutamine in samples of originally glutamine-free medium (means ± SD shown, *n* = 5 independent experiments, repeated measures one-way ANOVA with Tukey’s multiple comparisons test; *F* = 32.87, *p* = 0.0021); See also Supplementary Fig. 7, Supplementary Data 7, Supplementary Movies 1–3.

To assess whether the more mature transcriptional profiles result in improved functional maturation, we focussed on Rorb and Fezf2, which induced the most prominent transcriptional changes, and we analysed the functional consequences of the expression of these transcription factors on aspects of astrocyte physiology. As predicted by the GO analysis, imaging of cultures loaded with the calcium-sensitive dye OGB showed that Fezf2 altered calcium signalling in astrocytes (Fig. 5d, Supplementary Fig. 7d, Supplementary Movies 1–3). Fezf2 increased the propagation of calcium waves through adjacent astrocytes upon mechanical stimulation, which is a characteristic of mature gap-junction-coupled astrocyte networks^8^. Remarkably, Fezf2 also induced oscillatory calcium responses in a subset of cells, a pattern observed in astrocytes in acute brain slices^26^, further suggesting that Fezf2 might promote physiological astrocytic calcium responses.

Rorb and Fezf2 also induced several key metabolic enzymes required for mature astrocyte functions (Fig. 5b, c, Supplementary Data 7). We, therefore, assessed the metabolic state of in vitro-differentiated astrocytes expressing Rorb, Fezf2 or EGFP as control, using gas chromatography-mass spectrometry (GC-MS). We identified 47 metabolites in cell extracts and media supernatants, including amino acids and intermediates of glycolysis and the TCA cycle (Fig. 5e, f, Supplementary Fig. 7e, f, Supplementary Data 7). Interestingly, Rorb induced a depletion of intermediates of glycolysis and the TCA-cycle, while Fezf2 reduced intracellular amino acid levels and increased levels of the inhibitory gliotransmitter GABA, which is produced in astrocytes via *Maob*^27^, an enzyme induced by Fezf2 (Fig. 5c). While the release of metabolites into the culture medium was mostly unchanged or reduced by Rorb or Fezf2 (Supplementary Fig. 7e, f), both factors increased glutamine release (Fig. 5f), in line with their induction of glutamine synthetase (*Glul*), the key enzyme for the generation of this essential metabolite for the support of neurons^8,28^. Overall, these data strongly suggest that Rorb, Dbx2, Lhx2 and Fezf2 induce different sets of *mature* genes that control the maturation of different astrocytic properties such as their calcium responses and metabolic state, which are required by adult astrocytes to perform their functions.

### Transcription factors induce chromatin opening and cooperate to control maturation-regulated genes

We next investigated the genomic mechanisms through which the identified transcription factors may control astrocyte maturation. To address whether the regulation of gene expression by ROR and HOX proteins in in vitro-differentiating astrocytes involves changes in chromatin accessibility, as suggested by our in vivo analyses (Fig. 3), we performed an ATAC-Seq analysis of cultured astrocytes expressing *Rorb*, *Dbx2* or *Lhx2*. 

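Astrocytes in culture were infected with lentiviral vectors in which doxycycline switches on Rorb, Lhx2, Dbx2 or, as a control, EGFP, and were treated with doxycycline for 7 days. There were 3 libraries for each transcription factor and 6 for EGFP, in 2 experiments. EGFP replicates 1–3 were made with the Dbx2 libraries, and EGFP replicates 4–6 with the Rorb and Lhx2 libraries. All 6 EGFP libraries served as the control for each factor, so the experiment is partly confounded with the factor. Total counts in peaks were 2091698 to 3302325 for EGFP (median 2373648.5), 1689565 to 2846580 for Rorb (median 2699939), 2081102 to 3070629 for Lhx2 (median 2089338) and 1876952 to 2353249 for Dbx2 (median 2350766). The reported fraction of reads in peaks was low, 2.76–11.5% for EGFP, 6.88–9.11% for Rorb, 1.66–9.90% for Lhx2 and 3.02–4.60% for Dbx2. The table holds 22 libraries with the brain samples, and 56155 of its 98623 peaks passed the filter on normalised counts. Counts were simulated with peak means over all 22 libraries. Log2 fold changes of 1.5 were recovered at 81 of 100 peaks for Rorb, 70 for Lhx2 and 84 for Dbx2. Those of 3 were recovered at 98, 99 and 99.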

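Clmn, which encodes the transmembrane protein calmin, has 16 linked peaks in this table. With Rorb, an intergenic putative enhancer (mm10, chromosome 12, 104911243 to 104913499) rose from 33.9 ± 5.66 normalised counts (SD, n = 6) with EGFP to 88.3 ± 15.7 (SD, n = 3) (log2 fold change 1.36, standard error 0.19, adjusted p = 4.15e-05, edgeR's quasi-likelihood test), while it stood at 33.9 ± 7.54 (SD, n = 3) with Dbx2 (log2 fold change 0.06). With Lhx2, another site opened, an intronic putative enhancer (chromosome 12, 104806487 to 104807358) that rose from 14.2 ± 1.17 to 38.9 ± 10.0 (log2 fold change 1.46, adjusted p = 9.90e-04) and had 11.3 ± 7.49 with Dbx2 (log2 fold change -0.22).
Rorb opened 444 of 56155 peaks (24 promoters, 168 putative enhancers and 252 other regions) and closed 89. Lhx2 opened 756 (10 promoters, 348 enhancers and 398 others) and closed 22. Over all kept peaks, called or not, every EGFP library lay on one side of every Rorb library at 4601 (8.19%) and of every Lhx2 library at 2258 (4.02%), against 2.38% by chance. Without Rorb replicate 4, 5 or 6, the opened peaks numbered 167, 226 and 179 and the closed ones 27, 19 and 24, and without EGFP replicate 6, 146 closed, as against 155 with total reads in peaks and 23 with abundance-trended offsets. Without Lhx2 replicate 4 or 6 there were 462 and 436 opened peaks, and the closed ones numbered 37 and 12 without EGFP replicate 1 or 5 and 45 and 6 without Lhx2 replicate 5 or 6. With the controls of the same experiment only, Rorb opened 351 and closed 93, and Lhx2 opened 814 and closed 52, and with a replicate block and an experiment term Rorb opened 466 and closed 174, and Lhx2 opened 958 and closed 112. Dbx2 gave no call with edgeR's quasi-likelihood test (smallest adjusted p 0.951, 2730 peaks at an unadjusted p under 0.05, 4.86%), and DESeq2, as deposited by the authors and as rerun here, also called 0. Against the same-experiment controls, 1 peak was called for Dbx2, linked to 4930517M08Rik (chromosome 17, 4626215 to 4626588), and a replicate block gave 1 call, linked to Mageb16 (chromosome X, 79791521 to 79793943), both named after their values were seen.
The largest rise with Rorb was in a coding exon of Rorb itself (chromosome 19, 18977613 to 18977949), from 6.29 ± 2.11 to 139.8 ± 40.9, where the transgene carries the same sequence. Peaks linked to Akap14 (chromosome X, 37175260 to 37176755, 4.55 to 53.3) and Phyhipl (chromosome 10, 70535412 to 70535786, 3.01 to 25.8) came next. Rorb also opened an intergenic region near the cation channel gene Trpm1 (chromosome 7, 64074506 to 64077361, 26.9 ± 13.6 to 203 ± 33.9, log2 fold change 2.91, adjusted p = 5.97e-09), an intron of the troponin gene Tnnt1 (chromosome 7, 4513355 to 4515070, 26.4 to 98.2) and a distal region linked to the glutamine synthetase gene Glul (chromosome 1, 154138914 to 154140559, 17.2 to 55.8). The largest rises with Lhx2 were at peaks linked to Gm13016 (chromosome 4, 140330295 to 140330662, 2.85 to 31), Npepl1 (chromosome 2, 174101466 to 174102141, 4.92 to 47) and D430042O09Rik (chromosome 7, 125762832 to 125763418, 5.81 to 48.4). Lhx2 opened intergenic regions near Enc1, an actin-binding protein gene (chromosome 13, 97237752 to 97238278, 5.76 ± 3.41 to 45.5 ± 16, log2 fold change 2.97, adjusted p = 1.09e-06), and St8sia2, a sialyltransferase gene (chromosome 7, 74090732 to 74092240, 17.5 to 103). It also opened a putative enhancer of Fezf2, another transcription factor of the study (chromosome 14, 12337331 to 12338678, 25.2 to 94.5), one of Slc1a2 (chromosome 2, 102635104 to 102636793, 16.1 to 40.8) and an intron of the glycine decarboxylase gene Gldc (chromosome 19, 30159558 to 30160754, 17.5 to 43.9). An enhancer near Ezr closed (chromosome 17, 6803670 to 6804373, 66.6 to 28.9). With Dbx2, an enhancer in its own intron (chromosome 15, 95651373 to 95654957) had 49.5 and 105 (log2 fold change 1.08, adjusted p = 0.951).
Of 242 genes that Rorb raises in the paper's RNA-Seq, 49 had opened peaks and none closed ones (50 opened when adjusted over the list alone), and the list rose (median 0.23, camera adjusted p = 5.99e-07, and adjusted p = 0.0923 with an estimated correlation). Genes that Rorb lowers fell as a list (median -0.13, adjusted p = 1.91e-06, and adjusted p = 0.116 with an estimated correlation), with 1 opened and 1 closed of 119 (1 and 0 when adjusted over the list alone). The opened peak was linked to Gm17455 (chromosome 10, 60375461 to 60376063, 7.26 to 36.8) and the closed one to Ampd3 (chromosome 7, 110786859 to 110787775, 24.1 to 11.3), both named after their values were seen. For Lhx2, 19 of 91 raised genes had opened peaks (22 when adjusted over the list alone, median 0.16, adjusted p = 4.09e-08, and adjusted p = 0.203 with an estimated correlation). For Dbx2, none of 100 raised genes had a called peak (the same when adjusted over the list alone), and the list shifted upward by a median of 0.08 (adjusted p = 0.00183, and adjusted p = 0.863 with an estimated correlation), a call that was lost without Dbx2 replicate 1 (adjusted p = 0.193). Mature genes as a list passed in neither comparison (Rorb 14 opened of 347, the same when adjusted over the list alone, adjusted p = 0.789, and Lhx2 13 opened and 1 closed of 347, or 12 and 1 over the list alone, adjusted p = 0.632). The RNA lists were chosen by the study from the same cultures, so they are not independent evidence.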

Expression of *Rorb* and *Lhx2*, but not *Dbx2*, resulted in chromatin opening at the locus of the *mature astrocyte-specific* gene *Clmn* and at several hundreds other loci (Fig. 6a, Supplementary Fig. 8a). Many sites that acquired an ATAC-Seq peak upon transcription factor expression in vitro also had an ATAC-Seq peak in adult astrocytes in vivo (Fig. 6a, b). 

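Of the 444 peaks opened by Rorb, 209 (47.1%, 95% confidence interval 42.5–51.7, Wilson) also opened from P4 to 2 months in the brain libraries of the same table, against 20.4% (16.7–24.1%) of draws of peaks matched on mean count over all libraries of the table. For Lhx2, 329 of 756 (43.5%, 40.0–47.1) did, against 20.6% (17.9–23.5%). By an overlap of at least 1 base with peaks that opened in the in vivo table, the shares were lower. They were 30.0% for Rorb (matched 13.6%) and 33.5% for Lhx2 (matched 13.8%). Peaks that closed in the brain made up 1.13% of the Rorb set (5 peaks, matched 14.4%) and 3.04% of the Lhx2 set (23 peaks, matched 14.7%). A mean normalised count of at least 25 in adult astrocytes was reached by 166 Rorb peaks (37.4%, matched 33.9%, 95% within 30.9–36.9%) and 303 Lhx2 peaks (40.1%, matched 32.6%, 30.2–35.1%), and in the EGFP libraries by 78 (17.6%) and 68 (8.99%). The draws were not matched on the EGFP level, and 53.8% of all kept peaks reached this count with EGFP. Part of the differences from matched draws can therefore follow from the low EGFP level of the opened peaks. The factors opened 33 peaks in common, where 5.98 would be shared if the calls were independent. There were 9, 16 and 13 without Rorb replicate 4, 5 or 6, 20 each without EGFP replicate 1 and without Lhx2 replicate 4, and 2 at the stricter threshold. Because both sets were compared with the same EGFP libraries, control libraries were also split between them, and a median of 10 shared peaks (6–22) remained, against 2.52 expected. The split leaves the experiment shared, since all Rorb and Lhx2 libraries came from the same one. The expected numbers also treat all kept peaks as equally likely to open. The excess therefore does not decide whether the factors have an effect in common.

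**Figure D4:**
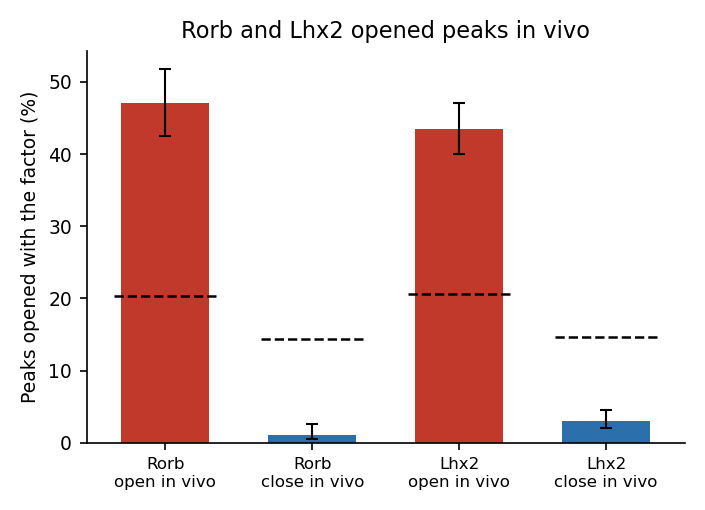
Percent of the peaks opened by Rorb or Lhx2 that also opened from P4 to 2 months in the brain, with 95% confidence intervals as error bars and the mean of matched draws as dashed lines. The observed shares of 47.1% and 43.5% lie above the matched means of 20.4% and 20.6%. The draws were matched on the mean count over all libraries and not on the EGFP level.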

There was strong enrichment of ROR motifs in *Rorb*-induced ATAC peaks (72% of peaks) and of HOX motifs in *Lhx2*-induced peaks (79%) (Fig. 6c), suggesting that the changes in chromatin accessibility might largely be due to direct binding of the transcription factors to these elements. 

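The ROR core TAGGTCA was found in 21.2% of the 444 peaks opened by Rorb, against 9.91% of unchanged peaks matched on width and GC content (95% of 1000 draws within 7.43–12.6%), and the extended element WAWNTAGGTCA in 3.38% against 1.38% (0.450–2.48%). In the 209 of these that also opened in the brain, the core reached 25.8% against 10.3%. The 756 peaks opened by Lhx2 held the homeodomain core TAATTA in 57.5% against 28.1% (25.0–31.2%) and the extended site CTAATTAR in 22.6% against 7.92%. In the 329 that also opened in the brain, the homeodomain core was in 62.3% against 29.2%. None of the 1000 draws reached these 6 shares (one-sided permutation p = 0.001, the smallest possible). Each factor's peaks lacked an excess of the other's sequence, with the homeodomain core in 24.3% of Rorb peaks (matched 23.6%) and the ROR core in 9.26% of Lhx2 peaks (matched 10.6%). The NFI element was also more frequent in Lhx2 peaks, 58.6% against 54.1%, which 2 draws reached. From the sequences in the opened peaks, the paper proposes that the factors might change accessibility largely by binding these elements directly (Fig. 6c).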

To further assess the contribution of direct transcription factor binding to chromatin remodelling, we compared the ATAC-Seq datasets to published ChIP-Seq datasets for Lhx2 in olfactory neurons^29^, Fezf2 in neurospheres^30^ and the transcription factor RORg (*Rorc*), which has a binding motif highly similar to that of Rorb-related^31^, in Th17 cells^32^. We reasoned that if these factors bind in the cell types used in these studies to loci that are accessible in astrocytes, these factors will be likely to also bind to these sites in astrocytes. This analysis indeed revealed a large overlap of the binding sites for these transcription factors with open chromatin in astrocytes (from ~20% of Lhx2 peaks to 75% of Fezf2 peaks) (Supplementary Data 8). Importantly, chromatin regions that gain accessibility in astrocytes upon overexpression of Lhx2 and Rorb were enriched in binding sites of Lhx2 and RORg, respectively, but not Fezf2 (Supplementary Fig. 8b, c), further supporting the hypothesis that direct binding of Rorb and Lhx2 contributes to chromatin opening during astrocyte maturation.

**Fig. 6:**
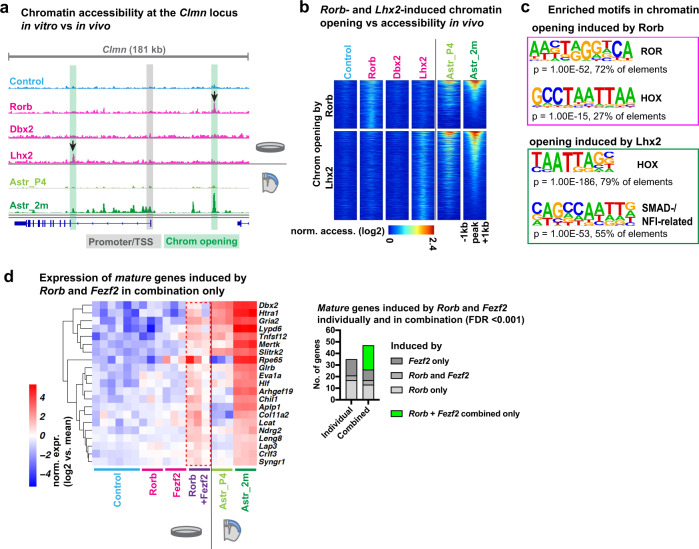
Transcription factors induce chromatin opening and cooperate to control maturation-regulated genes. **a** ATAC-Seq genome tracks showing chromatin accessibility peaks around the transcriptional start site (TSS) of the *mature* gene *Clmn* in cultured astrocytes expressing transcription factors and in brain astrocytes (at postnatal day 4 (Astr_P4), and 2 months of age (Astr_2m)). Note the highlighted peaks that are present in cultured astrocytes only when *Rorb* or *Lhx2* are expressed. **b** Heatmaps showing chromatin accessibility in cultured astrocytes around *Rorb*- and *Lhx2*-induced peaks and in brain astrocytes. **c** Transcription factor motifs enriched in *Rorb*- and *Lhx2*-induced peaks (de novo motif enrichment analysis). **d** Expression of *mature astrocyte-specific* genes induced by the combined expression of *Rorb* and *Fezf2*. Astrocytes co-infected with *Rorb-* and *Fezf2-inducing* viruses were analysed along with samples from Fig. 5. Statistical analysis and data presentation: **a** ATAC tracks represent merged reads of 3 replicates (4 for Astr_2m, 6 for Control). **b** Heatmaps show normalized ATAC read count of merged samples in 20 bp windows ±1  kb of peak centres. Differential peaks: DESeq2 analysis, each *n* = 3 (*n* = 4 for Astr_2m, *n* = 6 for Control); two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value ≤ 0.05, absolute log2(fold change) ≥ 1. Shown are log2-transformed normalized expression values. **d** Differential genes: DESeq2 analysis, each *n* = 3 (*n* = 6 for Control); two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value (FDR) ≤ 0.001, absolute log2(fold change) ≥ 1. Shown are log2-transformed mean centred, normalized expression values. See also Supplementary Fig. 8, Supplementary Data 8.

Since developmental genes are often regulated by multiple transcription factors acting cooperatively^33^, we examined a possible functional synergy between Rorb and Fezf2, by co-expressing the two genes in in vitro-differentiated astrocytes. RNA-Seq analysis revealed that co-expression of *Rorb* and *Fezf2* induced a number of additional *mature* genes that were not induced by either factor individually (Fig. 6f). When setting a low false discovery rate (FDR) threshold of 0.001, only 35 *mature* genes were induced by Rorb or Fezf2 separately (17 by Rorb, 14 by Fezf2, and 4 by both). The two factors together induced 47 genes, including 21 genes not induced by either individual factor (Fig. 6f). In combination, Rorb and Fezf2 also repressed several *immature* genes whose expression was maintained in in vitro-differentiated control astrocytes, including progenitor markers and genes supporting neuronal development, such as *Nes*, *Vim*, *Fabp7*, *Sparc*, *Marcks* and *Marcksl* (Supplementary Fig. 8d).

To assess potential mechanisms underlying this cooperative effect, we further compared our ATAC-Seq datasets with the published ChIP-Seq datasets for Fezf2 and RORg (Supplementary Fig. 8e, f). Focusing on putative regulatory elements associated with the *mature* genes uniquely induced by the combination of Rorb and Fezf2, we found a significant enrichment of *Fezf2* binding sites and several examples of regulatory elements bound by both *Fezf2* and RORg in the reference datasets. This analysis had limited statistical power due to the small size of the geneset, but broadening the analysis to the regulatory elements of all genes induced solely by the combination of Fezf2 and Rorb, showed a significant enrichment of putative regulatory elements containing RORg ChIP peaks as well as elements containing both Fezf2 and RORg ChIP peaks, i.e. elements in which Fezf2 and Rorb might physically interact (Supplementary Fig. 8f). Overall, this analysis suggests that Fezf2 and Rorb may cooperatively regulate astrocytic genes by binding together to the regulatory elements of these genes, including a subset of *mature astrocyte-specific* genes.

### Extrinsic signals promote the transcriptional and epigenetic maturation of astrocytes

The lack of expression of *Rorb*, *Dbx2*, *Lhx2* and *Fezf2* in in vitro-differentiated astrocytes suggested that these cultures were lacking a signalling environment that permits expression of these *mature astrocyte-specific* transcription factors. Previous studies have reported that cell–cell-contacts^14^ and FGF signalling^15^ could improve the functional maturation of cultured astrocytes. We, therefore, asked whether such conditions might stimulate astrocyte maturity by inducing the expression of *Rorb*, *Dbx2*, *Lhx2* or *Fezf2*. For this, we differentiated astrocytes for 7 days with BMP4 and cultured the cells for 7 additional days in control conditions (basal medium) or in the presence FGF2. 

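Each culture condition of Fig. 7 was profiled with 3 libraries: astrocytes on a flat surface in basal medium (Control_2D), the same with FGF2 at 20 ng/ml (FGF), and astrocytes in a gel of basement membrane extract without (3D) or with FGF2 (3D_FGF). The cells of the 3D cultures were purified with anti-ACSA2 beads after release from the gel, whereas the flat cultures were not, so purification goes with the 3D condition. Total counts in peaks were 2419026 to 5210218 for Control_2D (median 2612528), 2658010 to 3715601 for FGF (median 3062348), 10375750 to 17145621 for 3D (median 13051362) and 16661752 to 18608691 for 3D_FGF (median 18299270). The reported fraction of reads in peaks was 3.22–24.5%, 4.90–11.2%, 30.4–35.3% and 41.5–48.8%, so signal over background also goes with the 3D condition. With the brain libraries, 86781 of 116652 peaks in 19 libraries passed the filter (median width 1032 bp). Counts were simulated with peak means over all 19 libraries. Log2 fold changes of 3 were recovered at 86 of 100 peaks for FGF, 98 for 3D and 96 for 3D_FGF. Those of 1.5 were recovered at 53, 71 and 73.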

We also differentiated astrocytes in a three-dimensional (3D) environment, in basal medium or in the presence of FGF2, to facilitate cell–cell-interactions (Fig. 7a, see ‘Methods’). RNA-Seq analysis of cultures in these different conditions revealed a significant increase in the expression of several of the *mature astrocyte-specific* transcription factors that remained expressed at low levels in control astrocyte cultures (Fig. 7b). In particular, addition of FGF2 in 3D cultures markedly induced the expression of *Rorb*, *Dbx2*, *Lhx2* and other factors (Fig. 7b) and increased the expression of a large number of other *mature astrocyte-specific* genes, including many important astrocyte effector genes such as *Slc1a2*, *Glul*, *Acsl6*, *Gja1*(Cx43) and *Mertk* (Fig. 7c, Supplementary Data 9). ATAC-Seq analysis showed that sites that were accessible in adult cortical astrocytes but not in control cultures, became accessible in FGF2-treated 3D cultures (e.g. at the *Slc1a2* locus, Fig. 7d, e). Together these findings suggest that ameliorating the signalling environment of in vitro-differentiating astrocytes can stimulate the expression of key transcriptional regulators which in turn promote astrocytic maturation, at least in part via chromatin remodelling at *mature astrocyte-specific* loci.

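At Slc1a2, 28 peaks were linked, and 5 opened and 5 closed with FGF2 in 3D. The putative enhancer in Pamr1 with the smallest p (mm10, chromosome 2, 102620219 to 102621405) rose from 41.7 ± 7.21 normalised counts (SD, n = 3) in Control_2D to 224 ± 25.8 (SD, n = 3) in 3D_FGF (log2 fold change 2.40, standard error 0.24, adjusted p = 4.38e-08, edgeR's quasi-likelihood test). It had 94.4 ± 8.42 with FGF2 alone and 143 ± 19.4 in 3D alone. The promoter (chromosome 2, 102657887 to 102659896) rose from 110.0 ± 22 to 345 ± 17.2 (log2 fold change 1.61, adjusted p = 1.14e-07), and a further upstream enhancer (chromosome 2, 102598233 to 102600026) from 46.1 ± 16.7 to 163 ± 3.99. The site with the largest difference between cultured and adult astrocytes (chromosome 2, 102635104 to 102636798) rose from 32.9 ± 12.9 to 86.3 ± 7.68, where adult astrocytes had 571 ± 124. FGF2 alone opened 2 of the 28 peaks and closed none, and 3D alone opened 3 and closed 4.
FGF2 in 3D also opened enhancers at other transporter genes, with the GABA transporters Slc6a1 (chromosome 6, 114216026 to 114217750, 79.5 ± 18.8 to 454 ± 28.4, log2 fold change 2.47, adjusted p = 1.73e-09) and Slc6a11 (chromosome 6, 114158762 to 114161433, 70.2 to 373) and the bicarbonate transporter Slc4a4 (chromosome 5, 88975400 to 88976805, 39.2 to 178). The water channel gene Aqp4 (chromosome 18, 15355086 to 15356116, 59.2 to 214) and the transcription factor gene Dbx2 (chromosome 15, 95691056 to 95692294, 37.5 ± 4.21 to 221 ± 44, log2 fold change 2.52, adjusted p = 1.14e-07) gained accessible sites. At the connexin gene Gja1, 3 of 35 linked peaks opened and 7 closed, led by a fall from 140.1 to 24.2 (chromosome 10, 56328104 to 56328698). The promoter of the engulfment receptor gene Mertk (chromosome 2, 128697951 to 128700372) had 277 ± 94.3 and 449 ± 18.9, below the fold change threshold (log2 fold change 0.67, adjusted p = 0.002). Mature genes had 63 opened, 96 closed and 61 both of 349 (62, 96 and 62 when adjusted over the list alone) and did not pass as a list (median 0.12, camera adjusted p = 0.226). Neither did mature genes low in culture (45, 60 and 47 of 209, the same when adjusted over the list alone, adjusted p = 0.362) or those for glutamate and GABA handling (2, 4 and 6 of 16, the same when adjusted over the list alone, adjusted p = 0.375).
The sites of Fig. 7e were taken as the peaks that opened from P4 to 2 months and were higher in adult astrocytes than in Control_2D, which gave 5898. In FGF cultures 127 of them opened (2.15%, against 1.03% of peaks matched on mean count, 0.779–1.29%). In 3D 224 opened (3.80%, matched 7.17%, 6.56–7.77%) and in 3D_FGF 648 (11.0%, matched 6.25%, 5.65–6.87%). The matched peaks were not chosen on their Control_2D level, from which the rise is measured, so the chance of a call may differ between the sets. At the same sites, 1358 peaks closed in 3D_FGF and 1069 in 3D. The median log2 fold change of the set was 0.28 in FGF, -0.57 in 3D and -0.31 in 3D_FGF, where matched peaks had -0.34, and it was 0.15 in 3D_FGF with abundance-trended offsets, with 814 sites opened and 419 closed, and -0.59 with total reads in peaks, with 6.63% of the sites opened and 1749 closed. With total reads 117 sites opened in 3D. Without Control_2D replicate 3, the FGF count was 45 (0.763%) and the 3D_FGF count 600. Replicate 3 was the Control_2D library with the highest fraction of reads in peaks, and against it alone, with this single library assumed to vary like the other groups, 600 peaks opened with FGF (10.2%), 189 in 3D (3.20%) and 702 in 3D_FGF (11.9%), with medians of 0.06 in 3D and 0.27 in 3D_FGF.

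**Figure D5:**
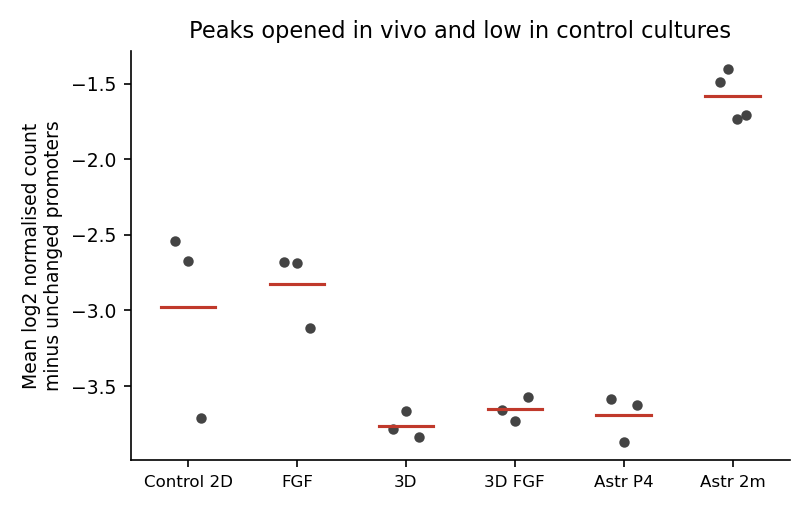
Mean log2 normalised count of the 5898 sites minus that of 10231 promoters unchanged between P4 and 2 months, for each library. A red line marks the mean of each group. The Control_2D libraries stand at -2.54, -2.68 and -3.71 and the 3D_FGF libraries at -3.66, -3.73 and -3.57, while adult astrocytes lie between -1.73 and -1.40. The promoters themselves had 6.73, 6.83 and 7.33 in Control_2D and 7.50, 7.48 and 7.40 in 3D_FGF. The sites had 4.19, 4.15 and 3.62 in Control_2D and 3.84, 3.75 and 3.83 in 3D_FGF. Part of the difference between these groups thus lies in the promoters.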

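With FGF2 on a flat surface 1046 peaks opened and 2605 closed, in 3D without FGF2 6068 opened and 11002 closed, and in 3D with FGF2 6633 opened and 17713 closed, by edgeR's quasi-likelihood test. The authors' deposited DESeq2 calls for 3D have 8458 opened and 7593 closed peaks, the opposite balance, and those for 3D_FGF 6888 and 17267. These splits depend on the scaling. With total reads in peaks, opened peaks were 15.1% of the calls in 3D (35.5% with TMM) and 12.7% in 3D_FGF (27.2% with TMM), and with abundance-trended offsets 68.4% and 47.0%. Total reads shift the median log2 fold change of all peaks by -0.27 in both, and abundance-trended offsets by 0.27 and 0.17, as much as the medians of most lists that follow. The total called with FGF was 5581 and 1115 without Control_2D replicate 2 or 3, and 2258 and 1826 without FGF replicate 1 or 2, and in 3D it was 10946, 11310 and 26277 without Control_2D replicate 1, 2 or 3. Opened sites near FGF signalling genes included an enhancer near the phosphatase gene Dusp6 with FGF2 (mm10, chromosome 10, 99267639 to 99269921), which rose from 62.8 ± 8.43 normalised counts (SD, n = 3) to 218 ± 54.3 (SD, n = 3) (log2 fold change 1.88, standard error 0.28, adjusted p = 1.94e-04, edgeR's quasi-likelihood test), and one near the signalling inhibitor gene Spry4 in 3D_FGF (chromosome 18, 38631268 to 38632510, 42.3 to 199). As a list, FGF and MAPK genes did not pass with FGF (3 genes with only opened, 2 with only closed and 1 with both kinds of peaks, of 16, adjusted p = 0.316) or in 3D_FGF (3, 2 and 6, adjusted p = 0.637), and with promoter peaks alone they passed in both (adjusted p = 3.45e-04 and 0.0216). A region near Rorb (chromosome 19, 19246364 to 19247447) rose from 122 ± 70.6 to 487 ± 81.5 in 3D. The overlapping peak in the brain table closed from P4 to 2 months, so this rise ran opposite to the change with age. An intronic site of Lhx2 (chromosome 2, 38356530 to 38357954) fell from 31 ± 15.6 to 5.63 ± 3.07 in 3D_FGF, where 5 of its 35 linked peaks opened and 6 closed.
Genes raised by FGF2 in the paper's RNA-Seq of flat cultures had opened peaks at 116, closed at 38 and both at 9 of 837 (123, 44 and 11 when adjusted over the list alone), with a median log2 fold change of 0.22 (camera adjusted p = 2.67e-08, and adjusted p = 0.185 with an estimated correlation). For genes lowered by FGF2 the counts were 12, 260 and 8 of 935 (17, 284 and 12 when adjusted over the list alone, median -0.18, adjusted p = 1.58e-14, and adjusted p = 0.185 with an estimated correlation). Genes raised in 3D did not pass (201, 172 and 140 of 905, or 201, 173 and 140 when adjusted over the list alone, adjusted p = 0.0545). Genes raised in 3D_FGF rose (332, 280 and 300 of 1297, 330, 280 and 302 when adjusted over the list alone, median 0.19, adjusted p = 0.00125, and adjusted p = 0.547 with an estimated correlation), but did not pass without Control_2D replicate 3 (adjusted p = 0.0761). Genes lowered there fell (64, 658 and 138 of 1415, 64, 658 and 138 when adjusted over the list alone, median -0.23, adjusted p = 5.67e-04, and adjusted p = 0.547 with an estimated correlation). The 121 mature genes that are low in Control_2D and raised in 3D_FGF had 38 opened, 20 closed and 34 both (37, 20 and 35 when adjusted over the list alone, median 0.17, adjusted p = 0.0233, adjusted p = 0.359 without Control_2D replicate 3, and adjusted p = 0.702 with an estimated correlation). These lists come from RNA of the same conditions, so they are not independent evidence. Markers of endothelial cells, mural cells and oligodendrocytes also fell as lists in 3D and 3D_FGF, with values in the closing section. From the raised factors and the newly accessible sites, the paper proposes that a better signalling environment stimulates regulators that promote maturation in part through chromatin remodelling (Fig. 7).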

**Fig. 7:**
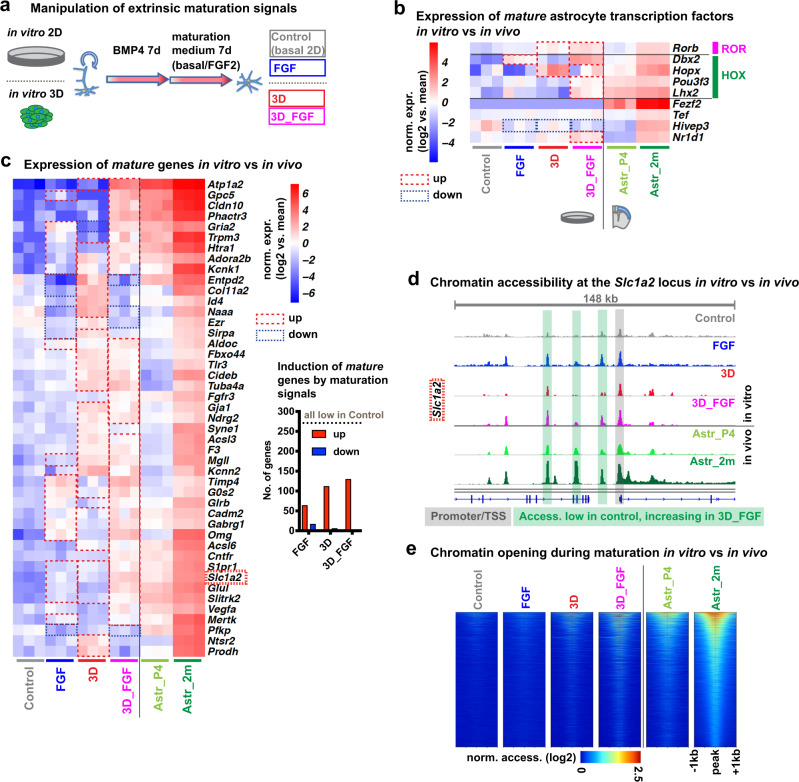
Extrinsic signals promote the transcriptional and epigenetic maturation of astrocytes. **a** Experimental design to assess the effects of extrinsic signals on astrocyte maturation. Initial differentiation with BMP4 is followed by 7 days in different maturation conditions: control (basal medium in conventional two-dimensional cultures) ±FGF2 (control/FGF) or in three-dimensional gel-embedded cultures (3D/3D_FGF). **b**, **c** Expression of *mature astrocyte-specific* transcription factors (**b**) and other genes (**c**) in cultured astrocytes and cortical astrocytes (at postnatal day 4 (Astr_P4), and 2 months of age (Astr_2m)). Heatmaps of selected genes. Barplot showing that subsets of *mature* genes with low expression in control cultures are induced in other culture conditions. **d** ATAC-Seq genome tracks showing chromatin accessibility peaks around the TSS of the *mature astrocyte-specific* gene *Slc1a2*, which is expressed at higher levels in astrocytes in 3D cultures in the presence of FGF2 than in astrocytes in control cultures (see (**c**)). **e** Heatmaps showing global chromatin accessibility around ATAC peaks that are induced during maturation of cortical astrocytes and in astrocytes in 3D cultures with FGF2, but are absent in control cultures (5499 peaks). Statistical analysis and data presentation: Differential genes/peaks: DESeq2 analysis, each n = 3 (*n* = 4 for Astr_2m); two-sided Wald test with Benjamini–Hochberg correction; significance threshold: adjusted *p*-value ≤ 0.05, absolute log2(fold change) ≥ 1. **b**, **c** Shown are log2-transformed mean centred, normalized expression values. **d** Tracks represent merged reads of 3 replicates (4 replicates for Astr_2m). **e** Heatmaps show normalised ATAC read count of merged samples in 20 bp windows ±1  kb of peak centres. Shown are log2-transformed normalized expression values. See also Supplementary Data 9.

## Discussion

Astrocyte maturation, the last stage of astrocyte differentiation, takes place from early postnatal to young adult stages, when proliferating immature astrocytes cease to divide and aquire the full spectrum of astrocyte functions observed in the adult brain^1,16^. In this study, we have analysed in detail the transcriptional and chromatin changes that occur during maturation of astrocytes in the mouse forebrain. We found that defined extracellular signals can induce the expression of transcription factors associated with astrocytic maturation, which are otherwise lacking in cultured astrocytes. These transcription factors in turn induce chromatin remodelling and the expression of large numbers of genes associated with astrocyte maturity, which are organised in distinct regulatory modules activated by different transcription factors acting alone or in combination.

The global changes in gene expression occurring during astrocyte maturation have only recently begun to be investigated^11,13,34^, and their interpretation is complicated by two limitations: first, because of the phenotypic similarity of neural stem cells and astrocytes, it is difficult to experimentally isolate or even define cells that are considered immature astrocytes, as opposed to neural stem cells or glial progenitors. Second, some of the papers investigating astrocyte maturation are based on in vitro models that do not fully recapitulate in vivo maturation^11,13^. Nevertheless, these recent studies have revealed major transcriptional changes occurring during astrocyte maturation, in agreement with the findings in this study. However, single-cell RNA-Seq analysis allowed us to analyse gene expression changes with greater resolution than in previous studies. We propose in particular that proliferating immature astrocyte progenitors, which based on their expression profiles (expression of Olig1/2 and low levels of astrocyte markers) likely correspond to the “intermediate glial progenitor cells” (iGCs) described in a recent study^35^, progress to a fully mature state through at least two intermediate stages in which astrocytes have exited the cell cycle but remain immature.

By integrating ATAC-Seq and RNA-Seq data, we identified dynamically accessible putative regulatory genomic elements present either in immature or mature astrocytes in vivo, which suggests that chromatin remodelling has an important role in the transcriptional changes taking place during astrocyte maturation. Motif enrichment suggests that transcription factors acting downstream of extracellular signals maintain immature astrocyte-specific enhancers in an open state. These factors include ETS factors, whose activity is regulated by receptor tyrosine kinase receptor signalling^36,37^, the Wnt pathways effectors LEF/TCF^38^, and NF-κB acting downstream of inflammatory signals^39,40^. Thus the limited availability of these developmental signals in the adult brain might lead to the loss of expression of *immature astrocyte* genes involved in the unique properties of immature astrocytes, including perhaps their capacity to reactivate NSC programmes and become proliferative and neurogenic. In the future it will be interesting to determine whether reactivating these developmental pathways could restore plasticity to mature astrocytes. Conversely, we found that the upegulation of HOX transcription factors, including *Dbx2* and *Lhx2*, and ROR transcription factors, including *Rorb*, might result in the opening of enhancers required for the expression of *mature astrocyte* genes.

To functionally dissect the mechanisms underlying astrocyte maturation, we used an in vitro model of differentiation of cultured NSCs into astrocytes in the presence of BMP4^9,10^. We found that astrocytes differentiated with this protocol remained partially immature, similar to astrocytes differentiated with CNTF^11^ and cultured primary astrocytes^17^. This finding highlights the difficulty of studying astrocyte maturation and physiology in culture, a serious handicap for this field^12,15,17^. This lack of maturation has recently been ascribed to the absence of relevant extrinsic signals, including growth factors and contacts with neurons and other astrocytes^14,15,17^. However, a limitation of these studies is that the maturity of in vitro-differentiated astrocytes was not compared with that of mature brain astrocytes. Here we found that three-dimensional cultures, which allow more extensive cell–cell-contacts, showed improved, though not complete, astrocyte maturity, particularly in combination with FGF2. These findings show that our approach of comparing the molecular profile of in vitro-differentiated astrocytes with that of astrocytes acutely isolated from the brain is a powerful strategy to further improve differentiation protocols for cultured astrocytes.

While the incomplete maturation of astrocytes in vitro limits their suitability as models to study astrocyte function, it provided an excellent assay to investigate the mechanisms that promote maturation. By reconstituting the expression of transcription factors that are induced in astrocytes maturing in vivo but are missing from cultured astrocytes, we could demonstrate a maturation-promoting activity of four factors, *Rorb*, *Dbx2*, *Lhx2* and *Fezf2*. These factors have mainly been studied for their roles in neuronal subtype specification^41–44^. These functions in neurons seem to be mediated at least partially by cross-repression of alternative neuronal subtype programmes, suggesting that their expression in astrocytes might contribute to the global suppression of neuronal programmes. Moreover, *Dbx2* and *Fezf2* have also been shown to promote NSC quiescence^45,46^, suggesting that these factors might contribute to suppressing the proliferative capacity of mature astrocytes.

Interestingly, in astrocytes the four factors induced largely non-overlapping sets of astrocyte effector genes, suggesting that the astrocyte maturation programme is regulated in a modular manner. This is different from cell fate specification and early differentiation steps, where individual master regulators trigger a highly coordinated cell intrinsic differentiation programme. For example, NFIA can trigger astrocyte differentiation of human NSCs^47^. In contrast, our results suggest that maturation is controlled by a large number of transcription factors that induce distinct astrocytic effector subprogrammes. These differences may be explained by different regulatory requirements. Early differentiation establishes the fundamental properties of a cell type largely independently of extrinsic conditions, and therefore relies mostly on cell intrinsic master regulators and downstream transcription factor networks. In contrast, maturation programmes shape the cellular effector functions and must therefore be adapted to the changing requirements of the organism, particularly for a highly plastic and multifunctional cell type such as astrocytes. This adaptability is best maintained if different functions are controlled independently by different transcription factors that are responsive to extrinsic factors that relay various physiological requirements. This modular maturation model is supported by our results showing that astrocytes respond to FGF2 and three-dimensional culture by inducing the transcription factors *Rorb*, *Dbx2* and *Lhx2*, which in turn induce different sets of mature astrocyte genes, and also by our findings that Rorb and Fezf2 have distinct, independent effects on calcium signalling and metabolism in cultured astrocytes. It remains to be investigated to what extent this signal-dependent modular organisation contributes to the increasingly recognised local and regional molecular heterogeneity of astrocytes^48–50^, as well as to what extent this model can be generalised to other cell types. Interestingly, a similar model has also been discussed for the maturation of T lymphocyte subtypes, which are determined by a regulatory network involving cytokines as extrinsic signals and a spectrum of transcription factors rather than individual master regulators^51^.

Importantly, we also found that the maturation-associated transcription factors do not act fully independently but cooperate on several levels. First, they induce distinct sets of effector genes that may regulate the same astrocyte functions. For example, *Apoe* (induced by *Rorb*), *S100b* (induced by *Fezf2*), and *Atp1a2* (induced by *Dbx2* and *Fezf2*) have all been reported to regulate intracellular calcium levels in astrocytes^52–54^. Second, the induction of chromatin remodelling by *Rorb* and *Lhx2* might be a prerequisite for other factors to promote the expression of astrocytic effector genes. In particular *Lhx2* induces chromatin opening at a large number of sites but regulates only few genes, suggesting that *Lhx2*-dependent chromatin opening may “bookmark” genes for future induction by other factors, as has been recently reported for *C/EBPa* and *HNF4a* in liver development^55^. Such a mechanism might contribute to the observed cooperativity of *Rorb* and *Fezf2*, which together induced the expression of many more genes than were induced by each factor separately. One potential explanation for this cooperative activity might be that *Rorb* opens enhancers that are subsequently bound and activated by *Fezf2*. Alternatively, the two factors might bind simultaneously to the same or different enhancers of the same gene^33^.

Additional research is required to fully determine the functions of the transcription factors investigated here, in promoting specific aspects of the mature phenotype of astrocytes. *Lhx2* has been shown to contribute to the differentiation of tanycytes and the maintenance of the mature state of Müller glia, two astrocyte-like cell types found in the hypothalamus and the retina, respectively^56,57^, while *Rorb*, *Dbx2* and *Fezf2* have not been previously implicated in the development of glial cells. Our results suggest functions for *Rorb* and *Fezf2* in astrocytes, in particular a role in the rewiring of glucose or amino acid metabolism to increase the production of glutamine, which serves as a precursor for the major excitatory and inhibitory neurotransmitters glutamate and GABA^8,28,58^. Furthermore, we show that *Fezf2* can modulate calcium signalling and induce the production of the inhibitory gliotransmitter GABA, which is required for the tonic inhibition of neurons by astrocytes^27^. Through these functions, *Rorb* and *Fezf2* might be critical for the maintenance of normal neuronal excitability. Interestingly, supporting this hypothesis, pathogenic mutations in *RORB* have been identified in genetic forms of epilepsy^59^. Since astrocyte dysfunction is considered a key pathological mechanism in epilepsy^60^, these *RORB* mutations may act by blocking the induction of mature astrocyte genes protecting from epileptogenesis^60^, such as the *Rorb* target *Glul*, whose deletion in astrocytes causes seizures and neurodegeneration in mice^28^, or the glutamate transporter *Slc1a2*, which has been shown to be mutated in epileptic encephalopathies^61^.

In conclusion, our study has identified extracellular signals and transcription factors that drive distinct parts of the astrocyte maturation programme through chromatin and transcriptional reorganisation, and thereby regulate important aspects of astrocyte functions in brain homoeostasis. With this, our study opens up directions of research that may contribute to better understand and ultimately treat neurological disorders involving astrocyte dysfunction.

## Methods

### Mouse models

Animal care and procedures were performed in accordance with the guidelines of the Francis Crick Institute, as well as national guidelines and laws, under the UK Home Office Licence PPL PB04755CC. Mice were housed in standard IVC cages with ad libitum access to food and water, under a 12/12 h light/dark cycle, at a temperature of 19–21 °C and a humidity of 45–65%. Brain tissue was obtained from male C57BL/6Jax mice at postnatal day 3 (P3), P4, or at an age of 6–10 weeks (2 m) or 12–14 weeks (3 m).

### Primary neural stem/progenitor cells

Primary neural stem/progenitor cells (NSCs) were derived from male mice of a mixed MF1-derived background. Three batches were used in this study: batch X6 (from adult subventricular zone tissue, age 8 weeks), batches X8 and X9 (from P3 postnatal cortical grey matter tissue).

Tissue was dissociated with the ‘Neural Tissue Dissociation Kit (P)’ (Miltenyi, 130-092-628) and cell preparations were initially expanded for 1–2 passages as neurospheres in *basal medium* ((DMEM/F-12 + Glutamax (Invitrogen 31331-093) + 1× N2 supplement (R&D Systems, AR009) + 1× penicillin–streptomycin (ThermoFischer Scientific, 15140)) supplemented with 20 ng/ml EGF (Preprotech, 315-09-100) + 20 ng/ml FGF2 (Peprotech, 450-33) + 5 μg/mL Heparin (Sigma, H3393-50KU).

Subsequently cells were further expanded as adherent cultures in *basal medium* supplemented with EGF + FGF2 + Heparin (as above), + 2 μg/ml Laminin (Sigma, L2020) (*EGF/FGF2-medium*), on plates pre-coated for > 1 h with EGF/FGF2 medium. For passaging, cells were detached with Accutase (Sigma, A6964). Cells were maintained at 37 °C, 5% CO_2_ and used for experiments at total passage 7–25.

### MACS-based astrocyte purification

Astrocytes were purified using the “Anti-ACSA-2 MicroBead Kit, mouse” (Miltenyi, 130-097-678) with the protocol recommended by the manufacturer for adult astrocytes.

Brains of two animals to five per preparation were cut into coronal slices and cortical grey matter or striatal tissue (excluding the subventricular zone) was dissected. The tissue was cut to small pieces and dissociated with the ‘Neural Tissue Dissociation Kit (P)’ (Miltenyi, 130-092-628), incubating for a total of 30 min at 37 °C under gentle agitation. Gentle mechanical dissociation was applied after addition of DNase at 15 min, and more thorough dissociation after 25 min (using fire-polished pipettes). After removal of remaining incompletely dissociated tissue pieces using a 70 μm cell strainer, the enzymatic dissociation reaction was stopped with calcium-containing HBSS buffer. All subsequent steps were performed on ice or at 4 °C with pre-cooled reagents.

The cells were collected by centrifugation (300 × *g*, 10 min, 4 °C) and resuspended in 6.2 ml DPBS + 1.8 ml ‘Debris removal solution’ (Miltenyi 130-109-398). The suspension was overlaid with 4 ml DPBS, followed by centrifugation at 3000 × *g*, 10 min, 4 °C. The upper two gradient layers were removed (retaining ~1 ml), 10 ml DPBS added, and the cells collected by centrifugation at 1000 × *g*, 10 min, 4 °C. Cells were incubated in ‘Red blood cell removal solution’ (Miltenyi 130-094-183) for 10 min. After addition of 10 ml PB buffer (DPBS + 0.5% BSA), cells were collected by centrifugation (300 × *g*, 10 min, 4 °C), resuspended in 80 μl PB + 10 μl Fc-Block from the ACSA2-Kit, and incubated for 10 min. 10 μl magnetic-bead conjugated Anti-ACSA2-antibody was added for 15 min. Cells were collected by centrifugation and resuspended in 500 μl PB. The suspension was passed through a 70 μm cell strainer and a pre-equilibrated MS column (Miltenyi 130-042-201) in an magnetic separator (OctoMACS, Miltenyi 130-042-109). The column was washed twice with PB before the column was removed from the separator to wash out the purified astrocyte preparation with PB.

### Astrocyte differentiation in vitro (2D cultures)

Neural progenitors maintained in vitro at passage 7–25 were plated in a basal medium consisting of DMEM/F-12 supplemented with Glutamax (Invitrogen 31331-093), N2 supplement (R&D Systems, AR009) and penicillin–streptomycin (Thermo Fisher Scientific, 15140), additionally supplemented with 20 ng/ml EGF (Preprotech, 315-09-100), 20 ng/ml FGF2 (Peprotech, 450-33), 5 μg/mL Heparin (Sigma, H3393-50KU) and 2 ug/ml laminin (Sigma, L2020) (refered to as EGF/FGF2-medium). Progenitors were plated at a density of 40,000 cells/cm^2^ on cell culture dishes coated for >1 h in EGF/FGF2-medium. Coverslips for immunolabelling were pre-coated before for >1 h with 10 μg/ml laminin. After 1 day the medium was changed to BMP4-medium (the basal medium described above, supplemented with 2 μg/ml laminin and 20 ng/ml BMP4 (Biolegend, Cat. No. 595302)), which was renewed every 2–3 days for 14 days or as indicated in specific figures. For the study of extrinsic maturation signals, after 7 days the BMP4-medium was replaced by basal medium supplemented with 2 μg/ml laminin) or FGF2-medium (basal medium supplemented with 2 μg/ml laminin and 20 ng/ml FGF2), which also was changed every 2–3 days for further 7 days. All cultured cells were maintained at 37 °C, 5% CO_2_. At the end of the differentiation protocol, cells were either fixed with 4% PFA for 15 min for immunofluorescence, lysed with Trizol for RNA extraction, or detached with accutase (Sigma, A6964).

Sets of experiments with cultures differentiated independently at different timepoints using different neural progenitor preparations were considered as biological replicates.

### Astrocyte differentiation in vitro in 3D cultures

For 3D cultures, neural progenitors were initially cultured for 7 days as neurospheres in suspension in *EGF/FGF2-medium* without laminin (as described for 2D cultures) at a density of 120,000 cells/ml. Spheres were collected by centrifugation (100 × *g*, 3 min) and plated at a density equivalent of 100,000 originally plated cells/well in 24-wells. Cells were plated in a basal membrane extract (BME) gel of EGF/FGF2-medium supplemented with 20% “Cultrex PathClear 3-D Culture Matrix RGF BME” (Bio-Techne, 3445-010-01), in wells pre-coated with EGF/FGF2 + 20% BME. Cells were differentiated with BMP4-medium, followed by basal medium or FGF2-medium (see the previous section; each supplemented with 2% BME) as described for 2D cultures.

As 3D conditions may result in more heterogenous differentiation, e.g. due to residual growth factors in the 3D gel, or limited diffusion of growth factors into the gel, MACS purification was performed to remove potentially occurring contaminating cells. For this, the gel and the embedded spheres were dissociated by addition of Dispase (Life Technologies, 17105041, final concentration 3 mg/ml) to the culture medium for 1 h, and gentle mechanical dissociation. Cells were then collected by centrifugation, resuspended in DPBS + 0.5% BSA, blocked with Fc-Block reagent, labelled with ACSA2 antibodies and purified on MACS columns as described above for the purification of astrocytes from brain tissue.

### Lentiviral expression of candidate transcription factors in a doxycycline-regulated Tet-on system

*Rorb*, *Dbx2*, *Lhx2*, and *Fezf2* open reading frame (ORF) constructs from Origene (MR225771, MR215327, MR206390, MR207270) were re-cloned into a modified version of the TetO-FUW-EGFP lentiviral expression plasmid (Addgene #30130)^62^. In this vector we had replaced *EGFP* by *Nr1d1* with a C-terminal V5 tag, and added additional restriction sites to facilitate exchange of Nr1d1 with other ORFs. We then replaced *Nr1d1* with *Rorb*, *Dbx2*, *Lhx2* or *Fezf2* to generate V5-tagged doxycycline-inducible lentiviral expression vectors for these transcription factors.

For lentivirus production, these plasmids, the TetO-FUW-EGFP control plasmid, or the FUW-M2rtTA driver construct (Addgene #20342)^63^ were transfected into 293FT cells, together with the third-generation lentiviral packaging/envelop plasmids pMD2.G (Addgene #12259), pRSV-rev (Addgene #12253) and pMDLg/pRRE (Addgene #12251)^64^. Three days after transfection, virus particles were collected by ultracentrifugation of the medium. Virus particles were resuspended as highly concentrated virus stock in DPBS, which was stored in aliquots at −80C. Virus titers were determined in BMP4-differentiated astrocytes at day 3, which were infected over-night infection of days with the FUW-M2rtTA and any TetO-FUW virus. Transgene expression was induced by addition of doxycycline (2ug/ml) for 2 days, and determined by immunostaining for EGFP or the V5 tag of the transcription factors.

For the transcription factor overexpression studies, FUW-M2rtTA was transduced along with TetO-FUW-EGFP or any of the transcription factor expression constructs, by over-night infection of astrocytes at a multiplicity of infection (MOI) of 3, at day 6 of the differentiation protocol. After infection, the transgenes were induced by addition of doxycycline to the differentiation medium (BMP4-medium) for 7 days with renewal every 2–3 days.

### Immunofluorescence stainings and microscopy

For stainings of brain sections, 40 μm coronal sections were obtained using a vibratome (Leica, Deerfield, IL) from mice that had been transcardially perfused with PBS followed by 4% paraformaldehyde in PBS (10 min), postfixed for 16–24 h and then stored in PBS with 0.02% sodium azide. Before stainings, antigen retrieval was performed by incubating the sections in sodium citrate buffer (10 mM, pH 6.0) at 95 °C for 10 min, and sections were permeabilised with 1% Triton in PBS for at least 90 min. Cultured cells on glass coverslips were fixed with 4% PFA and stored in PBS at 4 °C and before the staining washed with PBS + Triton (0.1%).

Following primary antibodies were used: Rabbit anti-BLBP (Millipore, ABN14, dilution 1:400), Rabbit anti-Cx30 (Thermo Scientific, 71–2200, 1:400), Rat anti-GFAP (Thermo Fisher, Cat# 13–0300, 1:500), Goat anti-GFP (Abcam, Cat# ab6673, 1:500), Guineapig anti-GLT-1 (Millipore, AB1783, 1:1000), Mouse anti-GS (BD Biosciences, Cat# 610517, 1:300), Rabbit anti-Id1 (Biocheck, BCH-1/#37-2, 1:100), Rb anti-Id3 (Biocheck, BCH-4/#17-3, 1:100), Mouse anti-Ki67 (BD Biosciences, Cat# 550609, 1:200), Rabbit anti-Ki67 (Leica Biosystems, Cat# NCL-Ki67p, 1:200), Mouse anti-Nes (Millipore, MAB353, 1:200), Mouse anti-S100b (Sigma, S2657, 1:200), Goat anti-Sox9 (R&D, AF3075, 1:200), and Goat anti-V5 (Bethyl Biolabs, Cat# A190-119A, 1:200). The secondary antibodies used are (all raised in donkey, dilution 1:500): anti-Goat-Alexa Fluor 488 (Thermo Fisher, A11055), anti-Rat-Alexa Fluor 488 (Thermo Fisher, A21208), anti-Rabbit-Alexa Fluor 568 (Thermo Fisher, A10042), anti-Guineapig-Alexa Fluor 647 (Jackson ImmunoResearch 706-605-148), and anti-Mouse-Alexa Fluor 647 (Jackson ImmunoResearch 715-606-151).

Coverslips or brain sections were then incubated with *blocking solution* (10% normal donkey serum in PBS/Triton) for 1 h at room temperature. Subsequently, coverslips/sections were incubated over night at 4 °C with primary antibodies in *blocking solution*, washed three times with PBS/Triton, and incubated with secondary antibodies in blocking solution for 2 h at room temperature. After one wash with PBS/Triton and 2 washes with PBS, the coverslips/sections were stained with DAPI (1 μg/ml) in 0.5x PBS for 15–30 min, and washed again with 0.5× PBS before mounting. Images were acquired with a Leica SP5 confocal microscope (with the LAS AF 2.7.9723 image acquisition software) with a ×20 objective, with z-steps of 1 μm, for tissue sections for 10 z-layers or for cultured cells through the whole-cell monolayer (approx. 8–15 z-layers).

### Ca^2+^ Imaging

Astrocyte cultures were incubated with 10 μM Oregon Green Bapta 1 (OGB, Invitrogen), diluted in culture medium, for 45 min at 37 °C in humidified atmosphere. After the incubation time, cells were placed in a recording chamber mounted on a fluorescent microscope (SliceScope Pro 6000 System, Scientifica) and perfused with artificial cerebrospinal fluid (ACSF) (in mM): NaCl, 125; KCl, 2.5; NaHCO_3_, 25; NaH_2_PO_4_, 1.25; CaCl_2_, 2; MgCl_2_, 1 and glucose, 12, saturated with 5% CO_2_ and 95 % O_2_ (pH 7.4, 30–32 °C). Cells were visualized with a ×40 (0.7 NA) objective and movies were acquired with a frequency of 9 Hz with a Hamamatsu Orca-Flash 4.0 camera and Micro-Manager 1.4 software. During acquisition, Ca^2+^ waves generation was induced by producing mechanical stimulation of a single astrocyte positioned in the centre of field of view with a glass pipette (resistance of 5–10 MΩ, which corresponds to a tip opening of 1–2 mm). For quantification, regions of interest (ROIs) were defined in all cells in the field of view with a recognizable nucleus (between 25 and 45 cells/movie). Three independent experiments were performed. From each of them, two biological replicates were analysed with a total of 6–8 videos acquired per condition. Intensity measurements for ROIs are expressed as the change of fluorescence relative to background fluorescence (ΔF/F0) and were calculated with ImageJ (ROI manager).

### Single-cell RNA-sequencing and analysis

For single cell mRNA-Seq, single cell suspensions of striatal astrocytes were prepared by MACS as above. Samples were prepared using the 10x Chromium Next GEM Single Cell 3ʹ v3.1 kit. For each sample, cells were quantified using an automated cell counter and viability assessed via trypan blue staining. Where possible, approximately 10,000 cells were loaded into the 10x Genomics Chromium Controller. Following GEM recovery, cDNA was amplified and final libraries prepared according to the manufacturer’s instructions. Finished libraries were quantified using the Qubit (Thermofisher) and TapeStation (Agilent) and pooled for sequencing with the objective of achieving 50,000 reads per cell. Sequencing was carried out on the HiSeq 4000 (Illumina), with 28 cycles for sequencing read 1, 8 cycles for index read 1, and 98 cycles for sequencing read 2.

The resulting data was demultiplexed using the 10x cellranger mkfastq function according to the manufactuer’s instructions. Reads from individual samples were mapped to the mouse genome (mm10) and quantified with the cell ranger count function (v3.0.2, option --expect-cells = 3500). The generated count matrices were imported into Seurat (v3.2.2)^65^ and aggregated using the Seurat ‘merge’ function. Low quality cells with more than 10% mitochondrial transcripts or less than 500 detected genes were removed. Expression values were normalised with the ‘SCTransform’ function, followed by dimension reduction with ‘RunPCA’, and generation of a UMAP plot using ‘RunUMAP’. ‘FindNeighbours’, followed by ‘FindClusters(…, resolution = 0.6)’ was used to identify cell clusters. ‘Dimplot(…, group.by = ‘orig.ident’)’ was used to analyse contribution of different samples to the clusters. ‘FeaturePlot’ and ‘DotPlot’ functions were used to plot expression of marker genes to identify the cell type identity of the clusters. The clusters of Sox9+ astroglial cells (clusters 0, 1, 3, 4, 5, 8, 9, 11, 14, 15, 19) were isolated and re-clustered as above (FindClusters(…, resolution = 0.7)).

To infer lineage relationships and a pseudotime order of cells, Slingshot^66^ (version 1.6.1) was used on the reclustered dataset with the parameters slingshot(…, reducedDim = ‘PCA’, clusterLabels = sce$seurat_clusters, start.clus = 6, approx_points = 100).

To identify genes with dynamic expression along pseudotime, the fitGAM() and associationTest() functions from the ‘tradeSeq’ R package^67^ (version 1.2.01) were used. To filter out genes with low levels of pseudotemporal change and group genes with similar expression patterns, cells were grouped into 20 pseudotime bins encompassing equal pseudotime ranges, and the mean of SCT-normalised expression was calculated for each bin with more than 10 cells (bins 2–19). After further normalisation by centering on the mean expression in all pseudotime bins, genes with minimal expression changes (maximum deviation from the mean of all bins <0.2) were removed. The normalised expression values for the remaining, dynamically regulated, genes were plotted and grouped by hierarchical clustering into 50 initial modules using the ‘pheatmap’ R package (version 1.0.12), with the parameters ‘pheatmap(…, clustering_distance_rows = ‘euclidean’, clustering_method = ‘ward.D2’, cutree_rows = 50)’. Gene modules with similar profiles were then manually merged to the final 6 modules shown in Fig. 1f.

Gene Ontology analysis was performed using the R package ‘clusterProfiler’ (version 3.16.1)^68^, using the function ‘enrichGO(…, OrgDb = org.Mm.eg.db, keyType = ‘SYMBOL’, ont = ‘BP’, pAdjustMethod = ‘BH’, pvalueCutoff = 0.01, qvalueCutoff = 0.05)’.

For the comparison of the astrocyte clusters with the reference dataset from Zeisel et al.^20^ (Figs. S1D, S2C), the ‘l6_r3_astroependymal_cells.loom’ subset of the reference atlas was downloaded from http://loom.linnarssonlab.org/, imported into Seurat using the loomR package (version 0.2.1.9000). Cells with ‘TaxonomyRank4 = = ‘Astrocytes’ ’ were integrated with the re-clustered astrocyte subset of the striatal scRNA-Seq analysis using the Seurat functions SelectIntegrationFeatures(…, nfeatures = 3000), FindIntegrationAnchors) and IntegrateData() using SCT-normalised expression data. The merged dataset was then clustered as described above, using the ‘integrated’ assay and the FindClusters() function with FindClusters(…, resolution = 0.8). To compare gene expression between the different datasets, the mean SCT-normalised expression for each gene in each of the original clusters was calculated and centered on the mean of all clusters. Expression values were then plotted using the pheatmap() function, allowing reordering of genes and clusters by hierarchical clustering.

### Bulk RNA sequencing

RNA was extracted using Trizol, from frozen pellets of MACS-purified astrocytes, or by direct lysis of cultured cells on culture dishes. The ‘Direct-zol RNA MiniPrep Kit’ (Zymo Research, R2052) was used for purification of the extracted RNA, according to manufacturer’s instructions, including the optional Dnase digestion step. The extracted RNA was quantified using the GloMax (Promega) and TapeStation (Agilent) using high sensitivity RNA ScreenTapes, or high sensivity BioAnalyser (Agilent). RNA was prepared into cDNA using the NuGEN Ovation RNA-Seq System V2 kit (Tecan). Following cDNA generation, cDNA was fragmented to an average length of 300 bp using the Covaris E220 focused ultrasonicator (Covaris). Final libraries were then prepared using the NuGEN Ovation Ultralow Library System V2 (Tecan) according to the manufacturer’s instructions. Final libraries were quantified using the TapeStation with D1000 ScreenTapes (Agilent), pooled to 4 nM and sequencing on the HiSeq 4000 system (Illumina) with at least 75 bp single ended reads. The resulting data were demultiplexed using the Illumina bcl2fastq program.

### RNA sequencing analysis

Reads from RNA-Seq fastq files were aligned to the mm10 genome and quantified using the crickbabs/BABS-RNASeq nextflow pipeline (https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2). The pipeline was run using nextflow version 0.30.2^69^ with the command ‘nextflow run main.nf -params-file params.yml’.

After alignment and transcript quantification, all downstream analysis was performed with R. Raw count normalisation and differential expression analysis was performed using the Bioconductor ‘DESeq2’ package (v1.24.0)^70^. Lowly expressed genes (maximal normalised expression <10) were removed, and genes with an adjusted *p*-value (padj ≤ 0.05) and at least 2-fold change in expression (abs(log2FC) ≥ 1) were considered to be differentially expressed. Relative expression heatmaps were generated using the ‘pheatmap’ R package (v1.0.12) and plotted as log2 transformed DESeq2 normalised expression values, centered on the mean expression of each gene over all plotted samples. Gene Ontology analysis was performed using the R package ‘clusterProfiler’^68^, as described for scRNA-Seq.

Known or predicted transcription factors from the Fantom5 transcription factor database were classified as transcription factors in this study (http://fantom.gsc.riken.jp/ 5/sstar/Browse_Transcription_Factors_mm9, downloaded 27/10/2018). Published in vitro astrocyte gene expression data from other models^11,17^ was re-analysed with the nextflow pipeline above, then merged with the datasets of this study and analysed as above.

### ATAC sequencing

ATAC sequencing libraries were prepared using the OMNI-ATAC protocol^71^ with minor modifications:

25,000 MACS-purified astrocytes or dissociated cultured cells were collected by centrifugation (300 × *g*, 5 min, 4 °C), and permeabilized for 3 min on ice in 50 μl ATAC-RSB buffer (Tris/HCl (pH 7.4) 10 mM, NaCl 10 mM, MgCl_2_ 3 mM) containing 0.1% NP-40 (IGEPAL CA-630), 0.1% Tween-20 and 0.01% digitonin. 1 ml ATAC-RSB buffer containing 0.1% Tween-20 was added and the nuclei were recovered by centrifugation (500 × *g*, 10 min, 4 °C). The pellet was resuspended in 25 μl of transposase reaction mix (12.5 μl 2× TD buffer and 1.25 μl Tn5 transposase (Illumina Cat #FC-121-1030), 8.25 μl PBS, 2.5 μl water, 0.1% Tween-20, 0.01% digitonin), and incubated on a rotational shaker (1000 rpm) for 30 min at 37 °C to fragment and tag accessible chromatin. DNA was then purified using the ‘MinElute PCR purification kit’ (Qiagen, Cat no. 28004) and eluted in 20 μl EB buffer (Qiagen). 5 μl DNA were amplified by PCR in 20 μl reactions using NEBNext HiFi 2× PCR Master Mix (New England Biolabs, M0541) and barcoded primers described previously^22^ (see Supplementary Table 1) for 12 cycles: (1) 5 min 72 °C, (2) 30 s 98 °C, (3) repeat 12×: 10 s 98 °C, 30 s 63 °C, 60 s 72 °C. The amplified libraries were purified using SPRIselect beads (Beckman Coulter, Cat# B23319), ratio sample: beads 1:1.8) to remove small DNA fragments like primers and primer dimers. For all steps until and including the library amplification step, ‘Nonstick, RNase-free Microfuge Tubes’ (Thermo Fisher, AM12350 or 10676825) were used.

ATAC libraries were quantified using the BioAnalyser (Agilent) and pooled to 4 nM for sequencing on the HiSeq 2500 or HiSeq 4000 system (Illumina). With either instrument, libraries were sequenced with 100 bp paired end reads. Following sequencing, the data were demultiplexed using the bcl2fastq program (Illumina).

### ATAC sequencing analysis

Reads from ATAC-Seq fastq files were aligned to the mm10 genome, peaks mapped and quantified using the crickbabs/BABS-ATACSeqPE nextflow pipeline (https://github.com/ crickbabs/BABS-ATACSeqPE; git commit id: 22edccf72855d42e6692a27385cf50666c8f391c; now superseded; a newer version is available as part of the nf-core project: nf-core/atacseq pipeline (10.5281/zenodo.2634132^72^). The pipeline was run using nextflow version 0.30.2^69^ with the command ‘nextflow run main.nf --design../design.csv --genome mm10 -profile conda --outdir../results/’.

All downstream analysis was performed with R, except transcription factor binding motif enrichment, which was performed using the Homer software^73^.

After initial peak calling, annotation and quantification on the merged dataset, the functional peak annotation and classification was extended using multiple published datasets (see also Fig. S2B). First, promoters identified by the original pipeline and peaks overlapping with promoters in the regulatory build of the Ensembl database (version 20161111), were classified as ‘promoters’. Other peaks were classified as putative enhancers, if they were overlapping with enhancers it the Ensembl regulatory build, or if they were overlapping with peaks of the enhancer mark H3K4me1 in forebrain P0 or adult cortex in published datasets from the Encode database (https://www.encodeproject.org/; bed files, datasets ENCFF172LKQ, ENCFF746YEV). As a quality control, the ATAC-Seq peaks were also overlapped with DNase-Seq peaks from E18.5 and adult brain (bed files, Encode datasets ENCFF591XUM, ENCFF865BUI). The corresponding bigwig files were downloaded from the Encode database for visualisations in the IGV viewer (v2.4.14).

To identify potential regulatory interactions, the original pipeline annotated each peak to the closest TSS. To include potential long-range interactions, distal peaks (i.e. peaks not classified as promoters) were annotated to additional genes, if the peaks were overlapping with regulatory regions for these genes in brain E14.5 or adult cortex described by Shen et al.^24^, or regulatory regions in adult cortex or cultured neural progenitors (data for confidence level *p* < 0.01) described by Ron et al.^23^. The conversion of mm9 genome coordinates to mm10 coordinates for these datasets was performed with the Ensembl Assembly Converter (https://www.ensembl.org/Homo_sapiens/Tools/ AssemblyConverter?db=core).

Normalisation of read counts and analysis of differential accessibility for the peak regions called on the merged dataset was performed using the Bioconductor “DESeq2” package. Minor peaks with a normalised accessibility <25 in all samples were removed for further analysis. Peaks with padj ≤ 0.05, abs(log2FC) ≥ 1 were considered as differentially accessible. Bigwig files of the merged replicates of each group or individual replicates were visualised in the IGV viewer, normalised by the fraction of reads in peaks (frip score, see Table S3), to adjust for differences in sequencing quality.

Count matrices for accessibility heatmaps were generated from bigwig files using the R packages ‘GenomicRanges’ (v1.36.1)^74^ and ‘rtracklayer’ (v1.44.4)^75^. The genomic coordinates of the selected peaks were imported from bed files, the bigwig files were imported with the function import(…,format = ‘BigWig’, as = ‘RleList’). From these data the counts at peak centers ±1  kb were binned in 100 bins of 20 bp using ‘CoverageHeatmap(…, coords = c(−1000, 1000), nbin = 100), normalised by the fraction of reads in peaks (frip score, see Supplementary Data 3), to adjust for differences in sequencing quality, and plotted using the ‘plotHeatmapList’ function.

De novo motif analysis in differentially accessible regions was performed on the respective bed files using the Homer findMotifsGenome.pl command (parameters: -size given -mask), with the mm10 mouse genome as background.

### ChIP-Seq re-analysis of published datasets

To identify likely transcription factor binding sites for *Lhx2*, *Fezf2* and *Rorb* in astrocytes, we re-analysed published high quality ChIP-Seq datasets for Lhx2 in olfactory neurons (GSE93570)^29^, Fezf2 in neurospheres (GSE46707)^30^, and RORg (*Rorc*) in Th17 cells, as a proxy for Rorb binding (SRP104092)^32^. To map peaks, we used the nf-core “chipseq” nextflow pipeline^72^ (version 1.2.1).

Putative regulatory elements likely binding the transcription factors in astrocytes were identified.

By overlapping the ChIP-Seq with open chromatin regions in astrocytes in vivo (ATAC-Seq data from the current study, regions annotated in Supplementary Data 4). Regions overlapping with ChIP peaks in both replicates of the relevant ChIP-Seq dataset were considered as transcription factor binding for the statistical analyses in Fig. 6/Supplementary Fig. 8.

### Metabolic profiling with GC-MS

1.5 × 10^6^ NSCs were plated on 10 cm dishes, differentiated to astrocytes and lentivirus-transduced as described above. At day 14 of differentiation the BMP4 medium was replaced for 6 h with ^13^C-U-glucose-BMP4-medium (BMP4-medium in which the basal DMEM/F12 medium was replaced by DMEM/F12 without glucose and glutamine (biowest L0091-500) + glutamax supplement (Thermo Fisher cat#35050061) + ^13^C-U-glucose (Cambridge Isotope Laboratories, CLM-1396-PK)).

Media was removed (with 5 µl reserved for analysis) and the cells washed twice with PBS, and once in saline. Cells were scraped off in 600 µl methanol/water (1:1 v/v, containing 5 nmol nor-leucine as internal standard) and transferred to a 1.5 mL tube (Eppendorf) containing 300 µl chloroform. The plate was washed with additional 600 µl methanol, which was added to the same tube. Both media and cell extract samples were stored at −80 °C. Thawed extracts were spun (13,200 × *g*, 4 °C, 5 min) to partition, and the upper phase (containing polar metabolites) removed for further processing.

Data acquisition was performed largely as previously described^76^, using an Agilent 7890A-5975C GC-MSD in EI mode after derivatization of dried extracts (or media) by addition of 20 μL methoxyamine hydrochloride (20 mg/mL in pyridine (both Sigma), RT, > 16 h) and 20 μL BSTFA + 1% TMCS (Sigma, RT, > 1 h). GC-MS parameters were as follows: carrier gas, helium; flow rate, 0.9 mL/min; column, DB-5MS (Agilent); inlet, 270 °C; temperature gradient, 70 °C (2 min), ramp to 295 °C (12.5 °C/min), ramp to 320 °C (25 °C/min, 3 min hold). Scan range was *m/z* 50–550. Data were acquired using MassHunter software (version 10, Agilent Technologies). Data analysis was performed using MANIC software (version 1.0), an in house-developed adaptation of the GAVIN package^77^. Metabolites were identified and quantified by comparison to authentic standards, and label incorporation estimated as the percentage of the metabolite pool containing one or more ^13^C atoms after correction for natural abundance.

Five independent differentiation experiments were performed at different days side-by-side for EGFP, Rorb and Fezf2 expression. Where indicated, relative changes in metabolite levels were determined for each condition by log2-transformation and normalisation to the mean of levels of the individual experiment, to account for inter-experimental variability. Note that although stable isotope-labelled glucose was used in the media, we do not report the results in this manuscript, since this neither added to, nor detracted from, our abundance data.

### Quantification of glutamine synthetase staining

For quantification of glutamine synthetase (GS) stainings (Fig. 5b), images of all compared samples were taken in one session with the same settings. Maximum intensity projections of each 2 random areas on 2 coverslips were analysed per independent sample. Intensity of GFP/V5 and GS were measured in regions of interest defined by the DAPI staining using FIJI. For each channel a common intensity threshold for all samples was defined using representative images.

### Statistical analyses

Statistical analysis of sequencing data was performed with standard methods of the used software tools as outlined in the relevant figures and methods sections. Other statistical analyses were performed using Graphpad Prism (v8.3.1).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Reporting Summary (updated)

Supplementary Software

Supplementary Movie:

Supplementary Movie 2

Supplementary Movie 3

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Sequencing data generated in this study are deposited in the NCBI GEO repository with accession number GSE152223. Most of the data can also be explored in an interactive online resource (https://biologic.crick.ac.uk/astrocyte). Publicly available datasets used in the study include: L6_Astroependymal_cells.loom from http://loom.linnarssonlab.org (built on the raw data set SRP135960), E-MTAB-5514, GSE96539, GSE93570, GSE46707, SRP104092, ENCFF172LKQ, ENCFF746YEV, ENCFF591XUM, and ENCFF865BUI. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The source code used for analyses in the manuscript is provided as Supplementary Software with the manuscript and is deposited on Github [https://github.com/FrancisCrickInstitute/Lattke_et_al_Astrocyte_Maturation].

# Supplementary material for: Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture
**Source:** Nat Commun. 2021 Jul 15;12:4335. doi: 10.1038/s41467-021-24624-5
**Supplement:** Supplementary file 1 — Supplementary information

**Extensive transcriptional and chromatin changes underlie astrocyte maturation *in vivo* and in culture (Lattke et al.) - Supplementary Information**

**Supplementary Information provided in this file:**

**Supplementary Fig. 1: Characterisation of cell clusters in striatal sc-RNA-Seq (related to Fig. 1)**

**Supplementary Fig. 2: Comparision of gene expression between astrocyte preparations from different brain regions (related to Fig. 2)**

**Supplementary Fig. 3: Validation of expression changes of selected immature and mature astrocyte-specific genes on protein level by immunolabelling (related to Fig. 2)**

**Supplementary Fig. 4: *In vivo* ATAC-Seq peak characterisation (related to Fig. 3)**

**Supplementary Fig. 5: Additional characterisation of chromatin accessibility changes and linked gene expression changes (related to Fig. 3)**

**Supplementary Fig. 6: Characterisation of astrocytes differentiated *in vitro* from cultured NSCs using BMP4 (related to Fig. 4)**

**Supplementary Fig. 7: Characterisation of transcriptional regulation by Rorb, Dbx2, Lhx2 and Fezf2 expression in cultured astrocytes (related to Fig. 5)**

**Supplementary Fig. 8: Additional characterisation of the genomic mechanisms underlying the role of Rorb, Dbx2, Lhx2 and Fezf2 in astrocyte maturation (related to Fig. 6)**

**Supplementary table 1: Primers used in this study (for the preparation of ATAC-Seq libraries)**

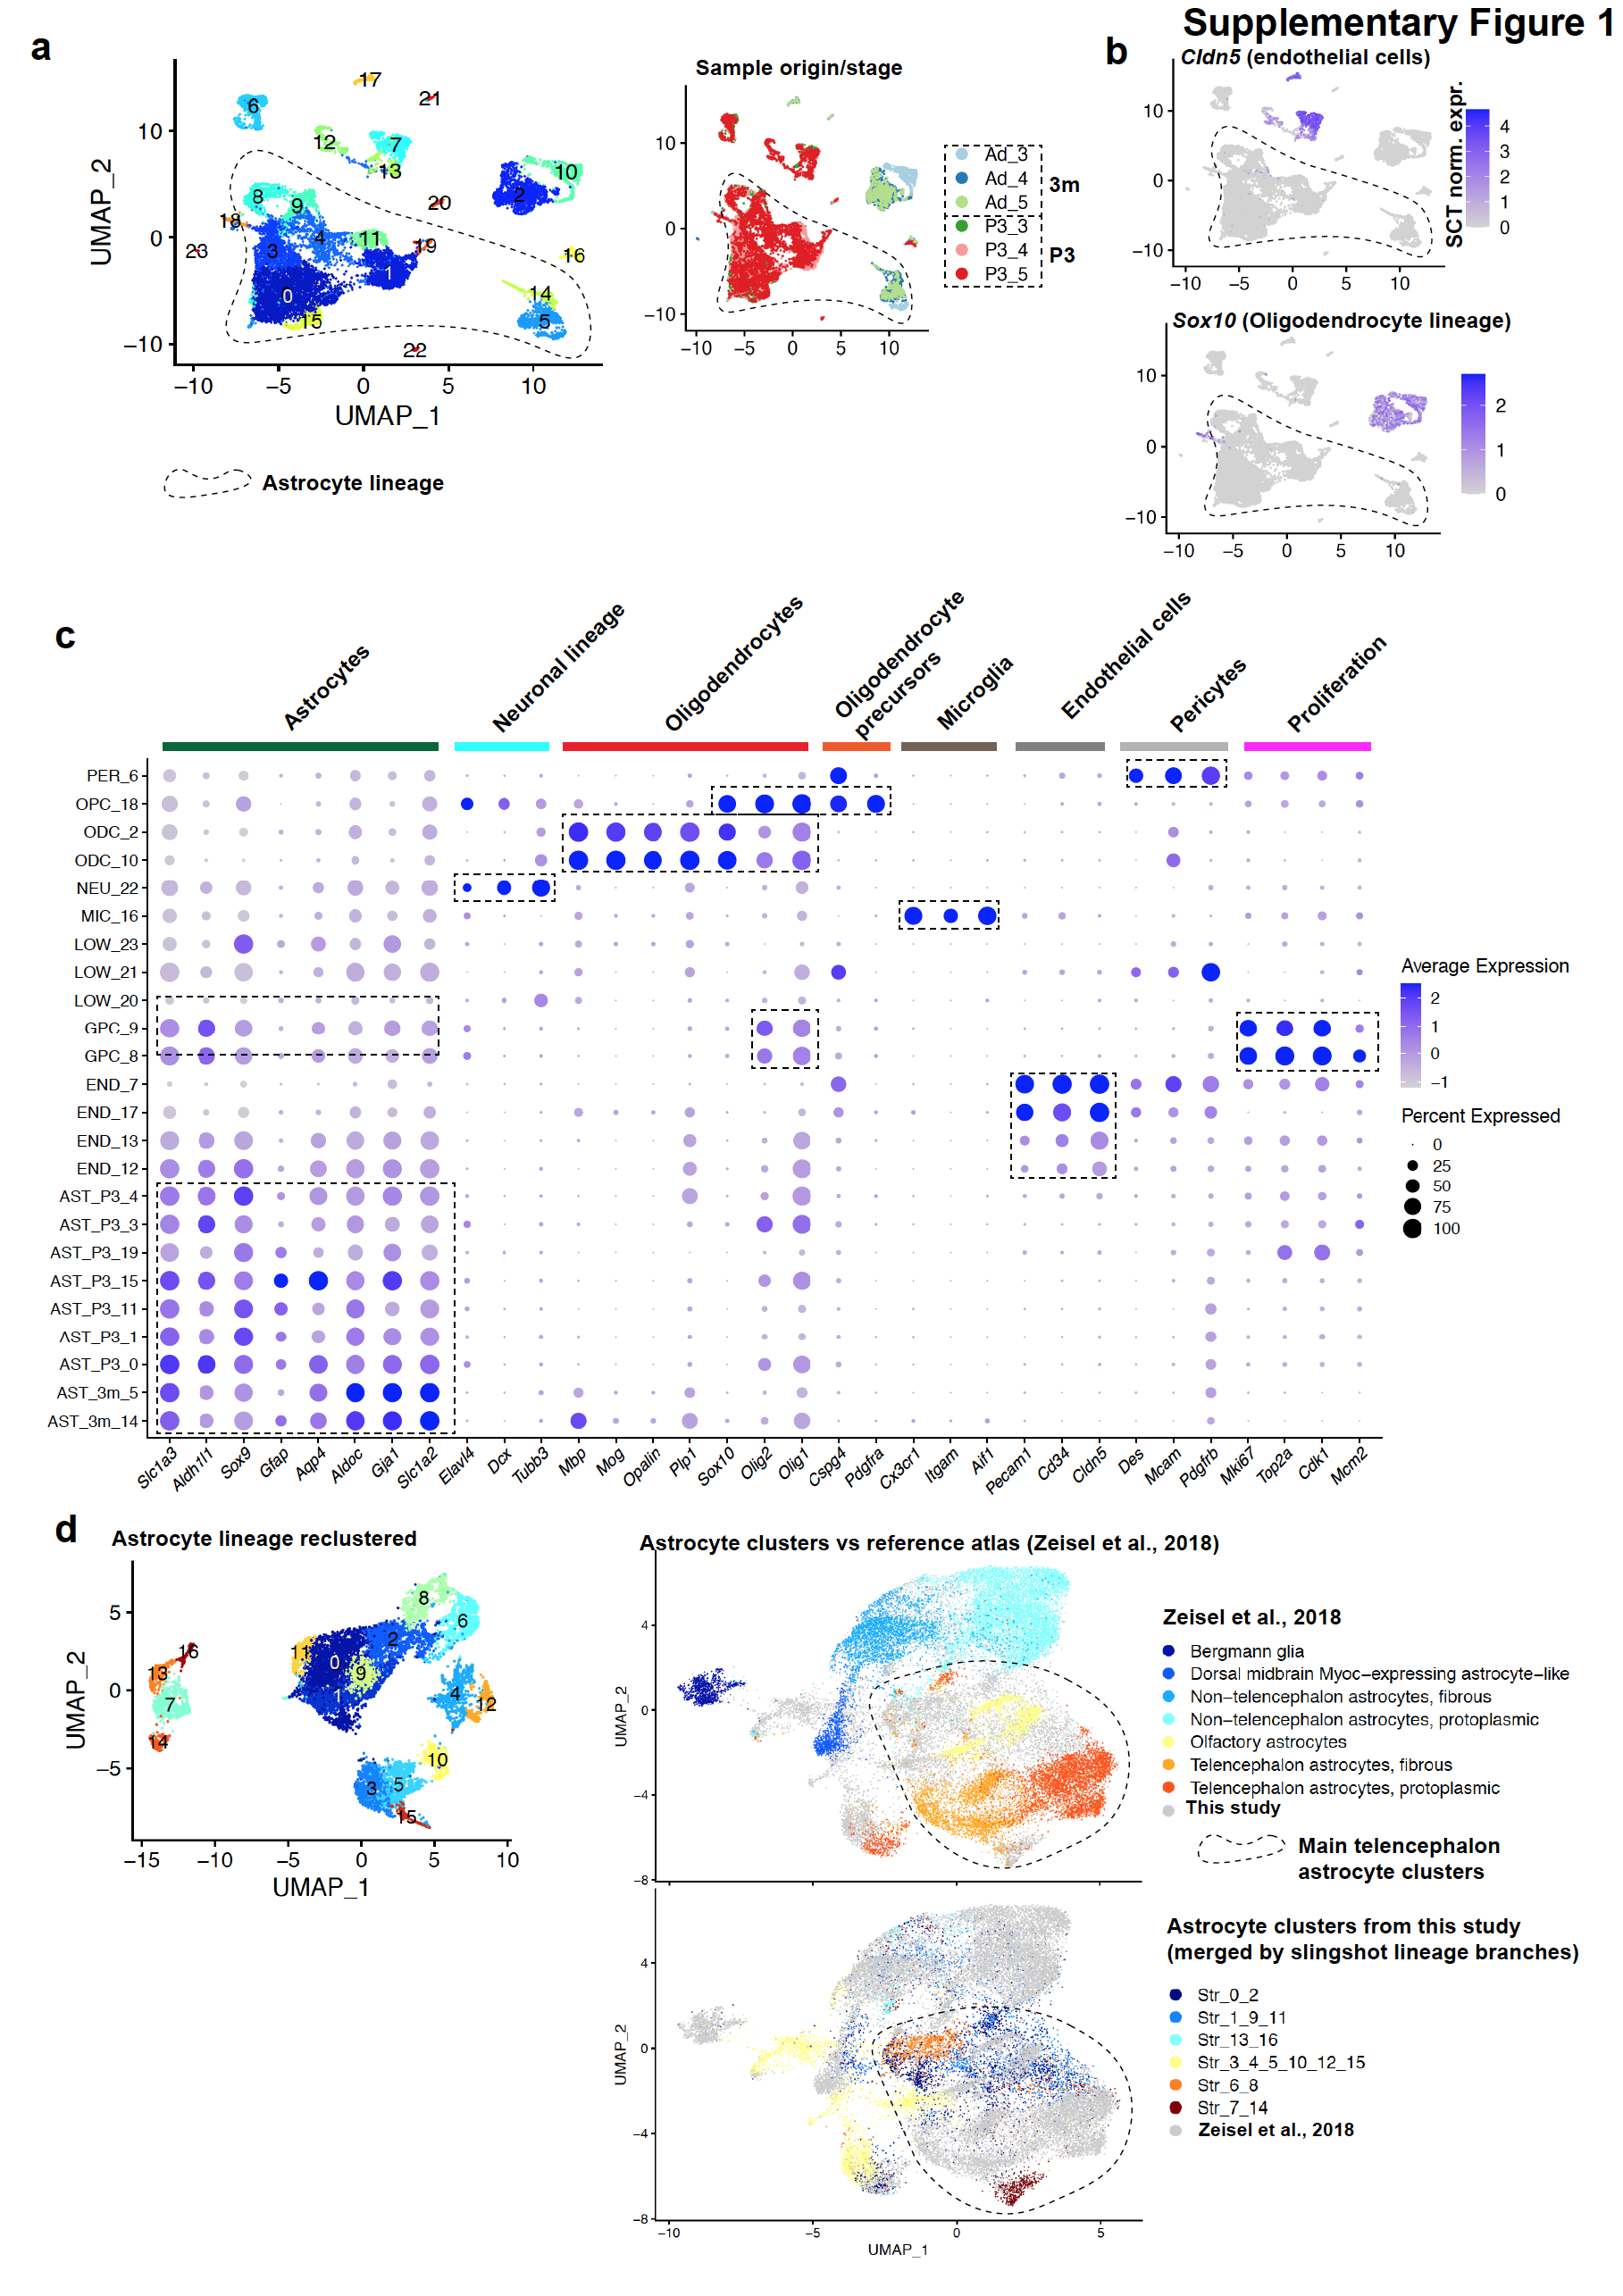

**Supplementary Fig. 1: Characterisation of cell clusters in striatal scRNA-Seq (related to Fig. 1)**

**(a)** UMAP dimension reduction plot of combined single cell transcriptomes from postnatal and adult striatal astrocyte preparations, with origin by sample projected on UMAP plot to assess batch effects

**(b)** Expression of *Cldn5* and *Sox10* projected on UMAP plot to distinguish endothelial cell and oligodendrocyte/oligodendrocyte precursor clusters from astrocyte clusters (*Sox9*+ *Cldn5*- *Sox10*-, see also Figure 1c)

**(c)** Expression of marker genes used to identify cell types in (a). Average expression (normalised with the Seurat SCTtransform algorithm) and fraction of cells with detectable transcripts for each cluster. Clusters are labelled with the assigned cell type and cluster number; AST_P3: early postnatal astrocytes (P3), AST_3m: adult astrocytes (age 3 months/3m), GPC: glial progenitor cells, OPC: oligodendrocyte precursor cells, MIC: microglia, PER: pericytes, END: endothelial cells, ODC: oligodendrocytes, NEU: neuronal lineage cells, LOW: low marker expression (unidentified).

(d) UMAP plots showing the astrocyte lineage cells after reclustering (left) and the location of the cells of these clusters in a combined UMAP plot with a reference dataset with juvenile astrocytes from different brain regions (right, from Zeisel et al., 2018, see Methods), to identify the regional identity of the astrocyte lineage cells

­
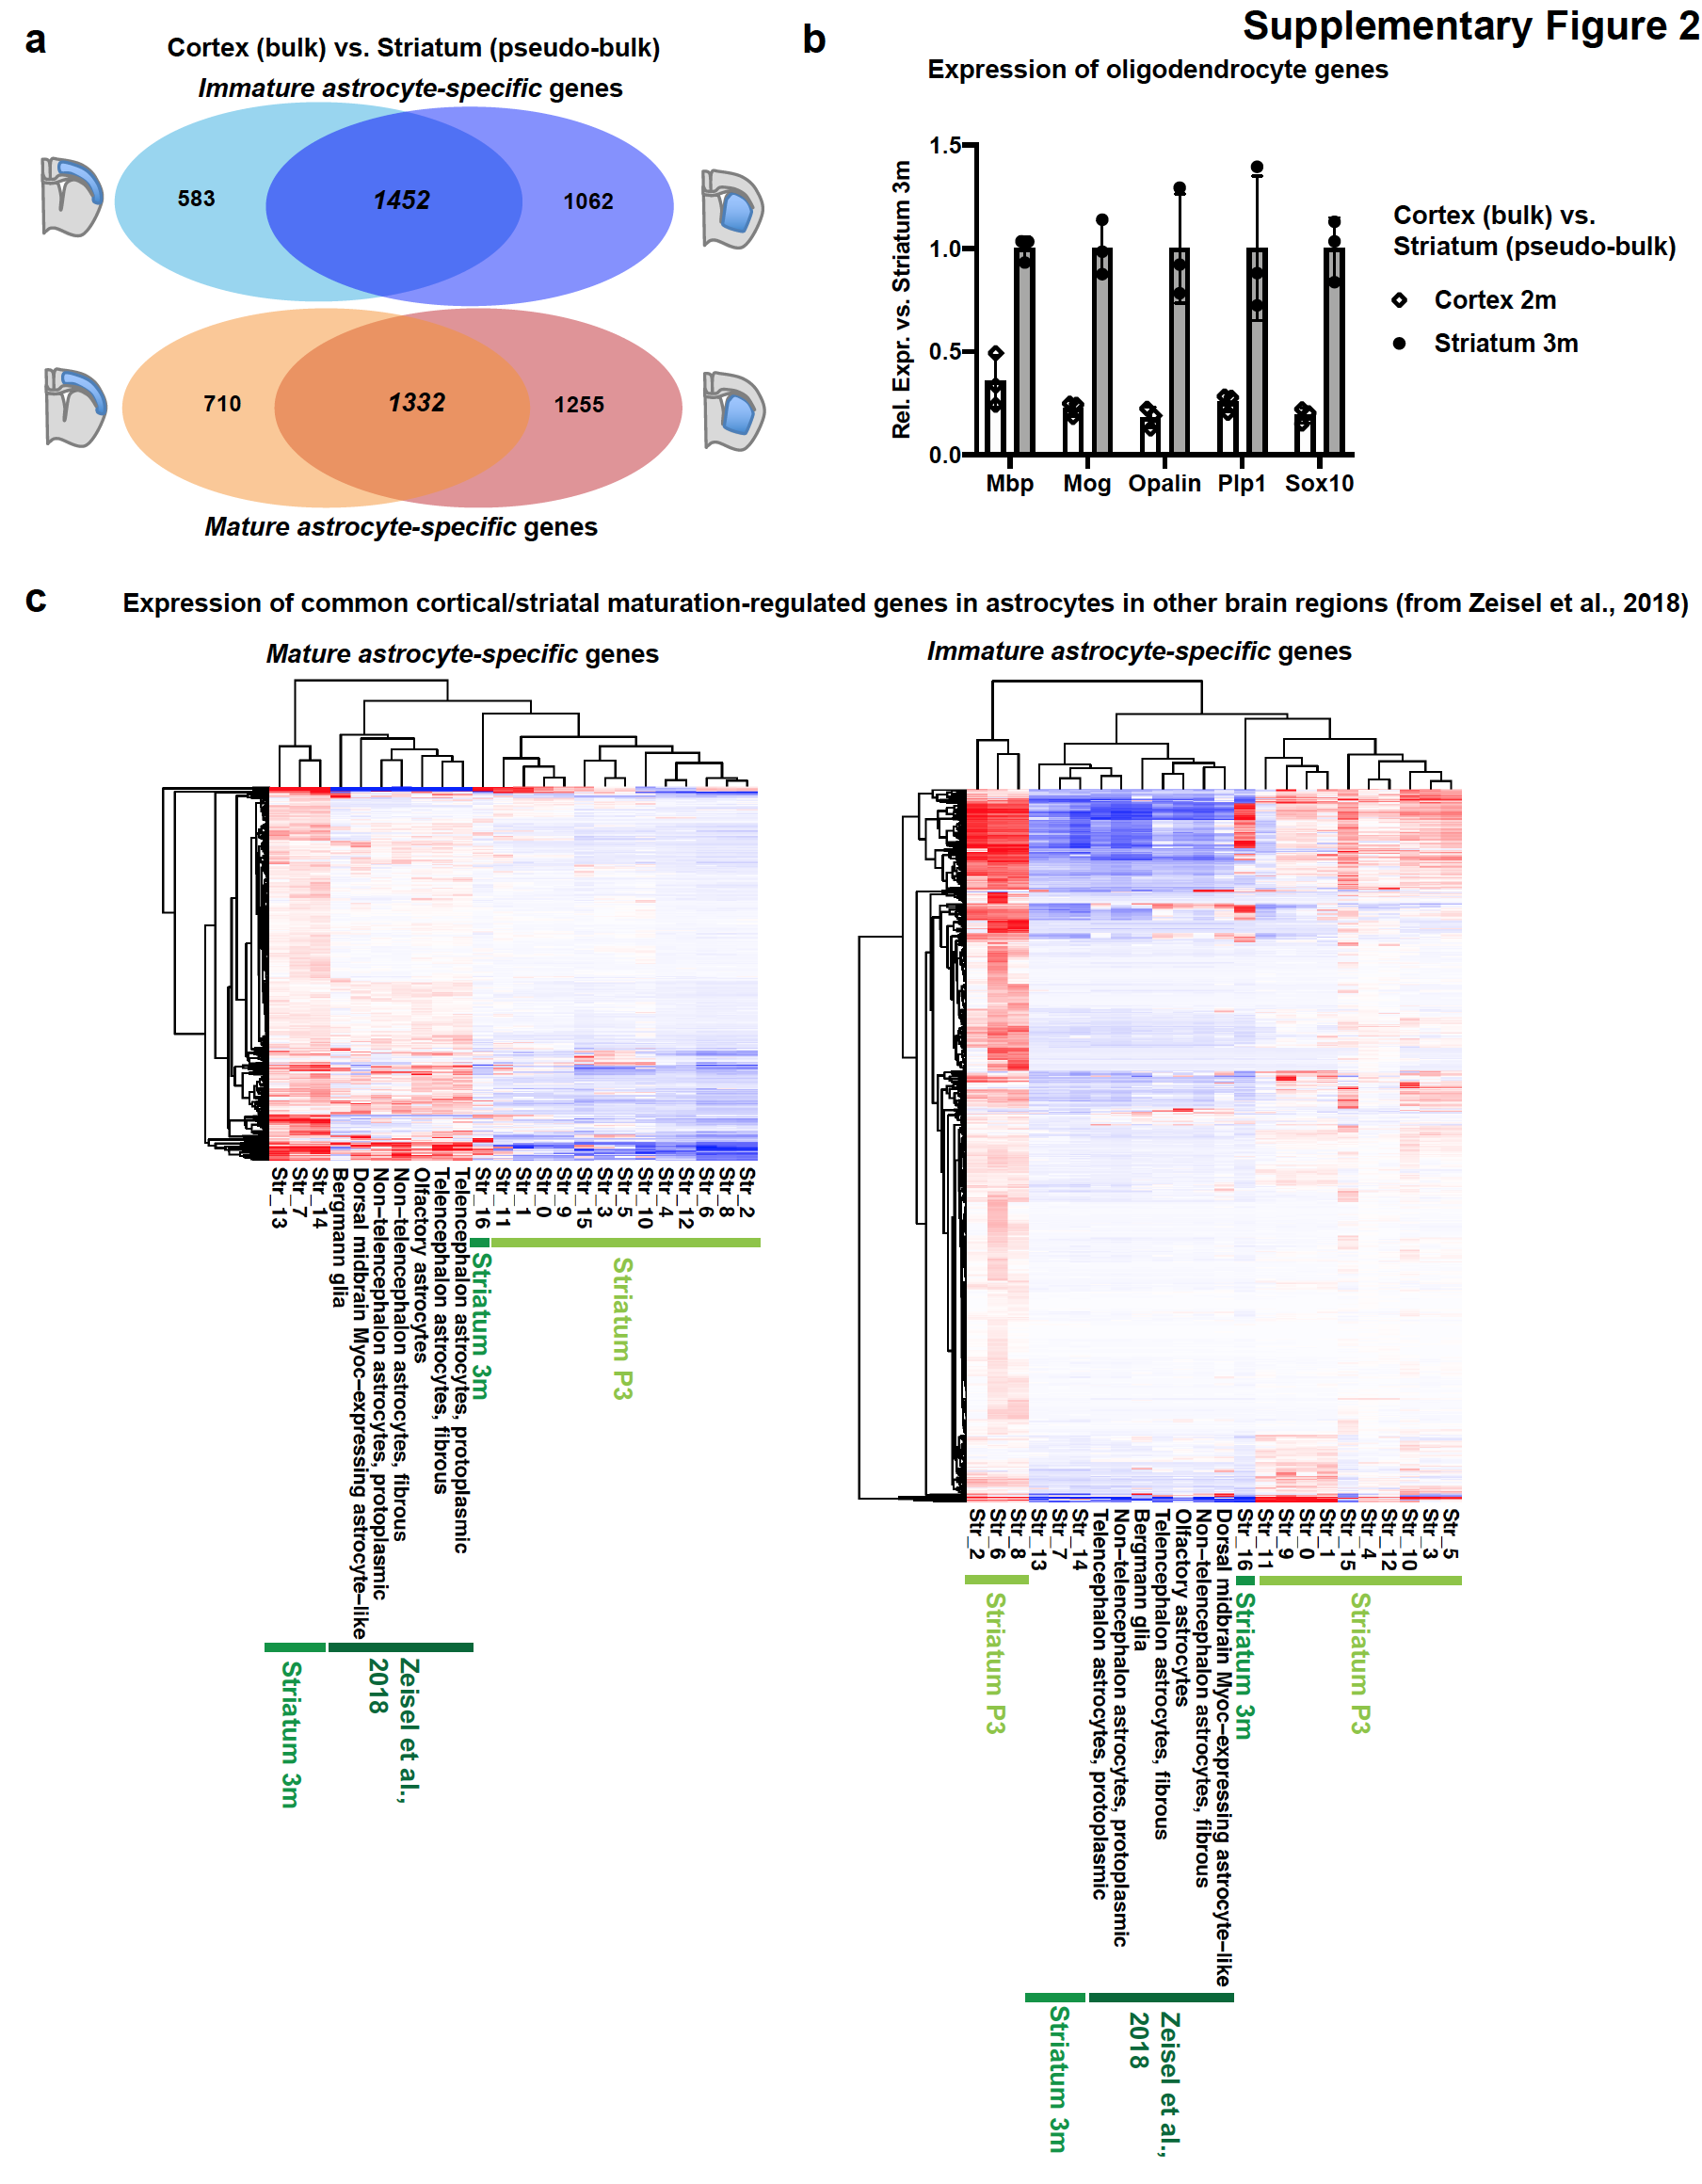

**Supplementary Fig. 2: Comparison of gene expression between astrocyte preparations from different brain regions (related to Fig. 1, 2)**

**(a)** Overlap of genes regulated between early postnatal and adult stages in cortical astrocyte preparations (bulk RNA-Seq) and scRNA-Seq data of striatal astrocyte preparations analysed as pseudo-bulk merged by sample, to compare both preparations in a identical analysis approach. DESeq2 analysis, each n=3; two-sided Wald test with Benjamini-Hochberg correction; significance threshold: adjusted p-value $\leq$ 0.05, absolute log2(fold change) $\geq$1;

**(b)** Expression of oligodendrocyte markers in cortical (bulk) vs striatal (pseudo-bulk) astrocyte preparations to estimate relative abundance of contaminating oligodendrocytes in the cortical preparations (mean +/- SD of each n=3 animals)

**(c)** Expression of the *immature* and *mature astrocyte-specific* gene sets from the comparison of cortical vs striatal astrocytes (Fig. 2b,c) in striatal astrocyte clusters vs juvenile astrocyte clusters from the reference dataset from Zeisel et al., 2018. Heatmaps show mean SCT-normalised, mean centred expression for each population (see Methods). Expression of the *immature/mature* genes in the juvenile astrocytes from all brain regions is more similar to adult striatal astrocytes than to early postnatal striatal astrocytes, based on hierarchical clustering of the cell populations. The adult striatal cluster 16 is more similar to early postnatal (immature) astrocytes.

**
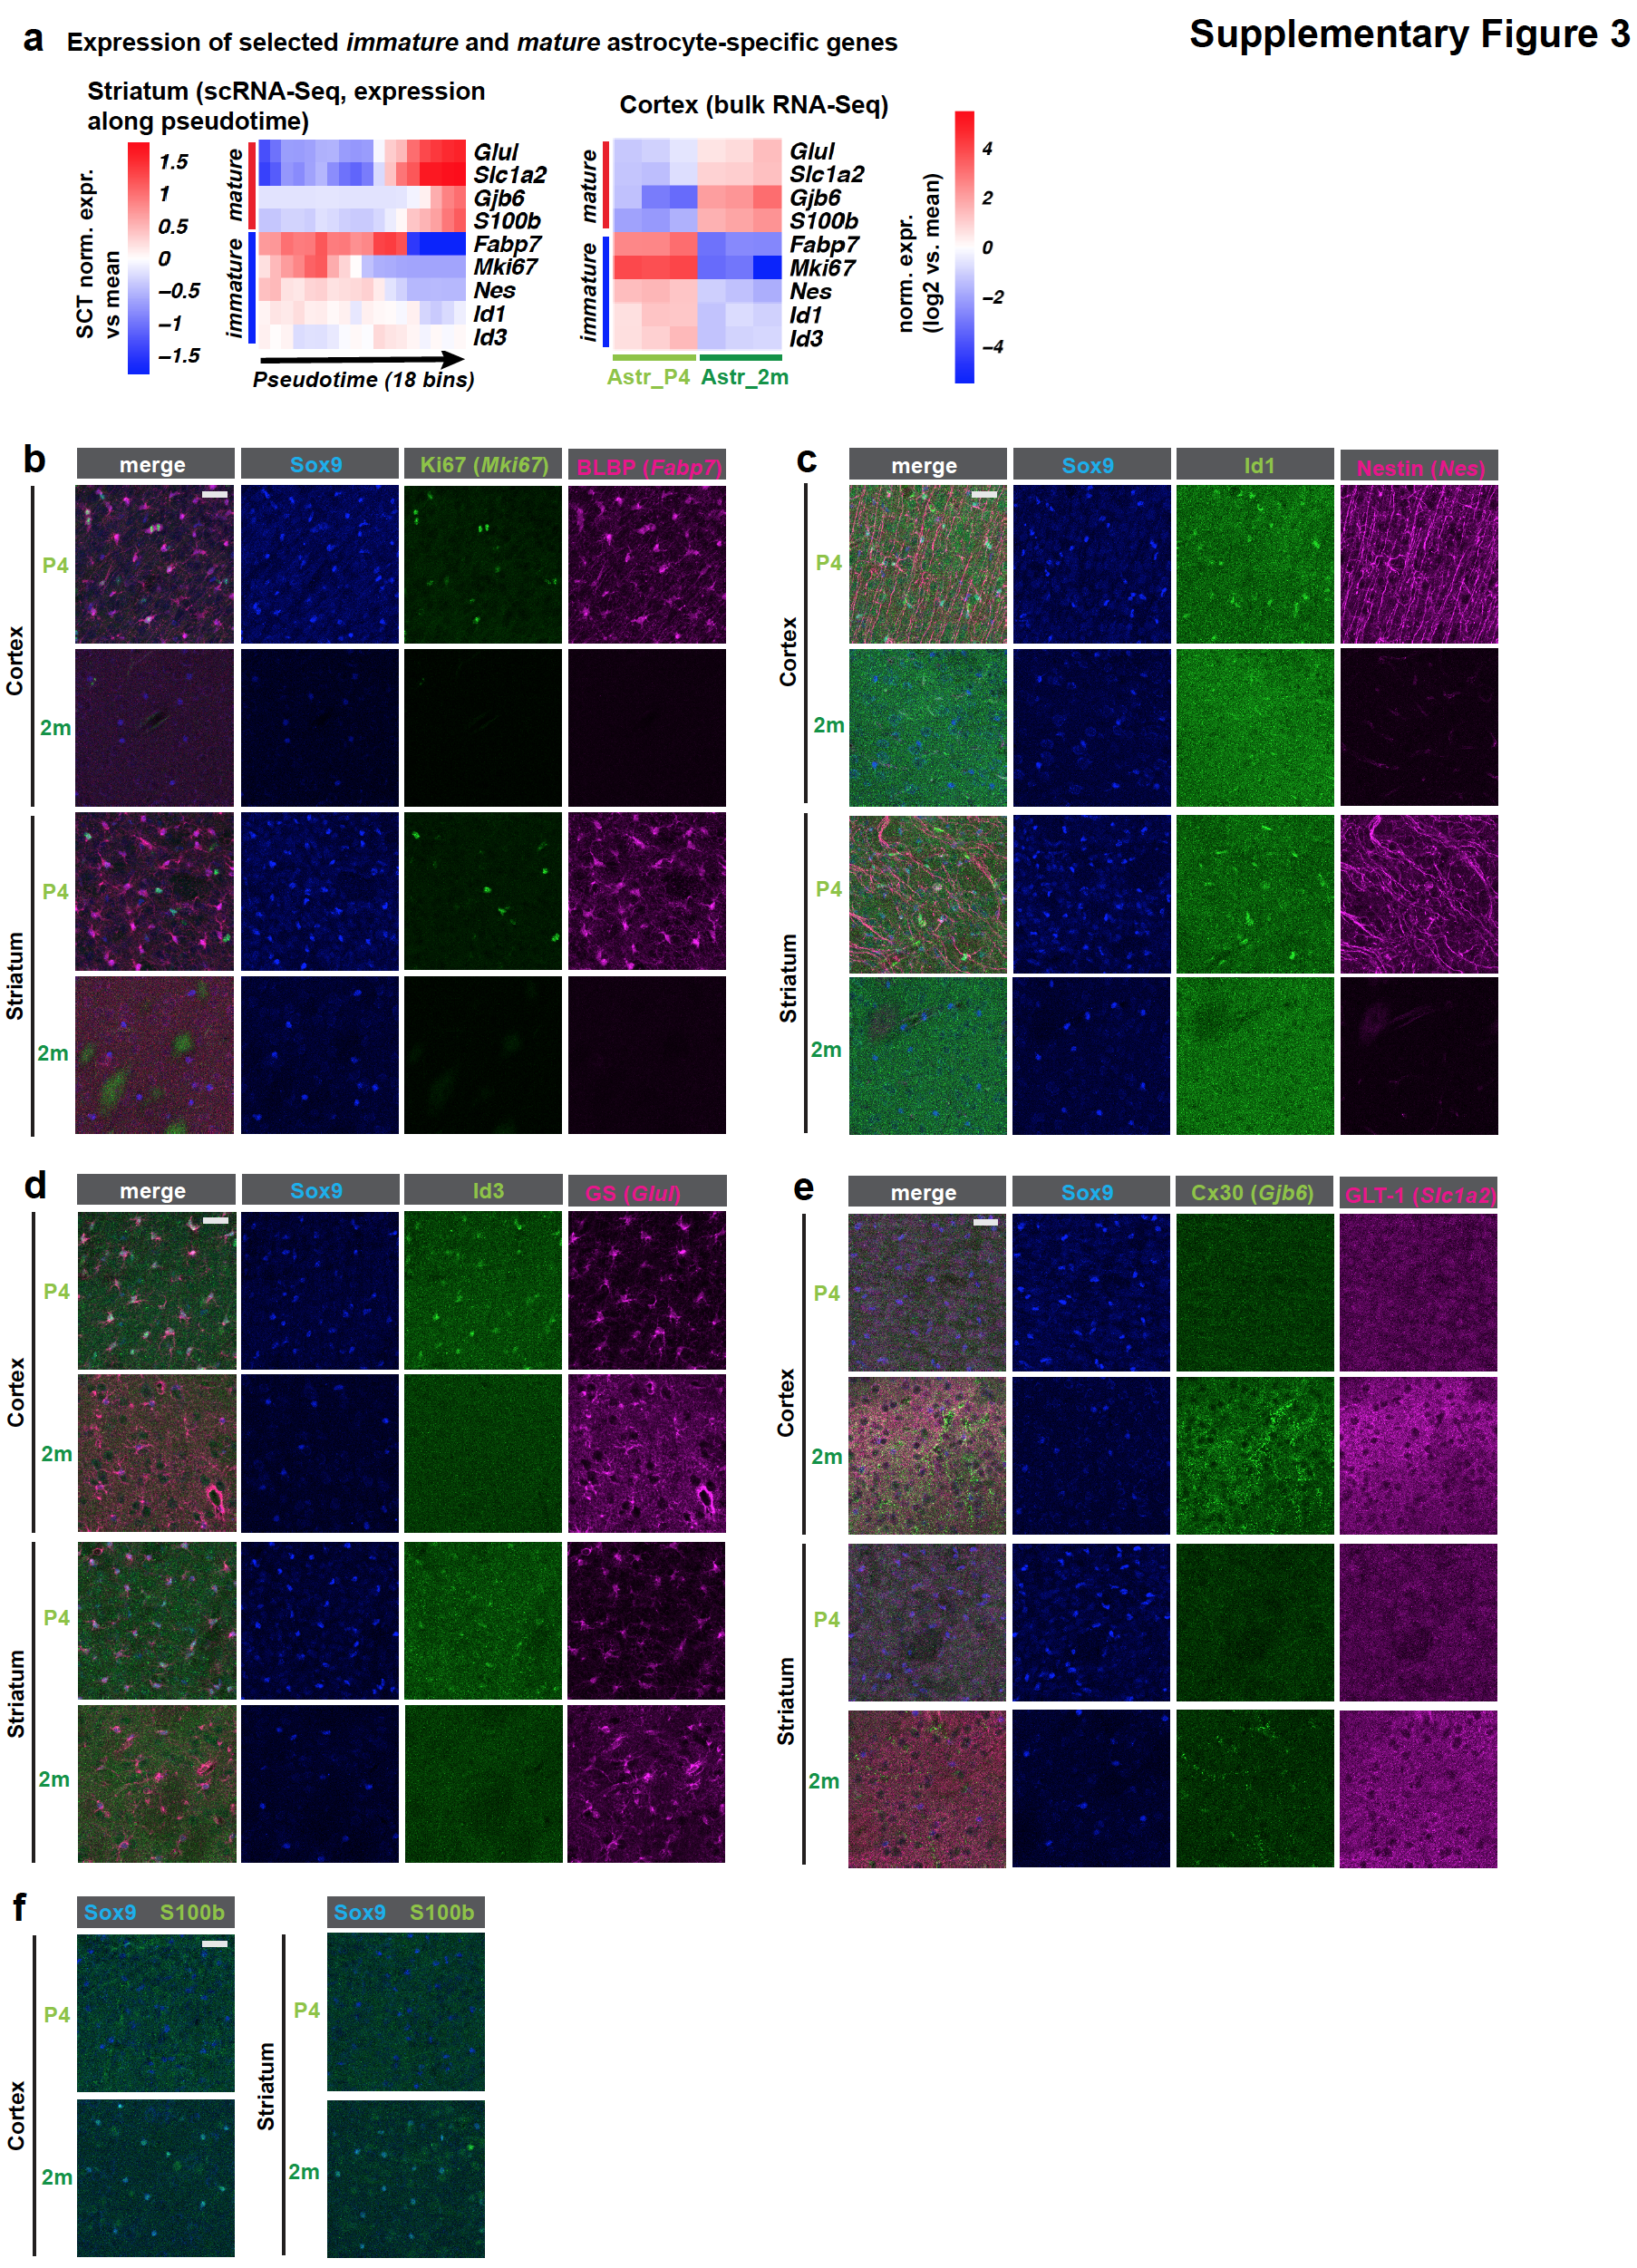
**

**Supplementary Fig. 3: Validation of expression changes of selected *immature* and *mature astrocyte-specific* genes on protein level by immunolabelling (related to Fig. 2)**

**(a)** Heatmaps showing the expression of maturation-regulated genes in striatal astrocytes along the pseudotime trajectory in Fig. 1e, f (mean expression in pseudotime bins), and in the bulk RNA-Seq analysis of cortical astrocytes (Fig. 2).

**(b, c)** Immunolabelling of cortical and striatal tissue at P4 and 2 months for the pan-astrocyte marker Sox9 and the protein products of the *immature* genes *Mki67*, *Fabp7*, *Id1* and *Nes* shown in (a)*.*

**(d)** Immunolabelling of cortical and striatal tissue at P4 and 2 months for the pan-astrocyte marker Sox9 and the protein products of the *immature* gene *Id3* and the *mature* gene *Glul* shown in (a)*.*

**(e, f)** Immunolabelling of cortical and striatal tissue at P4 and 2 months for the pan-astrocyte marker Sox9 and the protein products of the *mature* genes *Gjb6*, *Slc1a2* and *S100b* shown in (a)*.*

Presentation and replicability: (a) The heatmap for the scRNA-Seq analysis (left panel, data from Fig. 1) show the mean relative expression of each gene in all cells in each pseudotime bin (normalized, mean centred expression values); The heatmap for the cortical bulk RNA-Seq analysis (right panel, data from Fig. 2) shows log2-transformed mean centred, normalized expression values; (b-f) Representative images of 4 biological replicates per condition; Scale bars: 20 μm;

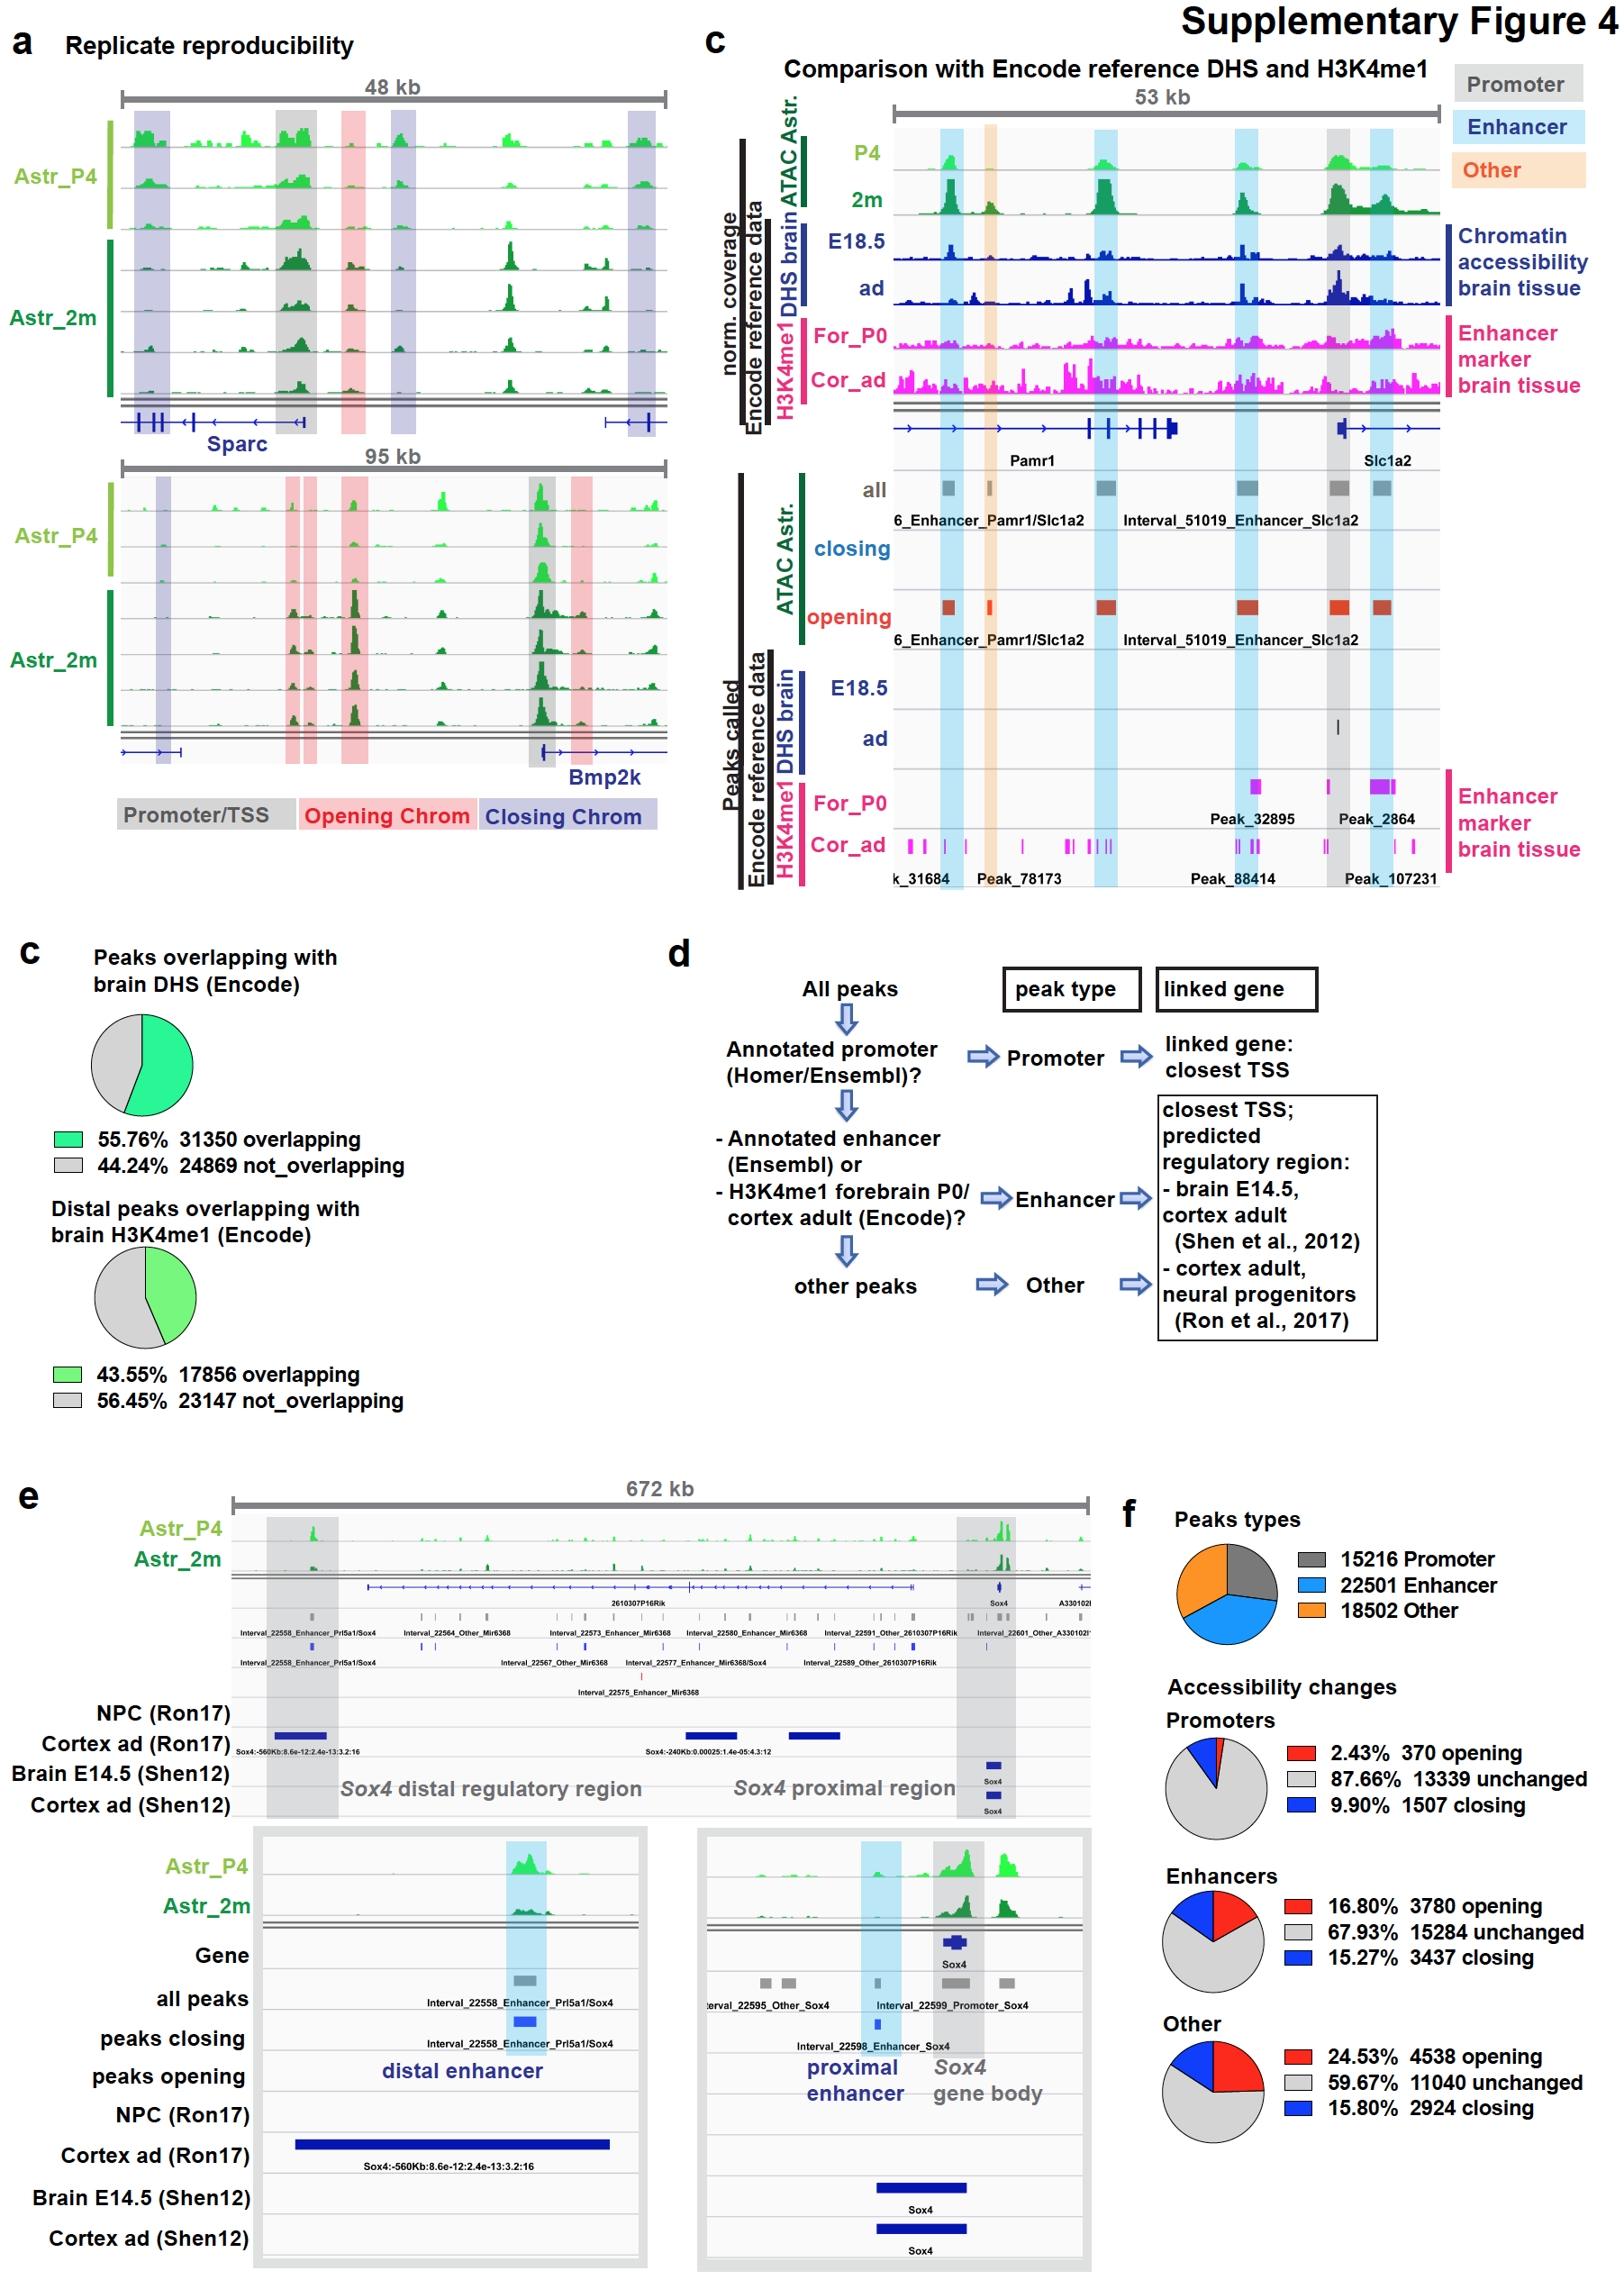
­­

**Supplementary Fig. 4: *In vivo* ATAC-Seq peak characterisation (related to Fig. 3)**

**(a)** Genome tracks show chromatin accessibility (normalised ATAC-Seq read count) in individual astrocyte samples from postnatal day 4 (Astr_P4) and 2 months of age (Astr_2m) at the *Sparc* and *Bmp2k* loci, to demonstrate reproducibility.

**(b, c)** Comparison of astrocyte ATAC-Seq data with reference datasets from the ENCODE database. DNase-Seq as alternative method to assess chromatin accessibility (whole brain samples from embryonic day (E) 18.5 and adult mice); ChIP-Seq for the H3K4me1 enhancer mark (tissue samples forebrain postnatal day (P) 0 and adult cortex); (b) Genome tracks of merged ATAC-Seq data and reference datasets, and corresponding peak regions called by the analysis pipeline (astrocyte samples) or published in the Encode database. (c) Quantification of the overlap of astrocyte ATAC peaks with the reference peak sets. The low signal-to-noise-ratio suggests that the H3K4me1 reference datasets are of relatively poor quality and that the figure of 44% overlap with ATAC peaks is an underestimate.

**(d, e)** Strategy for peak classification based on database annotations and overlap with the enhancer mark H3K4me1 from the reference datasets detailed above. Strategy for the identification of potential target genes of putative enhancers (distal ATAC peaks) located within published regulatory regions. (e) Genome Track of ATAC-Seq data and published regulatory regions around the locus of the *immature* gene *Sox4*, as illustration of this strategy: the highlighted peak in a distal *Sox4* regulatory region may represent a maturation-regulated *Sox4* enhancer that would not be linked to *Sox4* using only a conventional closest TSS approach.

**(f)** Classification of peaks identified in the merged astrocyte dataset based on the approach outlined in (d), and changes in their accessibility during cortical astrocyte maturation from P4 to 2 months of age.

Differential peaks: DESeq2 analysis, n=3 for Astr_P4, n=4 for Astr_2m; two-sided Wald test with Benjamini-Hochberg correction; significance threshold: adjusted p-value $\leq$ 0.05, absolute log2(fold change) $\geq$1;

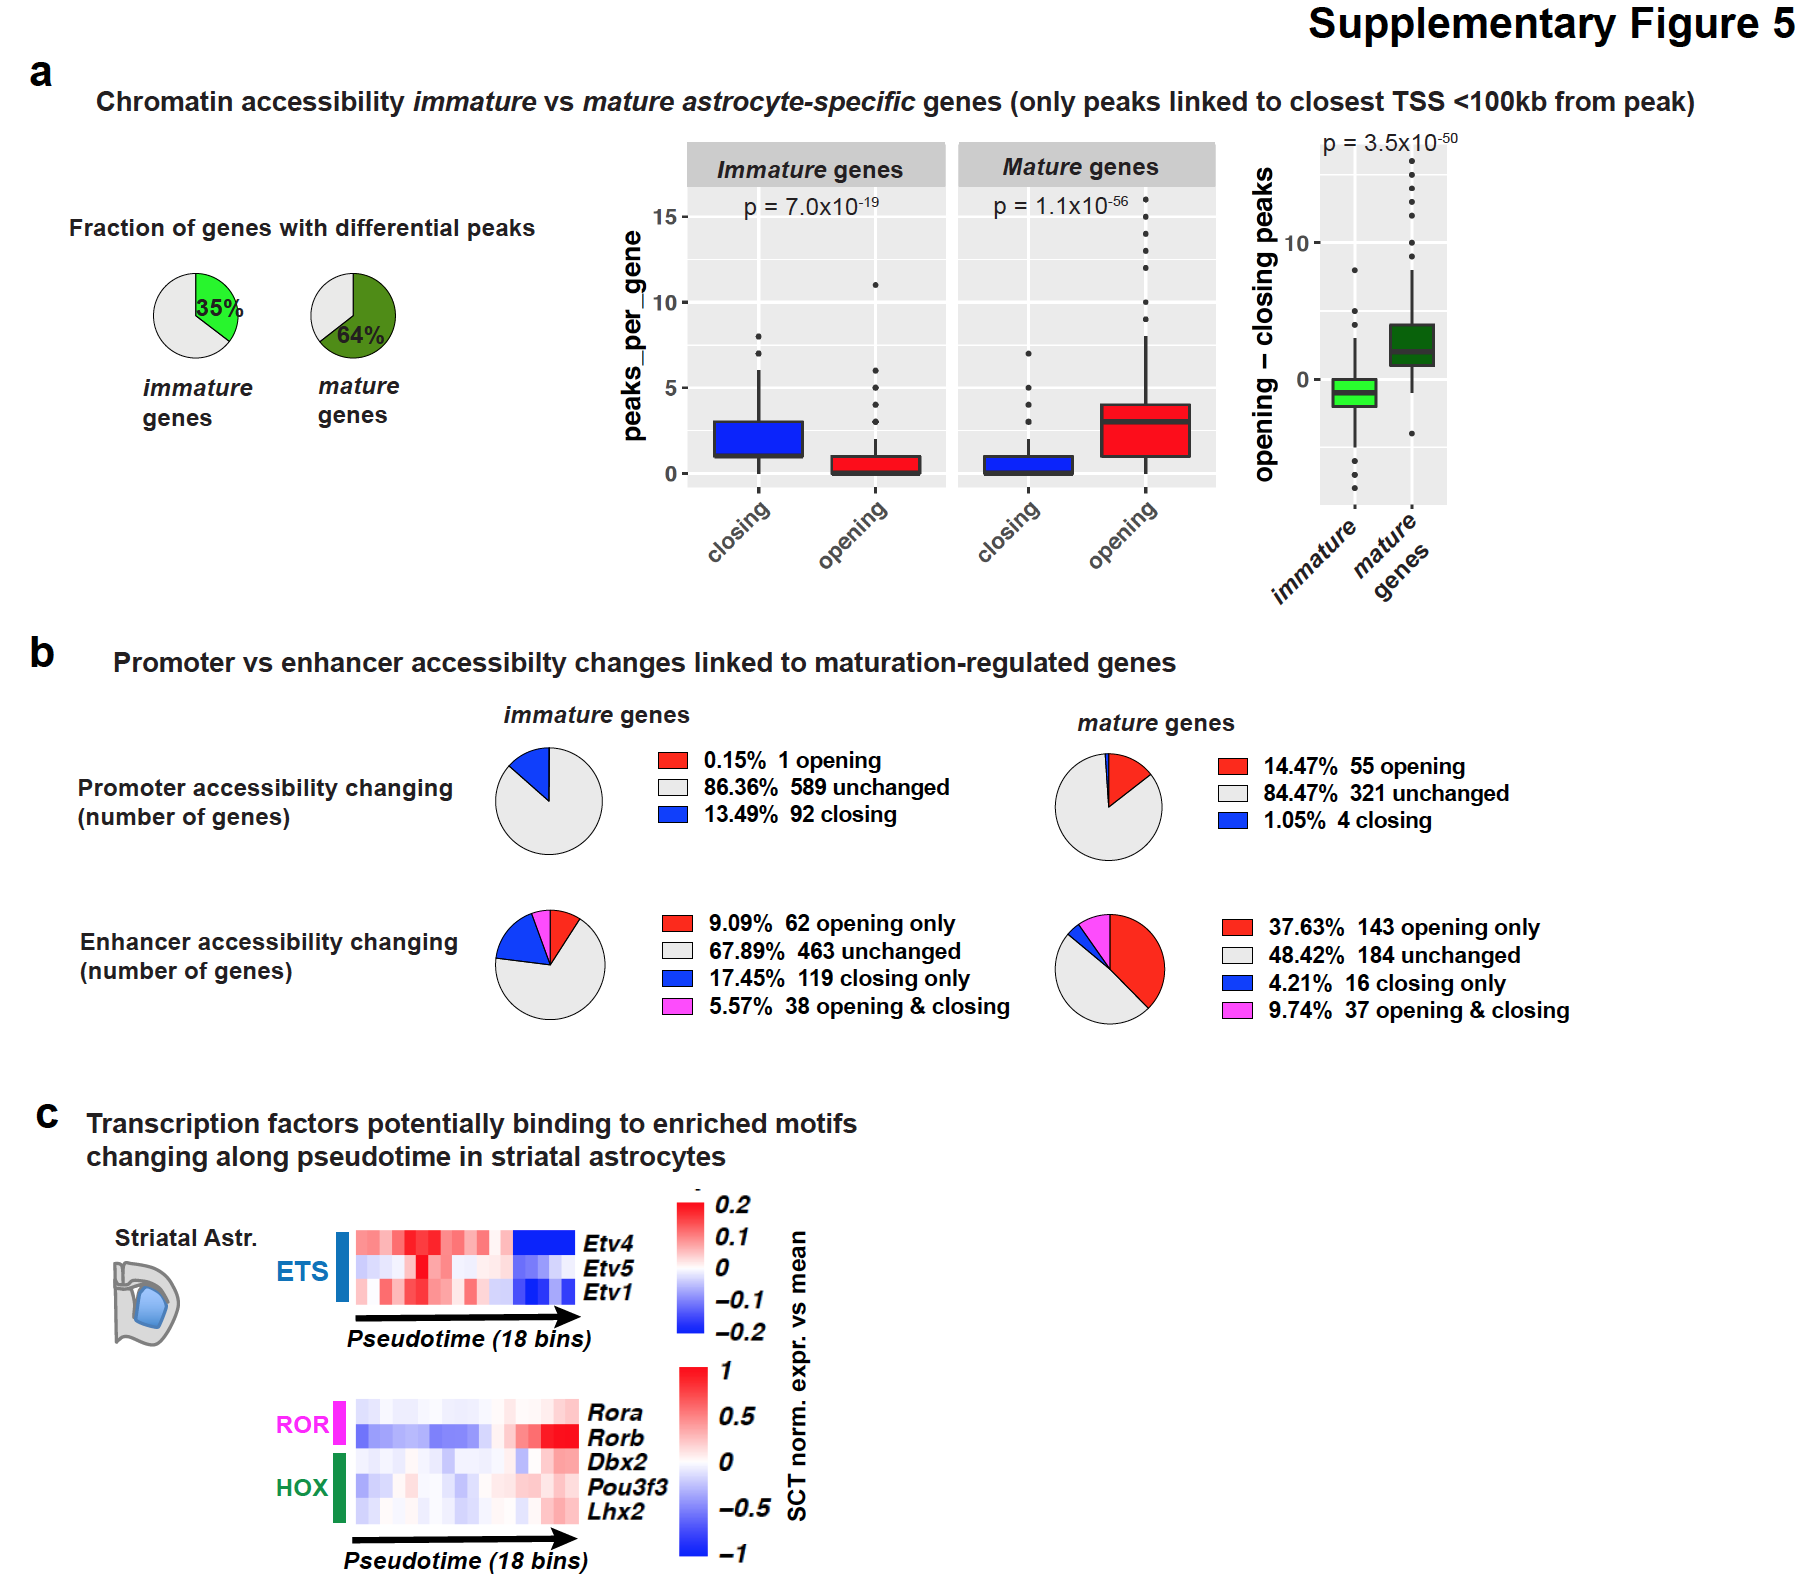

**Supplementary Fig. 5: *Additional characterisation of chromatin accessibility changes and linked gene expression changes (related to Fig. 3)***

**(a)** Genes regulated during astrocyte maturation (from Fig. 2c) are associated with chromatin regions that change in their accessibility between P4 and adult stages also if a more stringent selection of candidate regulatory elements is used (elements associated with closest transcriptional start site (TSS) with maximum distance of 100 kb).

**(b)** Separate analysis of chromatin accessibility at promoters and enhancers shows changes in promoter accessibility correlating with expression changes for a subset of maturation-regulated genes and changes in candidate enhancer accessibility for a larger subset of *immature* and *mature* genes.

**(c)** Expression of selected transcription factors with dynamic expression along pseudotime in striatal astrocytes that might bind to motifs in differentially accessible regions.

Statistical analysis and data presentation: (a) Two-sided Wilcoxon Rank Sum test (n= 341 immature vs 268 mature genes with associated differential peaks). Boxplots show: center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers. (c) scRNA-Seq data (from Figure 1), heatmap of mean relative expression for pseudotime bins along lineage 6.

Differential peaks: DESeq2 analysis, n=3 for Astr_P4, n=4 for Astr_2m; two-sided Wald test with Benjamini-Hochberg correction; significance threshold: adjusted p-value $\leq$ 0.05, absolute log2(fold change) $\geq$1;

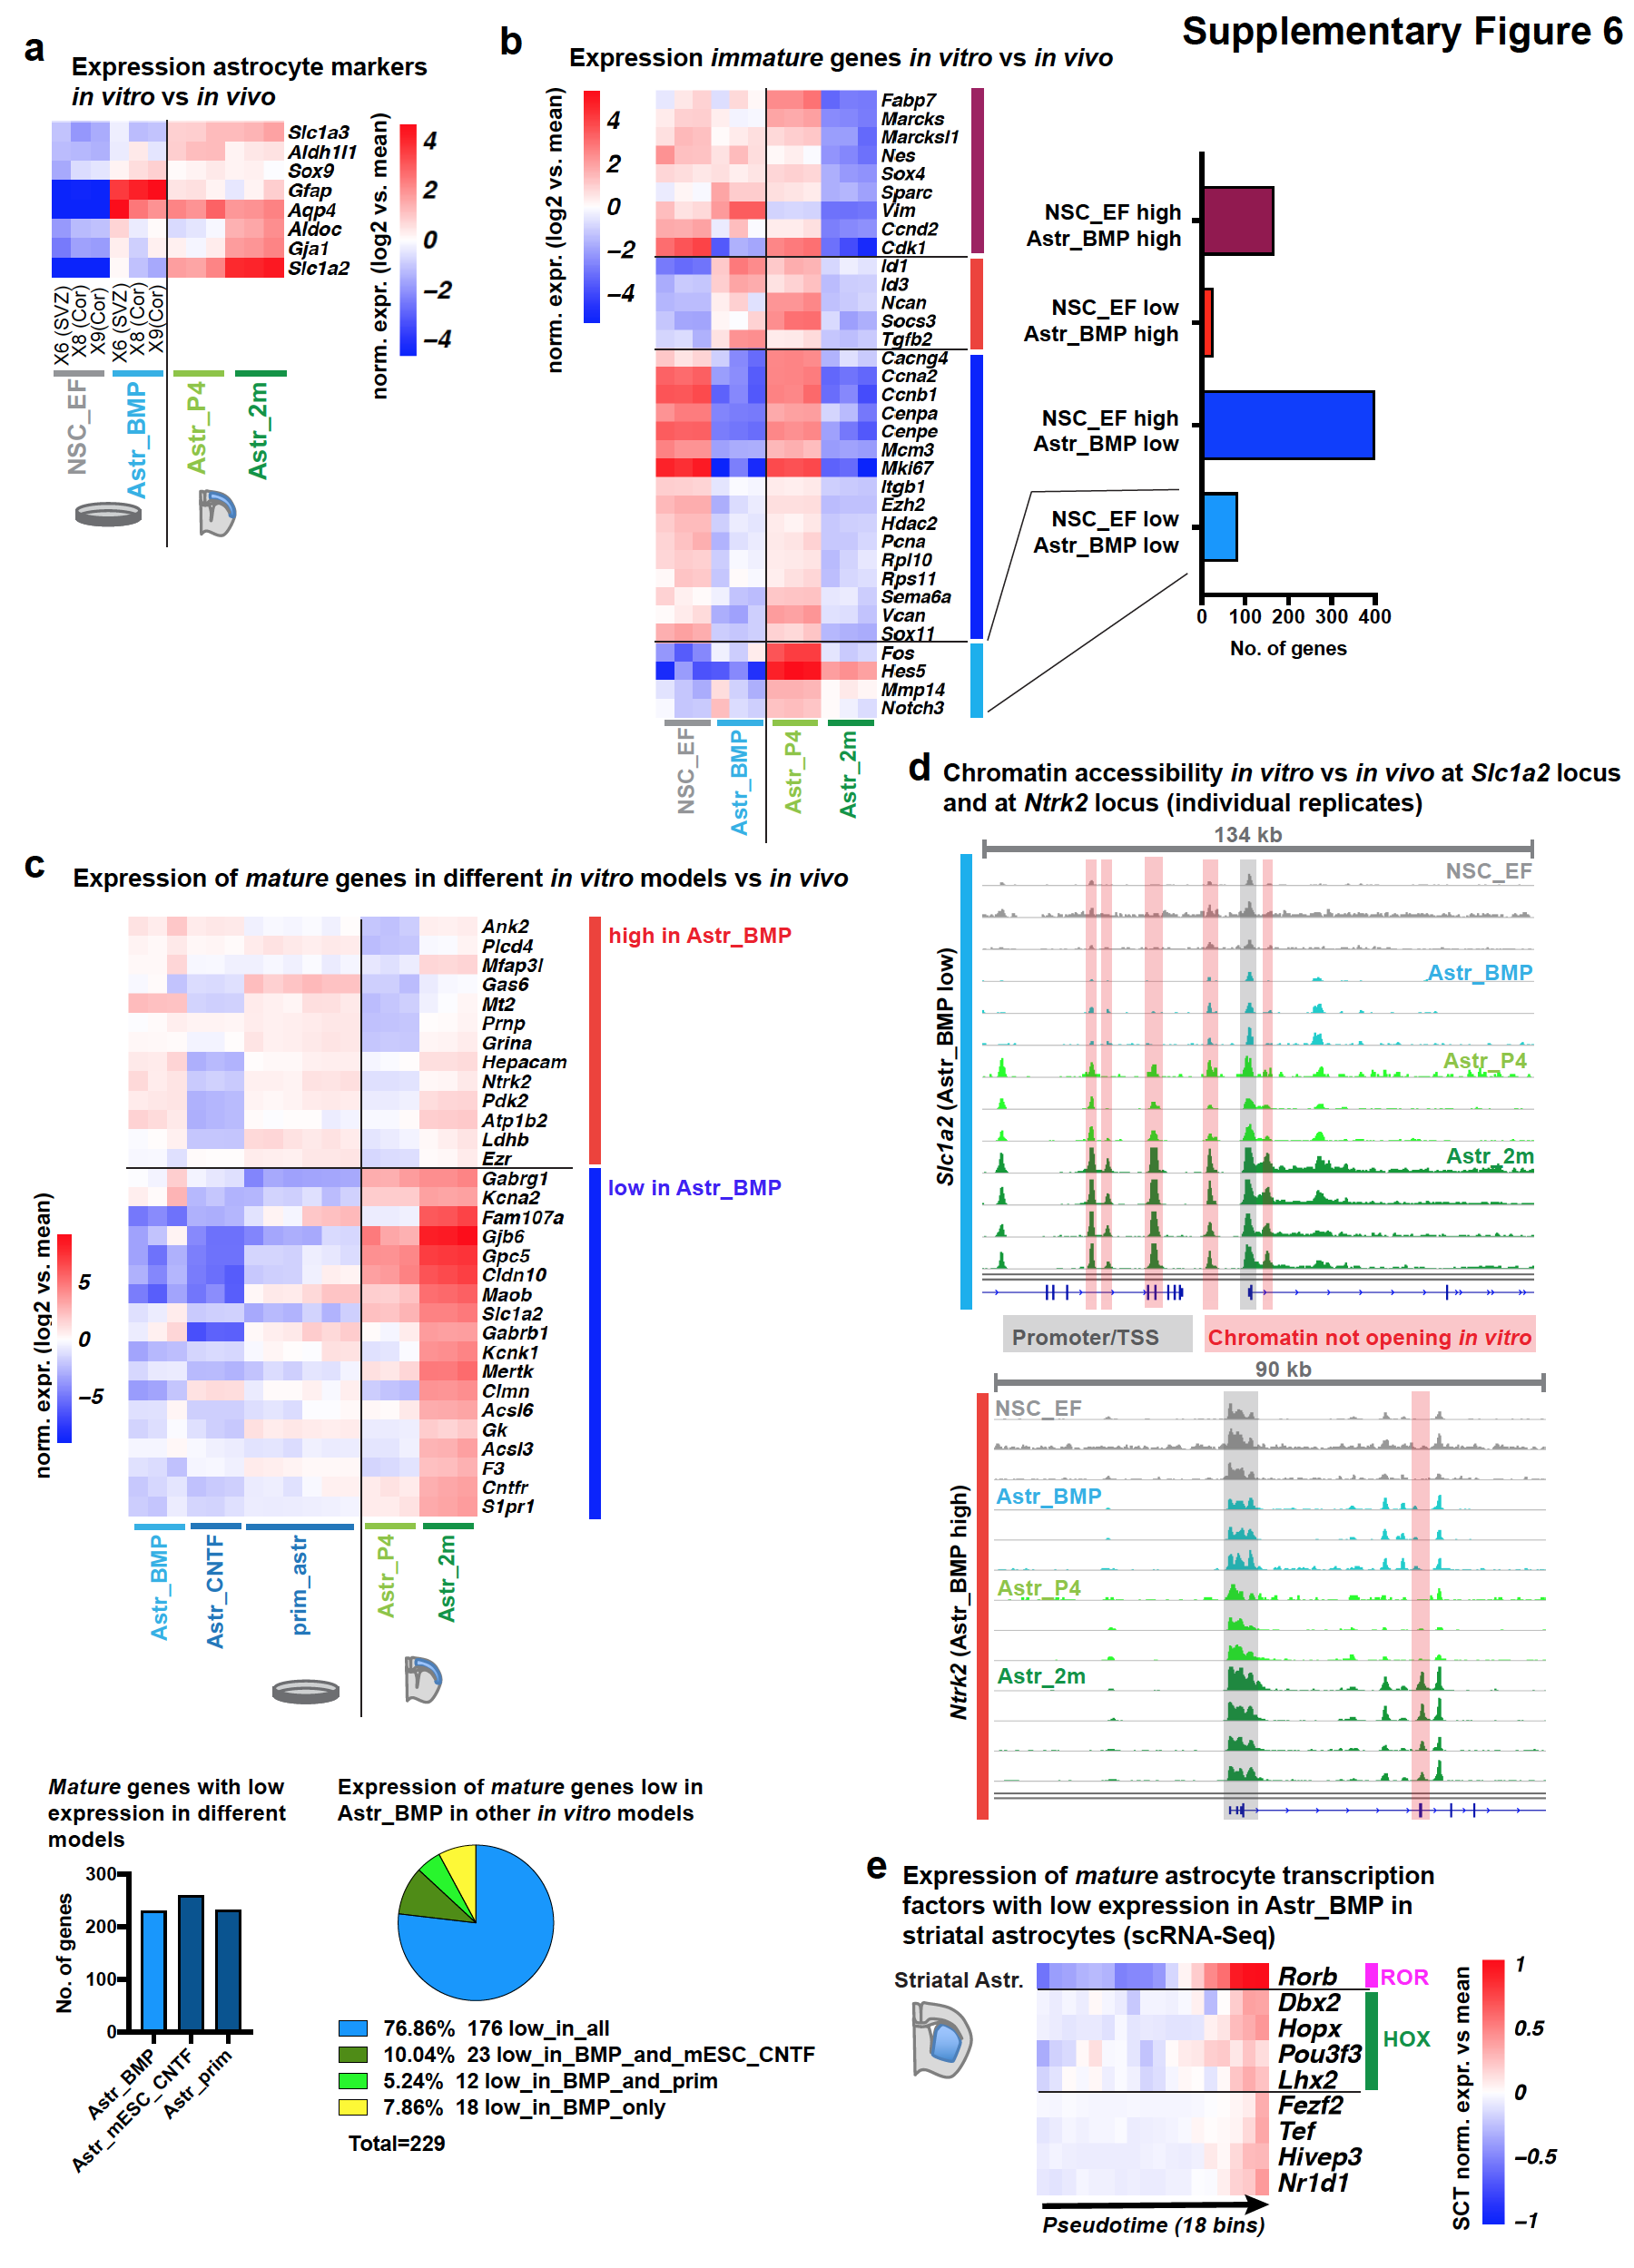

**Supplementary Fig. 6: Characterisation of astrocytes differentiated *in vitro* from cultured NSCs using BMP4 (related to Fig. 4)**

**(a)** Expression of astrocyte markers in astrocytes differentiated *in vitro* with BMP4 for 14 days (Astr_BMP), compared to the original NSCs cultured in EGF/FGF2 medium (NSC_EF), which had been derived from the adult subventricular zone (preparation X6 SVZ) or P3 cortex (preparations X8 Cor, X9 Cor). RNA-Seq, including cortical astrocytes *in vivo* from P4 or 2 months of age (Astr_P4 and Astr_2m, from Fig. 2).

**(b)** Expression of *immature astrocyte-specific* genes (from Fig. 2c) *in vitro* and *in vivo*. Heatmap of selected genes; and total number of genes, grouped by expression grouped by their expression patterns in cultured astrocytes; “NSC_EF/Astr_BMP high” refers to significantly higher expression compared to Astr_2m, “low” to equal or lower expression.

**(c)** Expression of *mature* genes (from Fig. 2c) in different *in vitro* astrocyte models. BMP4 differentiated astrocytes from this study (Astr_BMP), astrocytes differentiated from embryonic stem-cell-derived NSCs differentiated with CNTF (Astr_mESC_CNTF) and cultured primary astrocytes (prim_astr) from published datasets (Tiwari et al., 2018; Hasel et al., 2017). Heatmap of selected genes, and number of genes with low expression in the different *in vitro* models compared to adult cortical astrocytes.

**(d)** Chromatin accessibility at the Ntrk2 and Slc1a2 loci in vivo and in vitro in individual ATAC-Seq replicates.

**(e)** Expression of *mature* transcription factors with dynamic expression in striatal astrocytes, which show a low expression *in vitro* (compared to adult cortical astrocytes). scRNA-Seq data (from Fig. 1), heatmap of mean relative expression for pseudotime bins along lineage 6.

Statistical analysis and data presentation: Differential genes/peaks: DESeq2 analysis, each n=3 (n=4 for ATAC-Seq Astr_2m data); two-sided Wald test with Benjamini-Hochberg correction; significance threshold: adjusted p-value $\leq$ 0.05, absolute log2(fold change) $\geq$1; Heatmaps show log2-transformed mean centred, normalized expression values;

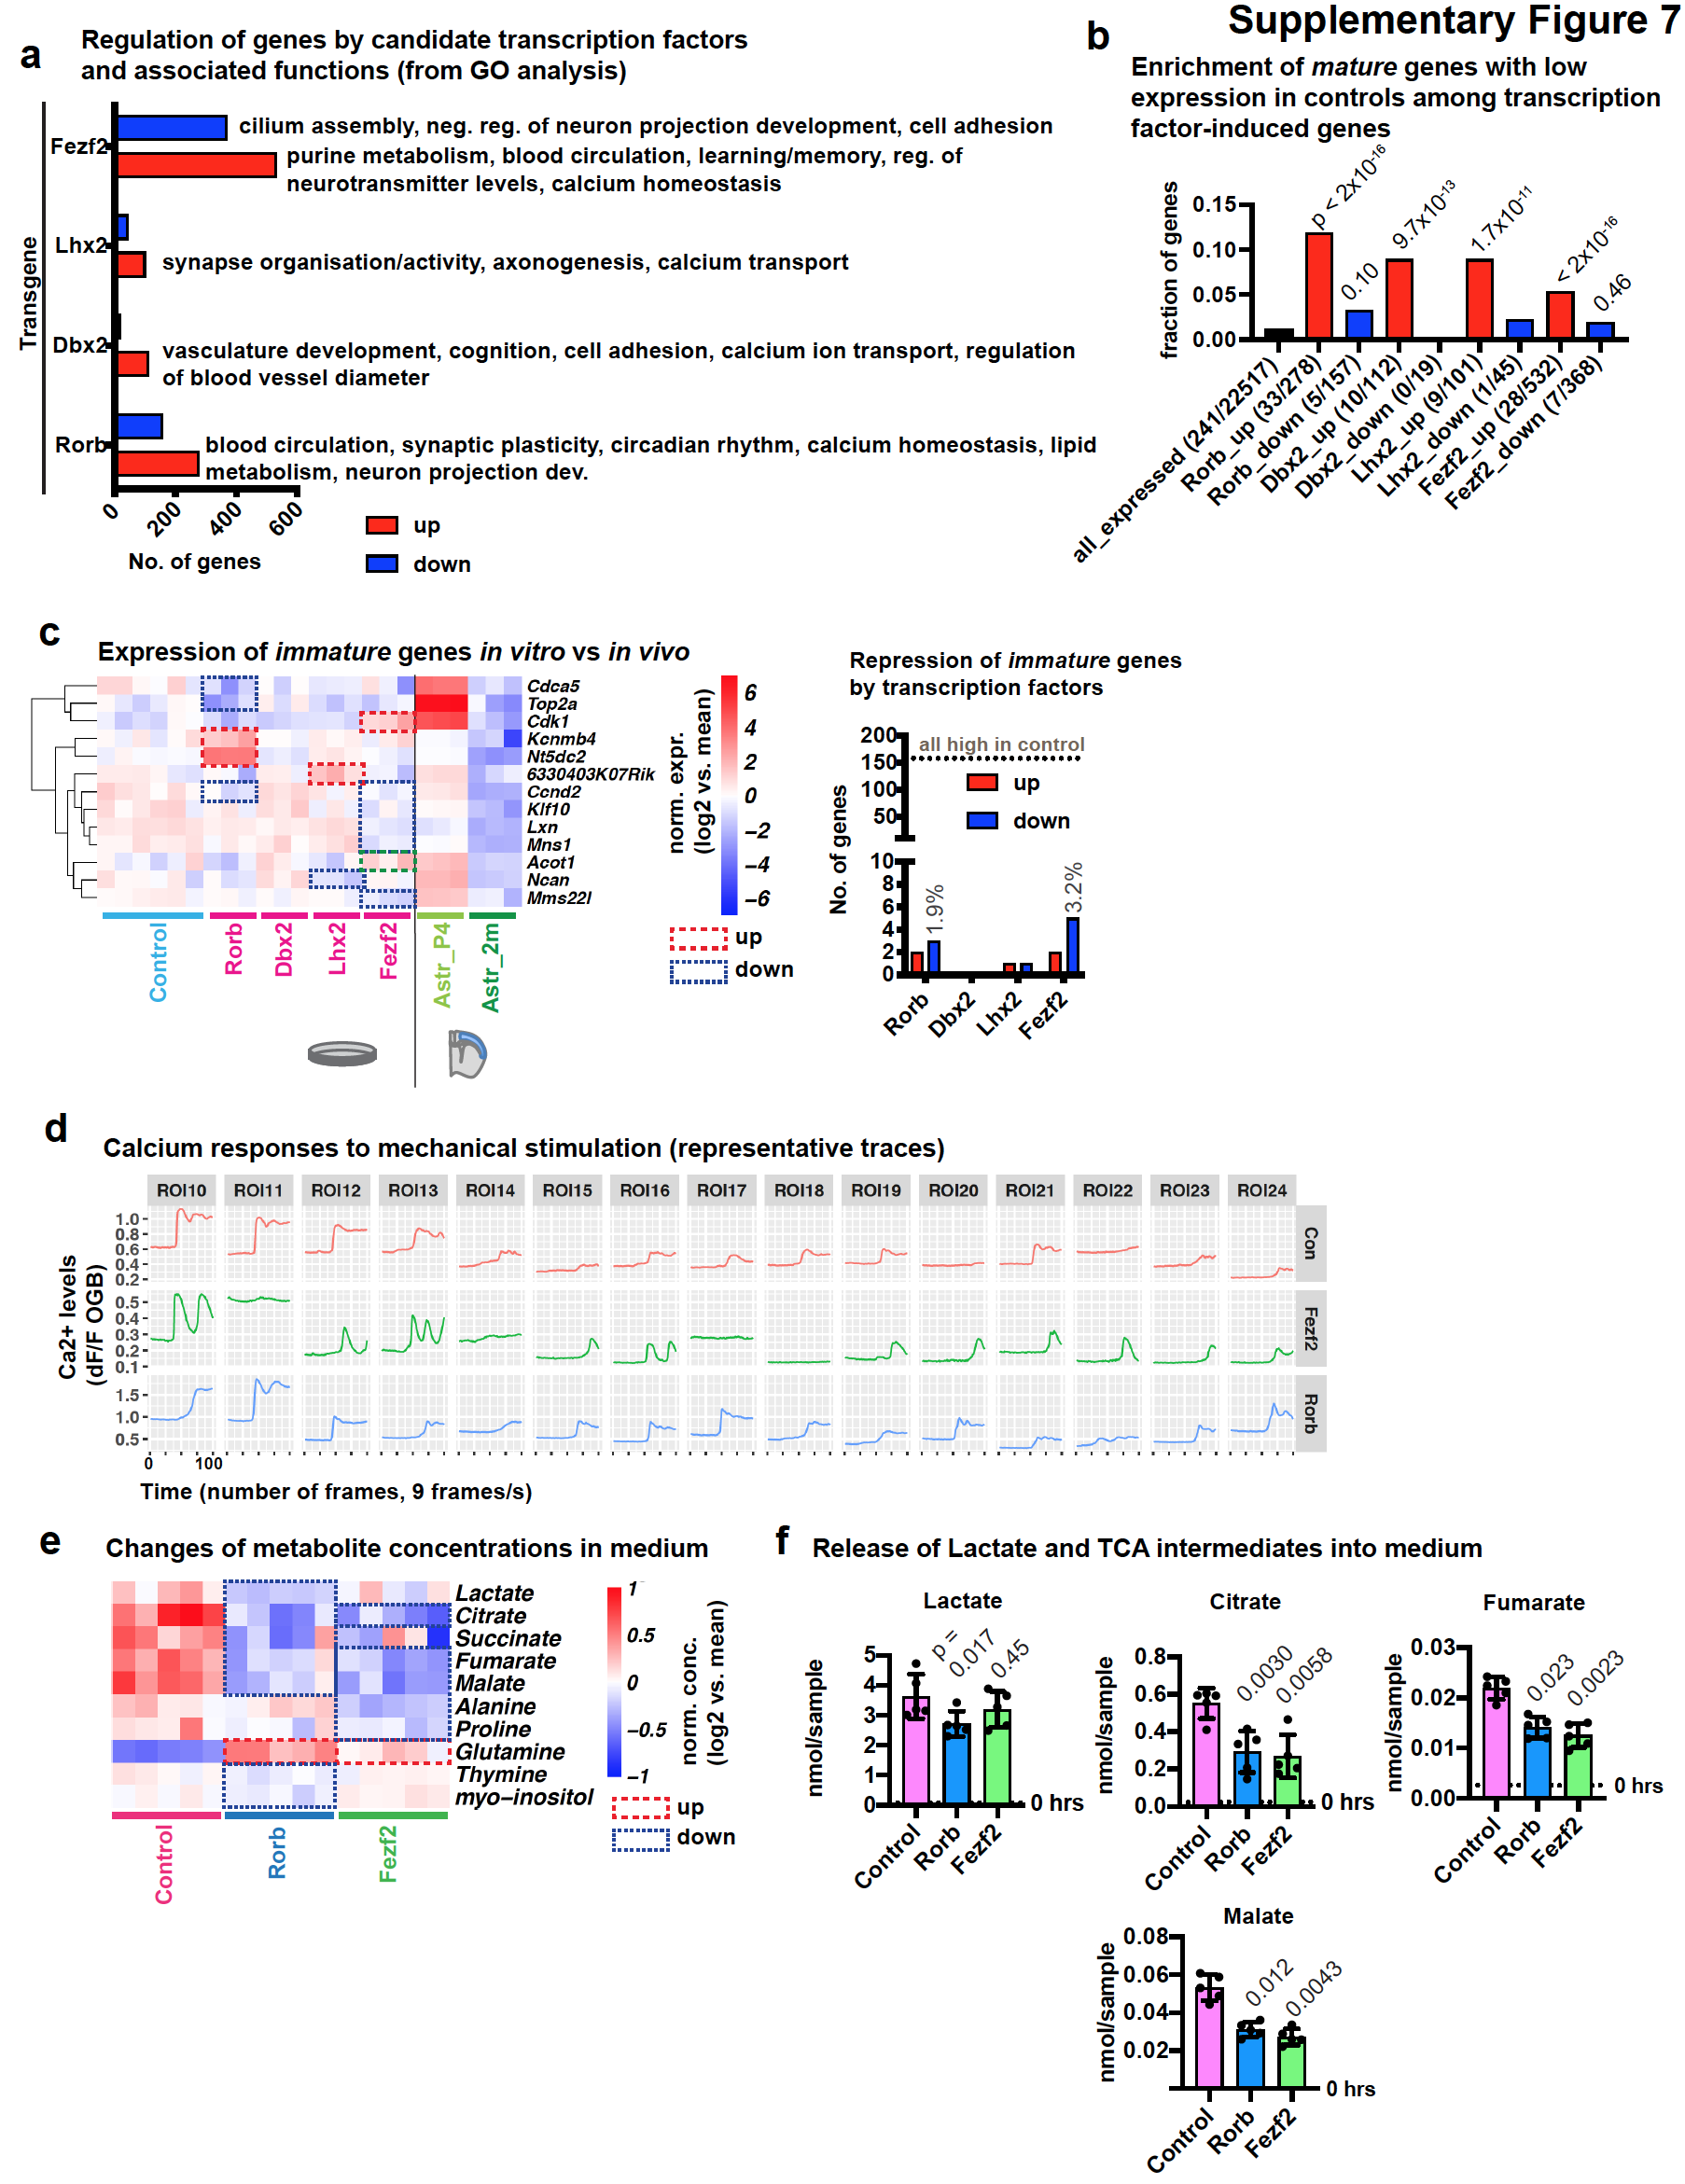

**Supplementary Fig. 7: Characterisation of transcriptional regulation by Rorb, Dbx2, Lhx2 and Fezf2 expression in cultured astrocytes (related to Fig. 5)**

**(a)** Total number of genes differentially expressed in astrocytes expressing candidate transcription factors compared to EGFP controls. Putative functions of these genes from GO analysis (details see Supplementary Data 7).

**(b)** Enrichment of maturation-regulated genes among genes regulated by expression of transcription factors *in vitro*.

**(c)** Expression of *immature astrocyte-specific* genes (from Fig. 2c) compared to in cortical astrocytes *in vivo* (from Figure 2). Heatmap of selected genes; barplot showing that of all immature genes with high expression in EGFP controls small subsets are repressed by the candidate transcription factors.

**(d)** Representative calcium response traces after mechanical stimulation for individual astrocytes in vitro expressing Rorb, Fezf2 or only the rtTA transgene as control (Con). Live cell imaging with the OGB calcium sensor dye.

**(e, f)** Metabolic changes induced by Rorb or Fezf2 in vitro, measured by GC/MS. Relative changes metabolite levels in the culture medium (e), and absolute levels in the culture medium before (0h baseline) and after exposure to the transgenic in vitro astrocytes for 6h (f).

Statistical analysis and data presentation: (b) Pairwise comparison of proportions with Benjamini-Hochberg; adjusted p values are shown. (c) Differential genes: DESeq2 analysis, each n=3 (n=6 for Control); two-sided Wald test with Benjamini-Hochberg correction; significance threshold: adjusted p-value $\leq$ 0.05, absolute log2(fold change) $\geq$1; Heatmaps show log2-transformed mean centred, normalized expression values; (e) Heatmap showing log2-normalised changes in metabolite levels relative to mean of each experiment (n = 5 independent experiments, Two-sided t-tests vs control with Benjamini-Hochberg correction for multiple testing; significant changes (padj < 0.05) are highlighted); (f) Absolute amount of glutamine detected in samples (means +/- SD shown, n = 5 independent experiments, one-way ANOVA with Tukey’s multiple comparisons test);

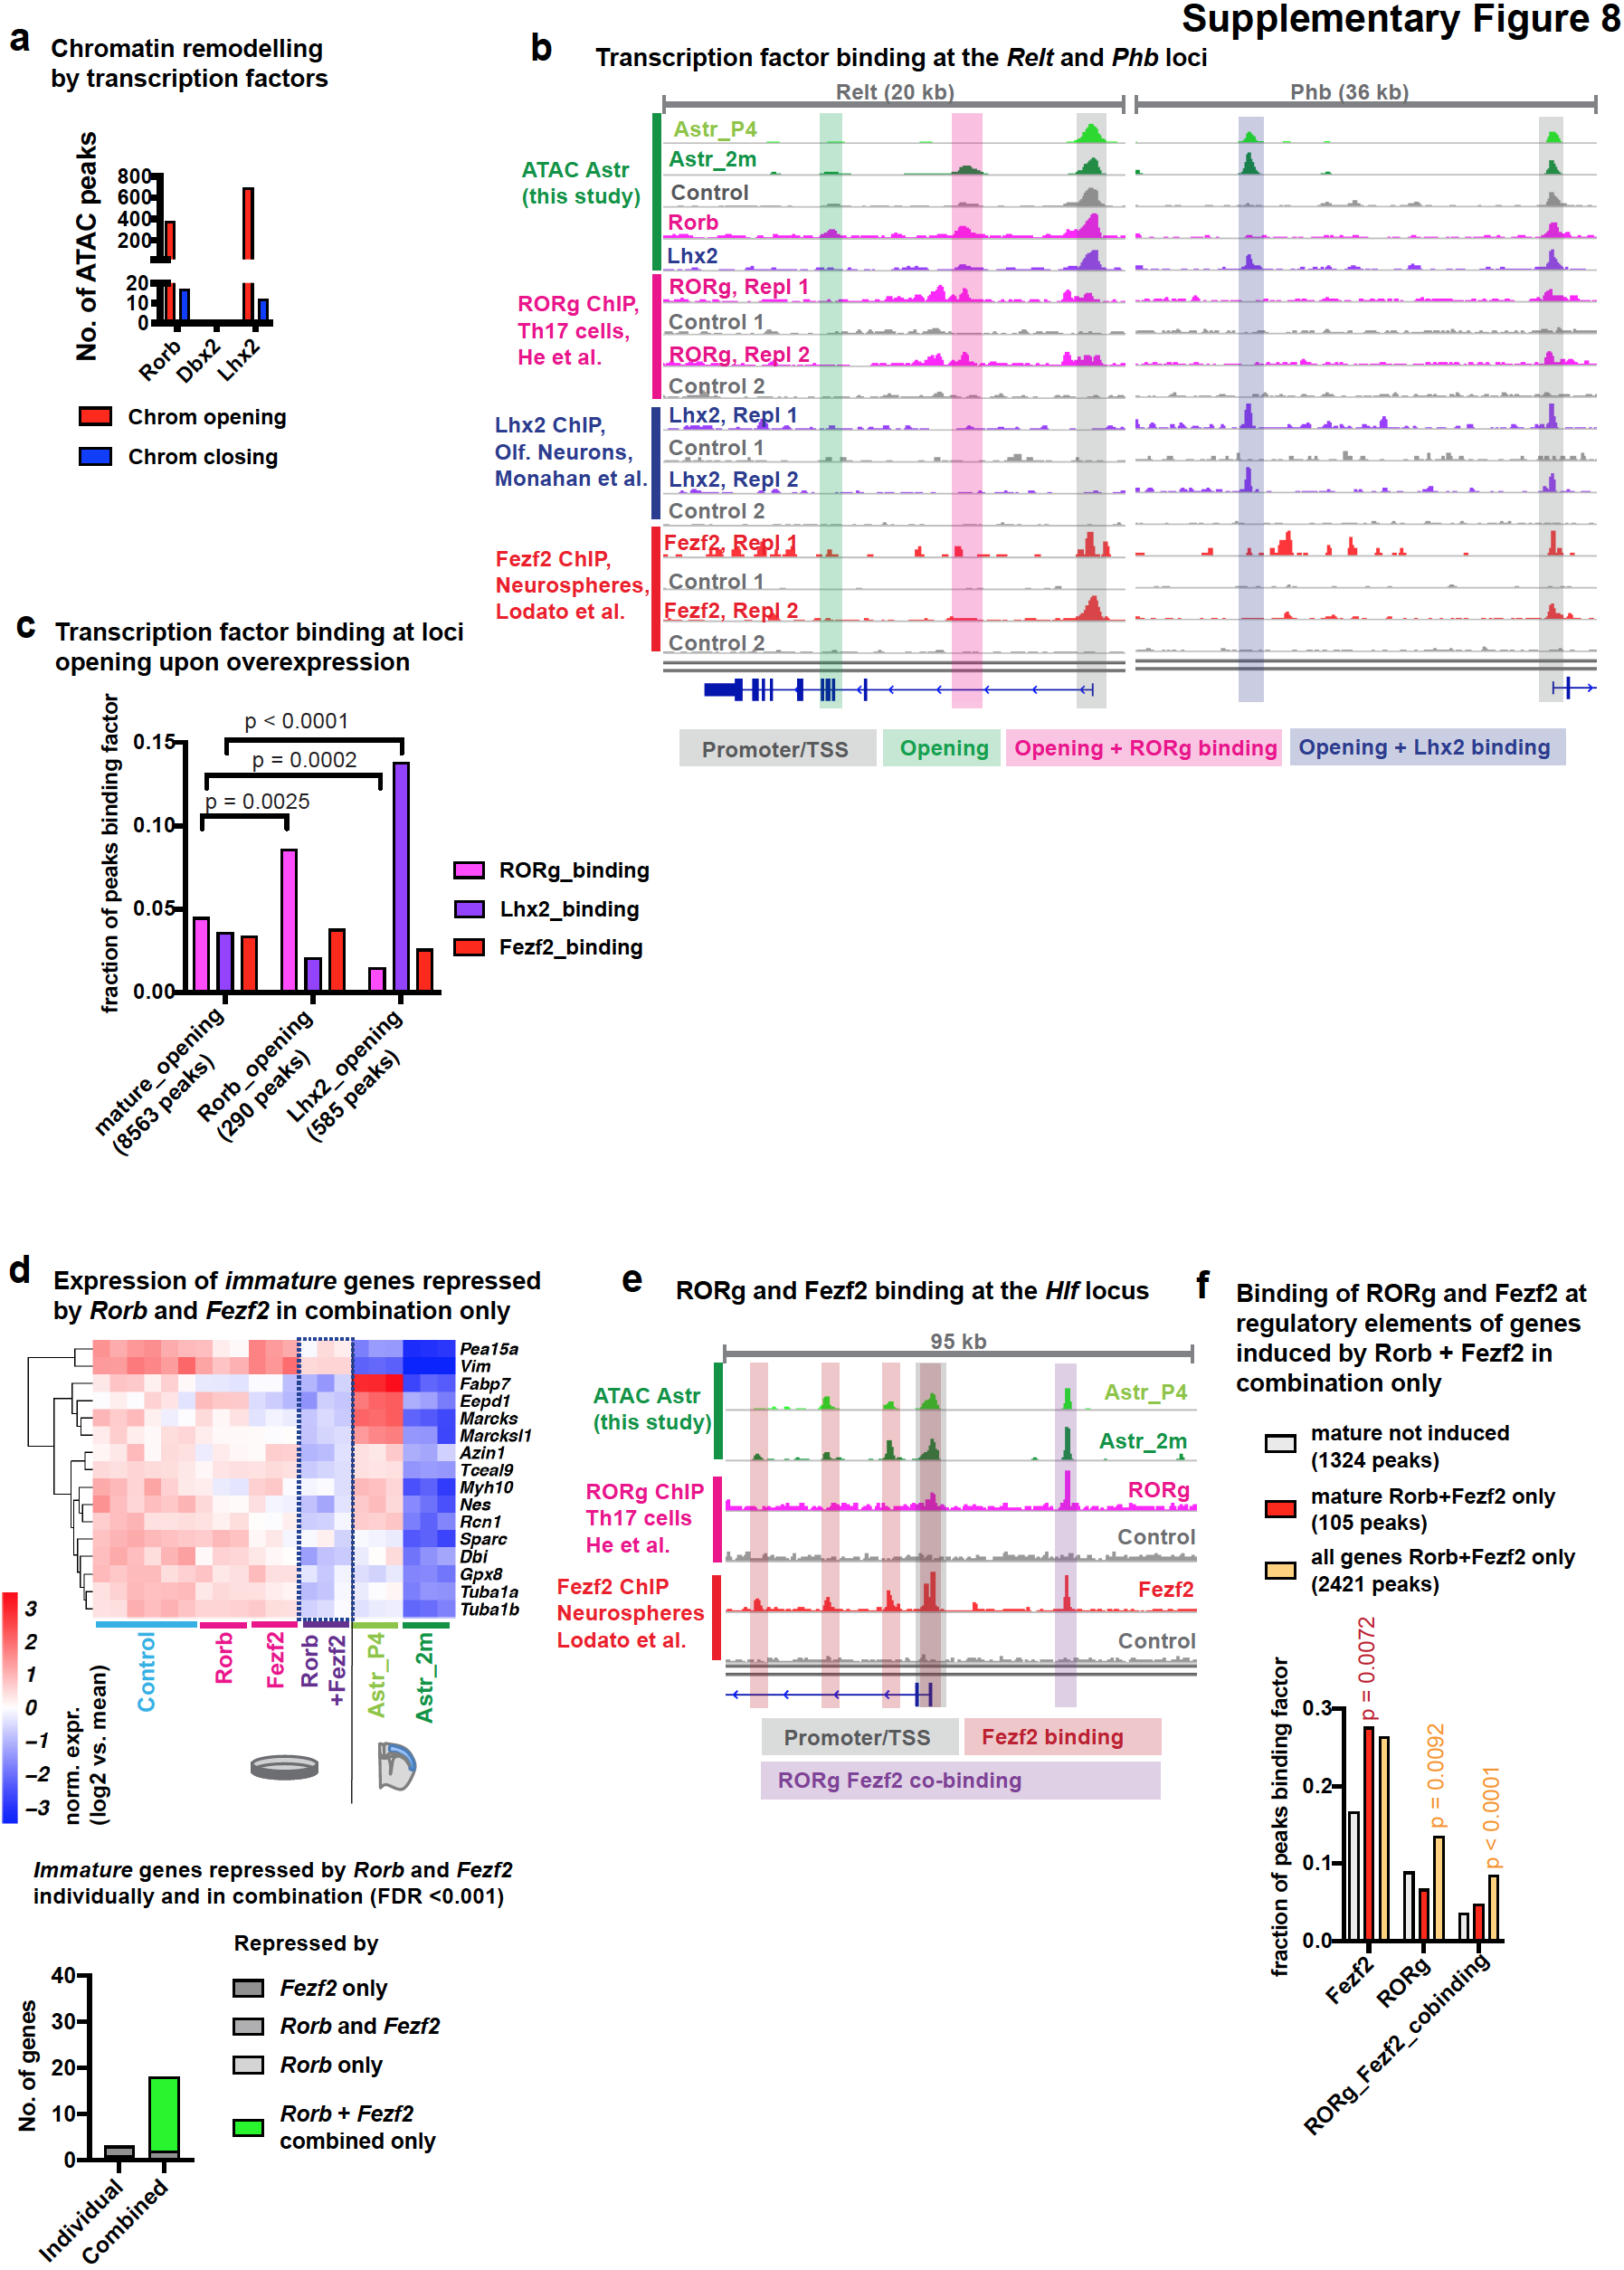

**Supplementary Fig. 8: Additional characterisation of the genomic mechanisms underlying the role of Rorb, Dbx2, Lhx2 and Fezf2 in astrocyte maturation (related to Fig. 6)**

**(a)** Number of ATAC-Seq peaks induced or suppressed by expression of transcription factors in cultured astrocytes.

**(b)** Binding of Lhx2, Fezf2 and the Rorb-related factor RORg in published ChIP-Seq datasets (each two replicates) at the *Relt* and *Phb* loci and chromatin accessibility *in vivo* and in *Rorb*- and *Lhx2*-expressing astrocytes *in vitro* (ATAC-Seq from this study)

**(c)** Enrichment of Lhx2, Fezf2 and RORg ChIP-Seq peaks in chromatin regions gaining accessibility during maturation in vivo or by expression of Rorb or Lhx2 in vitro.

**(d)** Regulation of *immature* genes by combined expression of *Rorb* and *Fezf2*. Samples from (b) were analysed together with astrocytes co-infected with *Rorb* and *Fezf2* viruses. RNA-Seq, including data from Fig. 2.

**(e)** Binding of Fezf2 and the Rorb-related factor RORg in published ChIP-Seq datasets, and chromatin accessibility in astrocytes *in vivo* in ATAC-Seq data from this study, at the *Hlf* locus.

**(f)** Enrichment of Fezf2 and the RORg ChIP-Seq peaks in published ChIP-Seq datasets in open chromatin (putative regulatory elements) linked to genes induced by Rorb and Fezf2 in combination only and in non-regulated *mature* genes.

Statistical analysis and data presentation: (a) Differential peaks: DESeq2 analysis, each n=3 (n=6 for Control); two-sided Wald test with Benjamini-Hochberg correction; significance threshold: adjusted p-value $\leq$ 0.05), absolute log2(fold change) $\geq$1;

(b, e) ATAC tracks represent merged reads of 3 replicates (4 for Astr_2m, 6 for Control), ChIP tracks represent individual replicates. (c, f) p values from two-sided Fisher-test of factor binding vs non-binding regions (in (f) vs regions linked to non-induced *mature* genes); (d) Differential genes: DESeq2 analysis, each n=3 (n=6 for Control); two-sided Wald test with Benjamini-Hochberg correction; significance threshold: adjusted p-value (FDR) $\leq$ 0.001), absolute log2(fold change) $\geq$1; Heatmaps show log2-transformed mean centred, normalized expression values;

**Supplementary table 1: Primers used in this study (for the preparation of ATAC-Seq libraries; Ad1: forward primer; Ad2.X: reverse primers with indicated barcodes for multiplexing)**

| **Primer name** | **Sequence** |
| --- | --- |
| Ad1_noMX: | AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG |
| Ad2.1_TAAGGCGA | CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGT |
| Ad2.2_CGTACTAG | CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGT |
| Ad2.3_AGGCAGAA | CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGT |
| Ad2.4_TCCTGAGC | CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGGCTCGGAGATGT |
| Ad2.5_GGACTCCT | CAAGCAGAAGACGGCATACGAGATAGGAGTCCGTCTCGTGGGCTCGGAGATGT |
| Ad2.6_TAGGCATG | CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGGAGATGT |

# Supplementary material for: Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture
**Source:** Nat Commun. 2021 Jul 15;12:4335. doi: 10.1038/s41467-021-24624-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File name: **Supplementary Data 1**

Description:

Immature and mature striatal astrocyte genes identified by sc-RNA-Seq; sequencing and clustering metrics; pseudotime lineages; sets of dynamically expressed genes with similar expression patterns along pseudotime for the main striatal lineage 6; gene ontology terms enriched in immature and mature striatal astrocyte genes (related to Fig. 1).

File name: **Supplementary Data 2**

Description:

Genes differentially expressed between cortical astrocytes from P4 and 2-month-old mice identified by bulk RNA-Seq, including common *immature* and *mature* astrocyte genes differentially regulated in both striatal astrocyte sc-RNA-Seq and pseudobulk analysis and in cortical bulk RNA-Seq (related to Fig. 2).

File name: **Supplementary Data 3**

Description:

ATAC-Seq sequencing metrics for astrocytes *in vivo* and *in vitro*. (related to Fig. 3, 4, 6, 7).

File name: **Supplementary Data 4**

Description:

Annotations of ATAC-Seq peaks detected in combined P4 and 2-month-old cortical astrocytes. Putative types of regulatory elements and linked target genes; overlap with reference datasets (related to Fig. 3).

File name: **Supplementary Data 5**

Description:

*Immature* and *mature* genes potentially regulated by differential accessibility of regulatory regions; peak-gene pairs of differentially accessible ATAC peaks and linked *immature* and *mature* genes, with normalized chromatin accessibility and gene expression in cortical astrocytes P4 vs 2 months (related to Fig. 3).

File name: **Supplementary Data 6**

Description:

*In vivo* maturation-regulated genes, grouped by their expression in cultured NSCs and BMP4-differentiated astrocytes (related to Fig. 4).

File name: **Supplementary Data 7**

Description:

Genes regulated by Rorb, Dbx2, Lhx2 and Fezf2 expression in astrocytes *in vitro*, and associated gene ontology terms; including *mature* genes with low expression in EGFP controls and *immature* genes with high expression; (related to Fig. 5).

File name: **Supplementary Data 8**

Description:

Characterisation of the genomic mechanisms underlying the role of Rorb, Dbx2, Lhx2 and Fezf in astrocyte maturation; open chromatin regions in astrocytes and overlap with putative transcription factor binding sites from published ChIP-Seq datasets; numbers of binding sites in chromatin changing accessibility upon transcription factor expression; genes regulated by Rorb and Fezf2 in combination and transcription factor binding at regulatory elements of these genes (related to Fig. 6).

File name: **Supplementary Data 9**

Description:

Genes regulated by maturation signals (FGF2, 3D culture) in astrocytes *in vitro*, including signal-induced *mature* genes with low expression in controls (related to Fig. 7).

File name: **Supplementary Movie 1**

Description:

Calcium response (OGB fluorescence) of control in vitro astrocytes (expressing rtTA only) to mechanical stimulation (related to Fig. 5d)

File name: **Supplementary Movie 2**

Description:

Calcium response (OGB fluorescence) of Rorb expressing in vitro astrocytes to mechanical stimulation (related to Fig. 5d)

File name: **Supplementary Movie 3**

Description:

Calcium response (OGB fluorescence) of Fezf2 expressing in vitro astrocytes to mechanical stimulation (related to Fig. 5d)

File name: **Supplementary Software**

Description:

ZIP file with code used for the main analyses of the study, including detailed instructions and files required specific settings/parameters

# Supplementary material for: Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture
**Source:** Nat Commun. 2021 Jul 15;12:4335. doi: 10.1038/s41467-021-24624-5
**Supplement:** Supplementary file 4 — Supplementary Software

**Description of code used for analyses in “Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture” (Lattke et al., 2021)**

Overview

**The following analysis scripts and related files are described in this document:**

- **Figure1_scRNA-Seq_striatum:** *This pipeline was used for the scRNA-Seq analysis of striatal astrocyte maturation (related to Figure 1).*
- **Figure2_RNA-Seq_cortex:** *This pipeline was used for the bulk-RNA-Seq analysis of cortical astrocyte maturation (related to Figure 2).*
- **Figure3_ATAC-Seq_in_vivo:** *This pipeline was used for the bulk-ATAC-Seq analysis of cortical astrocyte maturation (related to Figure 3).*
- **Figure4_ATAC-Seq_BMP_astr_vs_in_vivo**: *This pipeline was used for the bulk-ATAC-Seq analysis of astrocyte maturation in vitro vs in BMP astrocytes in vitro (related to Figure 4).*
- **Figure4_RNA-Seq_BMP_astr_vs_in_vivo:** *This pipeline was used for the bulk-RNA-Seq analysis of astrocyte maturation in vitro vs in BMP astrocytes in vitro (related to Figure 4).*
- **Figure5_metabolite_analysis:** *This pipeline was used for the metabolomic analysis of astrocytes differentiated in vitro overexpressing specific transcription factors (related to Figure 5).*
- **Figure5_RNA-Seq_transcription_factor_expression:** *This pipeline was used for the bulk-RNA-Seq analysis of astrocytes differentiated in vitro overexpressing specific transcription factors (related to Figure 5).*
- **Figure6_ATAC-Seq_transcription_factor_expression:** *This pipeline was used for the bulk-ATAC-Seq analysis of transcription factor expression in vitro vs astrocytes in vivo (related to Figure 6).*
- **Figure6_RNA-Seq_Rorb_Fezf2_co-expression:** *This pipeline was used for the bulk-RNA-Seq analysis of astrocytes differentiated in vitro overexpressing Rorb and Fezf2 in combination (related to Figure 5).*
- **Figure7_ATAC-Seq_maturation_signals:** *This pipeline was used for the bulk-ATAC-Seq analysis of different culture conditions in vitro vs astrocytes in vivo (related to Figure 7).*
- **Figure7_RNA-Seq_maturation_signals:** *This pipeline was used for the bulk-RNA-Seq analysis of different culture conditions in vitro vs astrocytes in vivo (related to Figure 7).*
- **FigureS2A_RNA-Seq_cortex_bulk_vs_Str_pseudobulk:** *This pipeline was used for the pseudo-bulk-RNA-Seq comparison of striatal and cortical astrocyte maturation (related to Figure S2A).*
- **FigureS6C_RNA-Seq_BMP_vs_published_in_vitro_astrocytes:** *This pipeline was used for the comparison of astrocyte maturation in vitro and in vivo with different published astrocyte in vitro models (related to Figure S6C).*
- **FigureS8_re-analysis_published_ChIP_vs_astrocyte_ATAC-Seq**: *This pipeline was used for the comparison of published ChIP-Seq datasets to ATAC- and RNA-Seq data from the transcription factor expression in vitro experiments (related to Figure S8).*

**Table of contents**

[Overview 1](#_Toc67393505)

[1. Figure1_scRNA-Seq_striatum 3](#_Toc67393506)

[2. Figure2_RNA-Seq_cortex 5](#_Toc67393507)

[3. Figure3_ATAC-Seq_in_vivo 6](#_Toc67393508)

[4. Figure4_ATAC-Seq_BMP_astr_vs_in_vivo 8](#_Toc67393509)

[*5.* Figure4_RNA-Seq_BMP_astr_vs_in_vivo 9](#_Toc67393510)

[6. Figure5_metabolite_analysis 10](#_Toc67393511)

[7. Figure5_RNA-Seq_transcription_factor_expression 11](#_Toc67393512)

[8. Figure6_ATAC-Seq_transcription_factor_expression 12](#_Toc67393513)

[9. Figure6_RNA-Seq_Rorb_Fezf2_co-expression 13](#_Toc67393514)

[10. Figure7_ATAC-Seq_maturation_signals 14](#_Toc67393515)

[11. Figure7_RNA-Seq_maturation_signals 15](#_Toc67393516)

[12. FigureS2A_RNA-Seq_cortex_bulk_vs_Str_pseudobulk 16](#_Toc67393517)

[13. FigureS6C_RNA-Seq_BMP_vs_published_in_vitro_astrocytes 17](#_Toc67393518)

[14. FigureS8_re-analysis_published_ChIP_vs_astrocyte_ATAC-Seq 18](#_Toc67393519)

1. Figure1_scRNA-Seq_striatum

**Script:**

Figure1_scRNA-Seq_striatum.R

*This pipeline was used for the scRNA-Seq analysis of striatal astrocyte maturation (related to Figure 1).*

**Input files required:**

- ***10X-scRNA-Seq data mapped with cellranger***

In ‘00_input’ folder (provided):

- **group_tab.csv:** *for each sample* *specification of sample name, path to cellranger output, experimental group*
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

The exact reproduction of the analysis also requires (provided or publicly available):

- In ‘00_input’ folder:
  - **l6_r3_astroependymal_cells.loom:** *reference dataset from Zeisel et al., 2018 (from* [*http://loom.linnarssonlab.org/*](http://loom.linnarssonlab.org/)*) (for Part 5, Part 7)*
- **02_reg_genes_cortex.csv:** *set of genes differentially regulated during cortical astrocyte maturation from bulk-RNA-seq analysis (from* Figure2_RNA-Seq_cortex,

*for Part 7)*

- In ‘01_output’ folder (modified versions of files created by pipeline):
  - 01_cluster_assignment.csv: *manually assigned cluster names for complete dataset*
  - 02_clusters for reclustering.csv: *clusters used for reclustering*
  - 06_module_consolidation_table.csv: *gene modules generated by hierarchical clustering and corresponding names for manual module merging*
- Exact pseudotime coordinates used in the analysis, which are provided in: ‘cell_meta_data_for_resource.csv’

**Workflow description:**

**Part 1 (lines 1 - 237) used Seurat 3 for basic filtering and UMAP clustering and related visualisations for cell type identification.**

*Note that the ‘resolution’ parameter of the FindClusters() function is critical for the cluster assignment. Creates also a raw count matrix by cell and a pseudobulk matrix of all cells per sample merged.*

*The output file ‘01_cluster_assignment.csv‘ (provided) was modified to assign cluster names in Part 2.*

**Part 2 (lines 238 - 311): Cluster names were annotated and statistics about the cellular composition of the datasets was generated.**

*The output file ‘02_clusters for reclustering.csv’ (provided) was modified to select cell clusters for further detailed analyses in Part 3 (other clusters were deleted).*

**Part 3 (lines 312 - 378): Cells from the selected clusters were isolated and reclustered using Seurat 3 UMAP clustering and selected visualisations were plotted.**

*Note that the ‘resolution’ parameter of the FindClusters() function is critical for the cluster assignment.*

**Part 4 (lines 379 - 499): Slingshot was used for pseudotime lineage analysis using cluster assignments after reclustering in Part 3 with cluster 6 as starting point.**

*The slingshot analysis was performed with the critical command parameters: slingshot(sce, reducedDim = 'PCA', clusterLabels = sce$seurat_clusters, start.clus = 6, approx_points = 100). A PCA plot for presentation was generated coloured by cluster assignment for each cell, also showing cluster centres (median PC loadings for each cluster) and connections between clusters according to the Slingshot lineage analysis. Clusters for pseudotime analysis and the cluster colour scheme is defined in the beginning. Note that the precise Slingshot pseudotime values may not be completely reproducible between runs.*

**Part 5 (lines 500 - 643): Characterisation of the clusters by integration with the reference dataset form Zeisel et al., 2018.**

*The Seurat object imported from the relevant loom file was merged with the Seurat object from Part 4 using the Seurat 3 integration approach (with the IntegrateData() function).* ***This integration step takes a significant amount of time to complete.*** *For the presentation of the UMAP plot of the merged dataset, clusters from the current dataset were manually color-coded according to the branch of the Slingshot lineage trajectory. The reference populations were color-coded using the “Description” metadata column, according to their clustering by brain region in the original study by Zeisel et al., in a separate presentation.*

**Part 6 (lines 644 - 1157): Analysis of gene expression changes along pseudotime. tradeSeq was used to identify genes with dynamic expression along pseudotime, followed by binning of gene expression along pseudotime and supervised clustering to group genes with similar pseudotemporal expression patterns.**

*Lineage 6 from the Slingshot analysis from Part 4 was manually set to use for the pseudotemporal gene expression analysis. Initially, the PCA/lineage plot from Part 4 was replotted with lineage 6 highlighted and plotted color-coded by pseudotime along lineage 6. Next (lines 711 - 734), a negative binomial GAM model was fit for the SCT normalised expression of all genes to identify genes with pseudotemporally dynamic expression using the fitGAM() function, followed by the associationTest() function, to extract p-values for the pseudotemporal gene expression dynamics.* ***For all genes, this step takes several hours to complete on a normal laptop****, therefore it might be reasonable to limit the analysis to a specific subset of genes, e.g. the most variable genes.*

*In the following steps (lines 736 - 938), pseudotime bins are defined, a matrix with the expression changes per bin per gene is created (for each gene the mean SCT normalised expression per bin is calculated for each bin with more than 10 cells, and centered on the mean of all bins). Genes with minimal changes are removed and genes are initially ordered by hierarchical clustering according to their expression pattern. Three critical parameters are set for the grouping of genes according to their pseudotemporal expression pattern, which have to be determined empirically. The number of pseudotime bins is set in line 750 (here 20 bins), threshold to remove genes with only minimal changes is set in line 814 (minimal deviation from mean in any bin, here 0.2), and in line 832 the number of initial gene modules created by hierarchical clustering (here 50 modules).* ***A heatmap (‘06_heatmap_by_pseudotime_with_gene_modules.pdf’) and a table are created (‘06_module_consolidation_table.csv’), which can be used to merge these original gene modules to broader manually defined consolidated modules.*** *After the manual module consolidation (line 939 - 1157), gene number statistics are generated and plots for presentation are created (adjust plotted cell clusters, colors, plotted bins (here 2-19), and order of plotted modules in lines (1000-1012). Plots include a plot with the distribution of cells in each bin by cell cluster, and various heatmaps, of all genes by module and of selected gene sets.*

**Part 7 (lines 1158-1394): Downstream analyses of genes identified by pseudotime analysis in Part 6. Gene Ontology analysis, comparison of regulated gene sets with gene sets identified in cortical astrocyte bulk RNA-Seq analysis (from ‘Figure2_RNA-Seq_cortex’), and expression of shared genes between both datasets in comparison to the reference dataset from Zeisel et al. (from Part 5)**

*Gene ontology analysis of combined immature/mature gene modules (highest expression in early stages or at end of pseudotime trajectory). Modules are manually merged (lines 1172-1176) and combined gene sets analysed using the clusterprofiler package. Comparisons with the gene sets from the cortical astrocyte bulk analysis were manually defined (lines 1207 - 1238). Gene number statisitics and a table with the different gene sets were created (07_Cor vs Str immat mat genes_genes.csv), which includes the common immature/mature signature used throughout the paper. Heatmaps showing the expression of these gene sets and the hierarchical clustering of the different populations based on these genes are shown for the merged dataset including the reference populations from Zeisel et al. from Part 5.*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**1C:** 01_UMAP_by_cluster_and_sample.pdf, 01_UMAP_Sox9_Cldn5_Sox10.pdf

**1D:** 03_UMAP_by_cluster_sample_reclustered.pdf, 03_UMAP_reclustered_Ki67.pdf

**1E:** 06_slingshot analysis_start_clust_6_lineage_6_with pseudotime.pdf

**1F:** 06_stat_cluster_by_pseudotime_bin_2-19.pdf, 06_heatmap_pseudotime_gene_expr_cons_modules.pdf

**S1A:** 01_UMAP_by_cluster_and_sample.pdf

**S1B:** 01_UMAP_Sox9_Cldn5_Sox10.pdf

**S1C:** 02_Dotplot_cell markers_clusters_named.pdf

**S1D:** 05_UMAP_Str_astr_clusters_vs_Zeisel18.pdf

**S2C:** 07_heatmap_expr_vs_Zeisel18_mat_common.pdf, 07_heatmap_expr_vs_Zeisel18_immat_common.pdf

**S3A:** 06_heatmap_pseudotime_gene_expr_mat_immat_sel_IF.pdf

**S5C:** 06_heatmap_pseudotime_gene_expr_mat_immat_sel_ETS_TFs.pdf, 06_heatmap_pseudotime_gene_expr_mat_mat_sel_ROR_HOX_TFs.pdf

**S6E:** 06_heatmap_pseudotime_gene_expr_mat_mat_TF_sel_BMP_low.pdf

**Table S1**: 01_raw_merged_dataset_stats_by_sample.csv, 02_cell_fract_by_sample.csv, 02_cell_number_by_sample.csv, 04_slingshot lineages_clusters included.csv, 06_Stats_genes_by_module_cons.csv, 06_genes_by_module_cons.csv, 07_GO_immature.csv,

07_GO_mature.csv

**Table S2:** 07_Cor vs Str immat mat genes_genes.csv (only common maturation signature genes)

1. Figure2_RNA-Seq_cortex

**Script:**

Figure2_RNA-Seq_cortex.R

*This pipeline was used for the bulk-RNA-Seq analysis of cortical astrocyte maturation (related to Figure 2).*

**Input files required:**

In ‘00_input’ folder (provided):

- **matrix.csv**: *count matrix (output from mapping pipeline crickbabs/BABS-RNASeq; https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2)*
- **group_tab.csv:** *for each sample* *specification of sample name (from matrix.csv), experimental group*
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

The exact reproduction of the analysis also requires (provided or publicly available):

- **06_genes_by_module_cons.csv** (in ‘00_input’ folder): *output from scRNA-Seq analysis (Figure1_scRNA-Seq_striatum); required to highlight maturation-regulated genes from this analysis in volcano plot (in Part3)*

**Workflow description:**

**Part 1 (lines 1 - 160) used DESeq2 for differential gene expression analysis and initial filtering for expressed and differentially expressed genes.**

*Ensembl gene IDs are converted to MGI gene symbols using the biomaRt package. DESeq analysis is run comparing all groups defined in ‘group_tab.csv’. Raw counts, normalised counts, log2-transformed normalised counts and the statistics output for the comparisons defined in comparisons.csv are collected in one table. Lowly expressed genes (normalised counts <10 in all samples) are removed and differentially expressed genes identified (padj < 0.05, abs(log2FC) > 1 in any of the defined comparisons).*

**Part 2 (lines 161 - 216): Manual definition of gene sets for further analyses (e.g. differentially expressed in specific comparison).**

*Saves table with genes in each gene set and table with related gene number statisitics*

**Part 3 (lines 217 - 360): Plotting of volcano plot and heatmaps for presentation**

*Volcano plot parameters are manually defined in lines 227 - 261. Manually defined gene sets are plotted from lines 350 onwards with the custom function plot_expr_heatmap().*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**2C:** 03_volcano plot with striatal and selected genes.pdf

**3G:** 03_heatmap_mature_immature_sel_ETS_TFs.pdf, 03_heatmap_mature_mature_sel_ROR_HOX_TFs.pdf

**S3A:** 03_heatmap_mature_immature_sel_IF.pdf

**Table S2:** 02_reg_genes_cortex.csv

1. Figure3_ATAC-Seq_in_vivo

**Script:**

Figure3_ATAC-Seq_in_vivo.R

*This pipeline was used for the bulk-ATAC-Seq analysis of cortical astrocyte maturation (related to Figure 3).*

**Input files required:**

Output from ATAC mapping pipeline (crickbabs/BABS-ATACSeqPE nextflow pipeline; https://github.com/ crickbabs/BABS-ATACSeqPE; git commit id: 22edccf72855d42e6692a27385cf50666c8f391c), in ‘00_input’ folder:

- **merged_peaks.bed:** *bed file of peaks called of the merged dataset (“sample level” analysis)*
- **merged_peaks.homer.annotatePeaks.txt:** annotations from pipeline for called peaks
- **merged_peaks.results.txt:** *table including the raw counts for annotated peaks for each sample*

*Note that the BABS-ATACSeqPE pipeline is now superseded; a newer version is available as part of the nf-core project: nf-core/atacseq pipeline (https://doi.org/10.5281/zenodo.263413272)*

*DEseq2 results table from related RNA-Seq analysis (see ‘Figure2_RNA-Seq_cortex’,* in ‘00_input’ folder*)*

- **01_Deseq_results_expressed.csv**

In ‘00_input’ folder (provided):

- **group_table.csv:** *for each sample* *specification of sample name (from ‘merged_peaks.results.txt’), experimental group*
- **comparisons.csv:** *experimental groups to compare in DESeq2 analysis*
- **group_tab_RNA.csv:** *group table from related RNA-Seq analysis (see ‘Figure2_RNA-Seq_cortex’)*
- **comparisons_RNA.csv:** *comparisons table from related RNA-Seq analysis (see ‘Figure2_RNA-Seq_cortex’)*

The exact reproduction of the analysis also requires (in ‘00_input’ folder):

- **mus_musculus.GRCm38.Regulatory_Build.regulatory_features.20161111.gff:** *the Ensembl genomic feature annotation database from* [*https://www.ensembl.org*](https://www.ensembl.org)
- **Bed files from the Encode database (**[**https://www.encodeproject.org**](https://www.encodeproject.org)**) with the following identifiers:**
  - **ENCFF172LKQ:** *H3K4me1-ChIP-seq peaks for forebrain P0*
  - **ENCFF746YEV:** *H3K4me1-ChIP-seq peaks for adult cortex*
  - **ENCFF591XUM:** *DNase-seq peaks for brain E18.5*
  - **ENCFF865BUI:** *DNase-seq peaks for adult brain*
- **mCO.enh.1e-2_mm10.bed:** *regulatory regions in cortex tissue from Ron et al., 2017, liftover to mm10 genome coordinates*
- **pombo_NPC_NcoI.enh_1e-2_mm10.bed:** *regulatory regions in neural progenitors from Ron et al., 2017, liftover to mm10 genome coordinates*
- **Shen12_brainE14_mm10.bed:** *regulatory regions in E14 brain tissue from Shen et al., 2012, liftover to mm10 genome coordinates*
- **Shen12_cortex_mm10.bed:** *regulatory regions in cortex tissue from Shen et al., 2012, liftover to mm10 genome coordinates*
- **07_Cor vs Str immat mat genes_genes.csv:** *gene sets including the common immature and mature signature (output from ‘Figure1_scRNA-Seq_striatum’)*

**Workflow description:**

**Part 1 (lines 1 - 248) Addition of peak annotations from reference datasets, classification of peaks and identification of putative target genes**

*Based on annotations from ‘merged_peaks.homer.annotatePeaks.txt’. Additional annotations are added from overlapping genomic regions from reference datasets specified in lines 42-106 using the annotate_set() function (lines 113-156). Peaks are classified into “Promoters” (annotated promoters/TSSs), “Enhancers” (annotated enhancers and peaks overlapping with H3K4me1 peaks in reference sets) and “Others”. For each peak, target genes are assigned according to the original annotation form the mapping pipeline (closest TSS), plus genes for which regulatory regions from reference datasets are overlapping with the peak. An additional more stringent target assignment is performed by using only the closest TSS with less than 100kb distance as target gene.*

**Part 2 (lines 249 - 433) Analysis of differential chromatin accessibility using DESeq2**

*Chromatin accessibility at the peaks identified by the mapping pipeline is quantified and differential accessibility between the selected groups is determined using DESeq2, based on read counts from the output of the mapping pipeline (merged_peaks.results.txt) and the defined groups (group_table.csv, comparisons.csv). Raw counts, normalised counts, log2-transformed normalised counts and the statistics output for the comparisons defined in comparisons.csv are collected in one table. Lowly accessible regions (normalised counts <25 in all samples) are removed and differentially accessible regions identified (padj < 0.05, abs(log2FC) > 1 in any of the defined comparisons). DESeq results tables similar to the RNA-Seq analyses (see ’Figure2_RNA-Seq_cortex’) are created, including the peak type and target annotations from Part 1, as well as bed files containing peak IDs and target genes in peak labels. Statistics for the numbers of different peak classes are generated.*

**Part 3 (lines 434 - 547) Integration of chromatin accessibility and gene expression data**

*Differential chromatin accessibility (from Part 2) and gene expression data (from ’Figure2_RNA-Seq_cortex’) are integrated based on the predicted peak - target gene pairs identified in Part 1, and then filtered as described for the individual datasets. The merged dataset contains normalised counts for each sample for ATAC and RNA data, the relevant logFC and padj data for the defined comparisons, gene and peak IDs and peak classes (one line for each gene-peak-pair)*

**Part 4 (lines 548 - 758) Analysis of chromatin accessibility changes at peaks linked to immature/mature gene sets**

*Binary/qualitative code for differential accessibility and expression is added to combined results table from Part 3 (-1/0/1 for increased/unchanged/decreased accessibility or expression). Sets of gene - peak pairs are manually defined (lines 586 - 603). Statistics for the number of genes in each set are generated. Number of peaks with different regulation directions are quantified for each gene. Numbers of opening/closing peaks per gene are plotted for selected comparisons (selected in lines 645 and 704, for opening vs closing peaks and opening - closing peaks respectively), and relevant Wilcoxon tests are performed for statistical comparison.*

**Part 5 (lines 759 - 852) Analysis of chromatin accessibility changes at promoters vs enhancers linked to immature/mature genes separately**

*Manual definition of gene-peak sets and gene number statistics are generated as in Part 5, split by promoters and enhancers.*

**Part 6 (lines 853 - 1060) Analysis of chromatin accessibility changes at peaks linked to immature/mature gene sets (with stringent definition of target genes (100 kb cutoff)**

*As Part 4, with more stringently defined target genes (closest TSS with maximum of 100 kb cutoff)*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**3D:** 04_stats_immat mat genes with vs without diff peaks.csv, 04_peaks_per_gene_boxplot.pdf, 04_peaks_reg_net_opening_per_gene_boxplot.pdf, 04_peaks_reg_net_opening-closing_by_group_wilcoxon_p-val.csv, 04_peaks_reg_opening_vs_closing_by_group_wilcoxon_p-val.csv

**S4C:** 02_DHS_overlap.csv, 02_H3K4me1_overlap.csv

**S4F:** 02_peak_type_stats.csv, 02_stats_peaks opening closing by peak type.csv

**S5A:** 06_peaks_per_gene_boxplot_100kb cutoff.pdf, 06_peaks_reg_net_opening_per_gene_boxplot_100kb cutoff.pdf, 06_peaks_reg_net_opening-closing_by_group_wilcoxon_p-val_100kb cutoff.csv, 06_peaks_reg_opening_vs_closing_by_group_wilcoxon_p-val_100kb cutoff.csv, 06_stats_immat mat genes with vs without diff peaks_100kb_cutoff.csv

**S5B:** 05_stats_immat mat genes with vs without diff promoters vs enhancers.csv

**Table S4:** 01_ATAC_peaks_full_annot.csv

**Table S5:** 04_reg peaks linked to immat genes.csv, 04_reg peaks linked to mat genes.csv

1. Figure4_ATAC-Seq_BMP_astr_vs_in_vivo

**Script:**

Figure4_ATAC-Seq_BMP_astr_vs_in_vivo.R

*This pipeline was used for the bulk-ATAC-Seq analysis of astrocyte maturation in vitro vs in BMP astrocytes in vitro (related to Figure 4). The first steps of the pipeline are adapted with minor modifications from ‘Figure3_ATAC-Seq_in_vivo’*

**Input files required:**

*See ‘Figure3_ATAC-Seq_in_vivo’. The analysed RNA-Seq data are coming from pipeline ‘Figure4_RNA-Seq_BMP_astr_vs_in_vivo’*

**Workflow description:**

**Parts 1 to 3 (lines 1 - 527): Peak annotation, differential accessibility analysis and integration with RNA-Seq data follow the workflow of ‘Figure3_ATAC-Seq_in_vivo’**

**Part 4 (lines 528 - 672): Analysis of chromatin accessibility changes linked to immature/mature gene sets (adapted from ‘Figure3_ATAC-Seq_in_vivo’ Part 4)**

*Binary/qualitative code for differential accessibility and expression is added to combined results table from Part 3 (-1/0/1 for increased/unchanged/decreased accessibility or expression). Sets of gene - peak pairs are manually defined (lines 581 - 592). Statistics for the number of genes in each set are generated. Number of regions opening in mature astrocytes in vivo (Astr_P4 vs Astr_2m) with reduced accessibility in vitro (Astr_BMP vs Astr_2m) are quantified for each gene. Numbers of opening/closing peaks per gene are plotted for selected comparisons (opening - closing peaks), and relevant Wilcoxon tests are performed for statistical comparison.*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**4E:** 04_peaks_BMP_closed_mat_genes_BMP_low_vs_high_genes.pdf, 04_peaks_BMP_closed_mat_genes_BMP_low_vs_high_genes_wilcoxon_stat.txt

1. Figure4_RNA-Seq_BMP_astr_vs_in_vivo

**Script:**

Figure4_RNA-Seq_BMP_astr_vs_in_vivo.R

*This pipeline was used for the bulk-RNA-Seq analysis of astrocyte maturation in vitro vs in BMP astrocytes in vitro (related to Figure 4). The first steps of the pipeline are adapted with minor modifications from ‘Figure2_RNA-Seq_cortex’*

**Input files required:**

count matrices (in *‘*00_input’): **matrix_in vitro in vivo_old X6 data.csv**, **matrix_in vitro X6 resequenced.csv**

*Output from mapping pipeline crickbabs/BABS-RNASeq; https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2; The original analysis included in vitro libraries for replicate X6 which were prepared with a different kit. New libraries were prepared for these samples and sequenced, replacing the old data for these samples.*

In ‘00_input’ folder (provided):

- **group_tab.csv:** *for each sample* *specification of sample name (from matrix.csv), experimental group*
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

The exact reproduction of the analysis also requires (provided or publicly available):

- **07_Cor vs Str immat mat genes_genes.csv:** *gene sets including the common immature and mature signature (output from ‘Figure1_scRNA-Seq_striatum’)*

**Workflow description:**

**Part 1 (lines 1 - 169): DESeq analysis as in ‘Figure2_RNA-Seq_cortex’**

*The count matrix for the DESeq analysis was generated from the two input matrices in lines 34-50*

**Part 2 (lines 170 - 351): Analysis of expression changes of immature/mature astrocyte gene sets in vitro vs in vivo**

*Binary/qualitative code for differential expression is added to the results table from Part 1 (-1/0/1 for increased/unchanged/decreased expression). Selected gene sets are manually defined (lines 201 - 237). Statistics for the gene numbers per gene set are generated, and heatmaps for the expression of selected gene sets are plotted (lines 336 - 351).*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**4C:** 03_heatmap_immature_sel_BMP_reg.pdf, 02_genes_in_modules_stats.csv

**4G:** 03_heatmap_mature_TFs_sel.pdf

**S6A:** 03_heatmap_mature_Astr_markers.pdf

**S6B:** 03_heatmap_immature_sel_BMP_reg.pdf, 02_genes_in_modules_stats.csv

**Table S6:** 02_genes_in_modules.csv

1. Figure5_metabolite_analysis

**Script:**

Figure5_metabolite_analysis.R

*This pipeline was used for the metabolomic analysis of astrocytes differentiated in vitro overexpressing specific transcription factors (related to Figure 5).*

**Input files required (provided):**

- **metabolite_classes.csv:** *Table with classification of metabolites by pathway*
- **metabolites_cells_and_media.csv:** *Table with analysed metabolites, experiment/replicate identifiers, experimental condition, metabolite levels in cell extract/media samples/baseline medium sample, %C13 labelling fraction in cell extract/media sample*

**Workflow description:**

*Metabolite levels in cell/media samples were normalised to the mean of all samples in the individual experiment to account for inter-experiment variation and log2 transformed (log2(X+0.001 nmol) and centred on the mean of all samples in each experiment. For media samples also the net change in levels compared to the baseline media sample (not exposed to cells). Metabolites are grouped by their pathway assignment in ‘metabolite_classes.csv’. The variables to be further analysed and plotted are defined in lines 57-58. Statistical analysis of each metabolite level (log2 transformed, mean centered) in experimental conditions vs the EGFP control condition is performed by multiple t-tests with Benjamini-Hochberg correction (lines 61-99). Individual metabolite levels (raw and normalised) and C13-labelling fractions were plotted as points in individual graphs for each metabolite (lines 100-131). Matrices with individual variables for all samples and metabolites were created and plotted as heatmaps (lines 132 - 279).*

**Related figure panels and tables:**

*Generated from output files indicated (in folder /out)*

**Figures:**

**5E:** heatmap_conc_log_norm_cells_only_sign.pdf, stat_conc_log_norm_cells.csv

**S7E:** heatmap_conc_log_norm_media_only_sign.pdf, stat_conc_log_norm_media.csv

**Table S7:** table_conc_cells_values_and_stats.csv, table_conc_log_norm_cells_values_and_stats.csv, table_conc_log_norm_media_values_and_stats.csv, table_conc_media_values_and_stats.csv

1. Figure5_RNA-Seq_transcription_factor_expression

**Script:**

Figure5_RNA-Seq_transcription_factor_expression.R

*This pipeline was used for the bulk-RNA-Seq analysis of astrocytes differentiated in vitro overexpressing specific transcription factors (related to Figure 5).* *The first steps of the pipeline are adapted with minor modifications from ‘Figure2_RNA-Seq_cortex’*

**Input files required:**

count matrices (in *‘*00_input’): **matrix_in vitro in vivo_old X6 data.csv**, **matrix_TF_OE.csv**

*Output from mapping pipeline crickbabs/BABS-RNASeq; https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2; Raw count matrices from transcription factor expression in vitro experiment and in vivo cortical astrocyte data as reference*

In ‘00_input’ folder (provided):

- **group_tab.csv:** *for each sample* *specification of sample name (from matrix.csv), experimental group*
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

The exact reproduction of the analysis also requires (provided or publicly available):

- **07_Cor vs Str immat mat genes_genes.csv:** *gene sets including the common immature and mature signature (output from ‘Figure1_scRNA-Seq_striatum’)*

**Workflow description:**

**Part 1 (lines 1 - 169): DESeq analysis as in ‘Figure2_RNA-Seq_cortex’**

*The count matrix for the DESeq analysis was generated from the two input matrices in lines 36-50*

**Part 2 (lines 170 - 388): Analysis of expression changes of immature/mature astrocyte gene sets in transcription factor expressing astrocytes in vitro vs in vivo**

*Binary/qualitative code for differential expression is added to the results table from Part 1 (-1/0/1 for increased/unchanged/decreased expression). Selected gene sets are manually defined (lines 199 - 232). Statistics for the gene numbers per gene set are generated, and pairwise proportion tests (function pairwise.prop.test()) were used to analyse overlap of all regulated genes with mature/immature gene sets. Heatmaps for the expression of selected gene sets are plotted (lines 338 - 352). Gene Ontology analysis is performed on selected gene sets (defined in lines 362 - 364)*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**5C:** 02_heatmap_mature_low_in_EGFP_reg_by_any_TF_selected.pdf, 02_genes_in_modules_stats.csv

**S7A:** 02_genes_in_modules_stats.csv, 02_GO_Dbx2_up.csv, 02_GO_Fezf2_down.csv, 02_GO_Fezf2_up.csv, 02_GO_Lhx2_down.csv, 02_GO_Lhx2_up.csv, 02_GO_Rorb_down.csv, 02_GO_Rorb_up.csv

**S7B:** 02_genes_in_modules_stats.csv, 02_genes reg in_mat_low vs all expressed_pairwise comp stat.txt

**S7C:** 02_heatmap_immature_high_in_EGFP_reg_by_any_TF.pdf, 02_genes_in_modules_stats.csv

**Table S7:** 02_genes_in_modules.csv, 02_GO_Dbx2_up.csv, 02_GO_Fezf2_down.csv, 02_GO_Fezf2_up.csv, 02_GO_Lhx2_down.csv, 02_GO_Lhx2_up.csv, 02_GO_Rorb_down.csv, 02_GO_Rorb_up.csv

1. Figure6_ATAC-Seq_transcription_factor_expression

**Script:**

Figure6_ATAC-Seq_transcription_factor_expression.R

*This pipeline was used for the bulk-ATAC-Seq analysis of transcription factor expression in vitro vs astrocytes in vivo (related to Figure 6). The first steps of the pipeline are adapted with minor modifications from ‘Figure3_ATAC-Seq_in_vivo’*

**Input files required:**

Output from ATAC mapping pipeline (crickbabs/BABS-ATACSeqPE nextflow pipeline; https://github.com/ crickbabs/BABS-ATACSeqPE; git commit id: 22edccf72855d42e6692a27385cf50666c8f391c), in ‘00_input’ folder:

- **merged_peaks.bed:** *bed file of peaks called of the merged dataset (“sample level” analysis)*
- **merged_peaks.homer.annotatePeaks.txt:** annotations from pipeline for called peaks
- **merged_peaks.results.txt:** *table including the raw counts for annotated peaks for each sample*
- **bigwig files for each experimental group merged** *(“sample level” analysis)*

*Note that the BABS-ATACSeqPE pipeline is now superseded; a newer version is available as part of the nf-core project: nf-core/atacseq pipeline (https://doi.org/10.5281/zenodo.263413272)*

In ‘00_input’ folder (provided):

- **group_table.csv:** *for each sample* *specification of sample name (from ‘merged_peaks.results.txt’), experimental group*
- **comparisons.csv:** *experimental groups to compare in DESeq2 analysis*
- **group_table_bigwigs.csv***: groups, path to bigwig file directory, name of bigwig files, frip-score (fraction of reads in peaks) for each bigwig (from ATAC-SeqPE pipeline QC)*

The exact reproduction of the analysis also requires (in ‘00_input’ folder, see ‘Figure3_ATAC-Seq_in_vivo’):

- **mus_musculus.GRCm38.Regulatory_Build.regulatory_features.20161111.gff:** *the Ensembl genomic feature annotation database from* [*https://www.ensembl.org*](https://www.ensembl.org)
- **Bed files from the Encode database (**[**https://www.encodeproject.org**](https://www.encodeproject.org)**) with the following identifiers:**
  - **ENCFF172LKQ:** *H3K4me1-ChIP-seq peaks for forebrain P0*
  - **ENCFF746YEV:** *H3K4me1-ChIP-seq peaks for adult cortex*
  - **ENCFF591XUM:** *DNase-seq peaks for brain E18.5*
  - **ENCFF865BUI:** *DNase-seq peaks for adult brain*
- **mCO.enh.1e-2_mm10.bed:** *regulatory regions in cortex tissue from Ron et al., 2017, liftover to mm10 genome coordinates*
- **pombo_NPC_NcoI.enh_1e-2_mm10.bed:** *regulatory regions in neural progenitors from Ron et al., 2017, liftover to mm10 genome coordinates*
- **Shen12_brainE14_mm10.bed:** *regulatory regions in E14 brain tissue from Shen et al., 2012, liftover to mm10 genome coordinates*
- **Shen12_cortex_mm10.bed:** *regulatory regions in cortex tissue from Shen et al., 2012, liftover to mm10 genome coordinates*

**Workflow description:**

**Parts 1 to 2 (lines 1 - 398): Peak annotation and differential accessibility analysis follow the workflow of ‘Figure3_ATAC-Seq_in_vivo’**

**Part 3 (lines 399 - ): Analysis of chromatin accessibility changes induced by transcription factor expression**

*Binary/qualitative code for differential accessibility and expression is added to combined results table from Part 3 (-1/0/1 for increased/unchanged/decreased accessibility or expression). Peak sets are manually defined (lines 439-463). Statistics for the number of peaks in each set are generated. Coverage matrices (normalised by frip score) are generated (lines 498-563) for selected comparisons defined in line 514 (for peak centre +/- 1kb). The peaks (rows) in the coverage matrices are ordered by the sum of normalised counts in the analysed window in the reference group defined in line 578 and the log2-transformed matrices for each group are plotted in the order defined in ‘group_table_bigwigs.csv’ (lines 566 - 606)*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**6B:** 03_coverage_heatmaps_Lhx2_opening.pdf, 03_coverage_heatmaps_Rorb_opening.pdf

**S8A:** 03_peak_module_stats.csv

1. Figure6_RNA-Seq_Rorb_Fezf2_co-expression

**Script:**

Figure6_RNA-Seq_Rorb_Fezf2_co-expression.R

*This pipeline was used for the bulk-RNA-Seq analysis of astrocytes differentiated in vitro overexpressing Rorb and Fezf2 in combination (related to Figure 5).*

**Input files required:**

count matrices (in *‘*00_input’)**:** **matrix_TF_OE_comb.csv, matrix_in_vitro_in_vivo.csv** (also used in ‘Figure3_ATAC-Seq_in_vivo’), **matrix_TF_OE_indiv.csv** (also used in ‘Figure5_RNA-Seq_transcription_factor_expression’)

*Output from mapping pipeline crickbabs/BABS-RNASeq; https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2; Raw count matrices from transcription factor expression in vitro experiment and in vivo cortical astrocyte data as reference*

In ‘00_input’ folder (provided):

- **group_tab.csv:** *for each sample* *specification of sample name (from matrix.csv), experimental group*
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

The exact reproduction of the analysis also requires:

- **07_Cor vs Str immat mat genes_genes.csv:** *gene sets including the common immature and mature signature (output from ‘Figure1_scRNA-Seq_striatum’)*

**Workflow description:**

**Part 1 (lines 1 - 169): DESeq analysis as in ‘Figure2_RNA-Seq_cortex’**

*The count matrix for the DESeq analysis was generated from the three input matrices in lines 29-51*

**Part 2 (lines 170 - 342): Analysis of expression changes of immature/mature astrocyte gene sets in transcription factor expressing astrocytes in vitro vs in vivo**

*Binary/qualitative code for differential expression is added to the results table from Part 1 (-1/0/1 for increased/unchanged/decreased expression; cutoff here is padj<0.001). Selected gene sets are manually defined (lines 176 - 245). Gene number per gene set statistics, and a table with genes in each set, are generated. Heatmaps for the expression of selected gene sets are plotted (lines 335 - 342).*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**6D:** 02_heatmap_mature_low_in_EGFP_comb_RF_not_R_F_up.pdf, 02_genes_in_modules_stats.csv

**S8D:** 02_heatmap_immature_high_in_EGFP_comb_RF_not_R_F_down.pdf, 02_genes_in_modules_stats.csv

**Table S8:** 02_genes_in_modules.csv

1. Figure7_ATAC-Seq_maturation_signals

**Script:**

Figure7_ATAC-Seq_maturation_signals.R

*This pipeline was used for the bulk-ATAC-Seq analysis of different culture conditions in vitro vs astrocytes in vivo (related to Figure 7).* *The pipeline is adapted with minor modifications from ‘Figure6_ATAC-Seq_transcription_factor_expression’*

**Input files required:**

*See ‘Figure6_ATAC-Seq_transcription_factor_expression’*

**Workflow description:**

**Parts 1 to 2 (lines 1 - 398): Peak annotation and differential accessibility analysis follow the workflow of ‘Figure3_ATAC-Seq_in_vivo’**

**Part 3 (lines 399 - ): Analysis of chromatin accessibility changes induced by transcription factor expression**

*See ‘Figure6_ATAC-Seq_transcription_factor_expression’. Peak sets are manually defined (lines 418-458). Coverage matrices are generated for selected comparisons defined in line 508. The peaks (rows) in the coverage matrices are ordered using the reference group defined in line 572 and then plotted.*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**7E:** 03_coverage_heatmaps_mature_opening_low_in_bas_2D.pdf

1. Figure7_RNA-Seq_maturation_signals

**Script:**

Figure7_RNA-Seq_maturation_signals.R

*This pipeline was used for the bulk-RNA-Seq analysis of different culture conditions in vitro vs astrocytes in vivo (related to Figure 7).* *The first steps of the pipeline are adapted with minor modifications from ‘Figure2_RNA-Seq_cortex’*

**Input files required:**

count matrices (in *‘*00_input’): **matrix_FGF_3D.csv**, **matrix_in vitro in vivo_old X6 data.csv**

*Output from mapping pipeline crickbabs/BABS-RNASeq; https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2; Raw count matrices from culture conditions in vitro experiment and in vivo cortical astrocyte data as reference*

In ‘00_input’ folder (provided):

- **group_tab.csv:** *for each sample* *specification of sample name (from matrix.csv), experimental group*
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

The exact reproduction of the analysis also requires:

- **07_Cor vs Str immat mat genes_genes.csv:** *gene sets including the common immature and mature signature (output from ‘Figure1_scRNA-Seq_striatum’)*

**Workflow description:**

**Part 1 (lines 1 - 165): DESeq analysis as in ‘Figure2_RNA-Seq_cortex’**

*The count matrix for the DESeq analysis was generated from the two input matrices in lines 35-46*

**Part 2 (lines 166 - 331): Analysis of expression changes of immature/mature astrocyte gene sets in astrocytes in vitro in different culture conditions vs in vivo**

*Binary/qualitative code for differential expression is added to the results table from Part 1 (-1/0/1 for increased/unchanged/decreased expression). Selected gene sets are manually defined (lines 197 - 219). Statistics for the gene numbers per gene set are generated, and pairwise proportion tests (function pairwise.prop.test()) were used to analyse overlap of all regulated genes with mature/immature gene sets. Heatmaps for the expression of selected gene sets are plotted (lines 322 - 328).*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**7B:** 02_heatmap_mature_low_in_bas_2D_TFs_selected.pdf

**7C:** 02_heatmap_mature_low_in_bas_2D_reg_by_any_signal_selected.pdf, 02_genes_in_modules_stats.csv

**Table S9:** 02_genes_in_modules.csv

1. FigureS2A_RNA-Seq_cortex_bulk_vs_Str_pseudobulk

**Script:**

FigureS2A_RNA-Seq_cortex_bulk_vs_Str_pseudobulk.R

*This pipeline was used for the pseudo-bulk-RNA-Seq comparison of striatal and cortical astrocyte maturation (related to Figure S2A/B).* *The first steps of the pipeline are adapted with minor modifications from ‘Figure2_RNA-Seq_cortex’*

**Input files required:**

**count matrices (in *‘*00_input’):**

- **matrix.csv**: *Output from mapping pipeline crickbabs/BABS-RNASeq; https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2; Raw count from culture in vivo cortical astrocyte data (see ‘Figure2_RNA-Seq_cortex’)*
- **01_pseudo_bulk_counts.csv**: *output from ‘Figure1_scRNA-Seq_striatum’*

In ‘00_input’ folder (provided):

- **group_tab.csv:** *for each sample* *specification of sample name (from matrix.csv), experimental group*
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

**Workflow description:**

**Part 1 (lines 1 - 173): DESeq analysis as in ‘Figure2_RNA-Seq_cortex’**

*The count matrix for the DESeq analysis was generated from the two input matrices in lines 41 - 80*

**Part 2 (lines 174-240): Analysis of expression changes of gene expression changes in cortical vs striatal astrocyte maturation**

*Binary/qualitative code for differential expression is added to the results table from Part 1 (-1/0/1 for increased/unchanged/decreased expression). Selected gene sets are manually defined (lines 198 - 214). Statistics for the gene numbers per gene set are generated and a table with genes in each set.*

**Part 3 (lines 240-261): Extraction of normalised counts for cell type markers to estimate contamination with other cell types in cortical bulk samples.**

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**S2A:** 02_reg_genes_cor_vs_str_pseudobulk_stat.csv

**S2B:** 03_pseudocounts_cor_vs_str_cell type markers.csv

**Table S2:** 02_reg_genes_cor_vs_str_pseudobulk.csv

1. FigureS6C_RNA-Seq_BMP_vs_published_in_vitro_astrocytes

**Script:**

FigureS6C_RNA-Seq_BMP_vs_published_in_vitro_astrocytes.R

*This pipeline was used for the comparison of astrocyte maturation in vitro and in vivo with different published astrocyte in vitro models (related to Figure S6C). The first steps of the pipeline are adapted with minor modifications from ‘Figure2_RNA-Seq_cortex’*

**Input files required:**

count matrices (in *‘*00_input’): **matrix_in vitro Hasel17 Tiwari18.csv**, **matrix_in vitro in vivo_old X6 data.csv**, **matrix_in vitro X6 resequenced.csv**

*Output from mapping pipeline crickbabs/BABS-RNASeq; https://github.com/crickbabs/BABS-RNASeq; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2; Raw count matrices from in vitro experiments and in vivo cortical astrocyte data as reference (own data) and published in vitro datasets:* GEO: GSE96539, EBI Arrayexpress: E-MTAB-5514*) and in vivo cortical astrocyte data as reference*

In ‘00_input’ folder (provided):

- **group_tab.csv:** *for each sample* *specification of sample name (from matrix.csv), experimental group*
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** *collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, …)*

The exact reproduction of the analysis also requires:

- **07_Cor vs Str immat mat genes_genes.csv:** *gene sets including the common immature and mature signature (output from ‘Figure1_scRNA-Seq_striatum’)*

**Workflow description:**

**Part 1 (lines 1 - 175): DESeq analysis as in ‘Figure2_RNA-Seq_cortex’**

*The count matrix for the DESeq analysis was generated from the two input matrices in lines 31-57*

**Part 2 (lines 176 -318): Analysis of expression changes of immature/mature astrocyte gene sets in astrocytes in vitro in different differentiation protocols vs in vivo**

*Binary/qualitative code for differential expression is added to the results table from Part 1 (-1/0/1 for increased/unchanged/decreased expression). Selected gene sets are manually defined (lines 205-225). Statistics for the gene numbers per gene set are generated. Heatmaps for the expression of selected gene sets are plotted (lines 316-318).*

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**S6C:** 03_heatmap_mature_sel_BMP_reg.pdf, 02_genes_in_modules_stats.csv

1. FigureS8_re-analysis_published_ChIP_vs_astrocyte_ATAC-Seq

**Script:**

FigureS8_re-analysis_published_ChIP_vs_astrocyte_ATAC-Seq.R

*This pipeline was used for the comparison of published ChIP-Seq datasets to ATAC- and RNA-Seq data from the transcription factor expression in vitro experiments (related to Figure S8).*

**Input files required (in *‘*00_input’):**

*From own in vivo ATAC analysis (‘Figure3_ATAC-Seq_in_vivo’):*

- **01_ATAC_peaks_full_annot.csv**
- **03_ATAC_RNA_merged_detected_with_binary_comparisons.csv**

*From own ATAC analysis of transcription factor expression (‘Figure6_ATAC-Seq_transcription_factor_expression’):*

- **03_Peaks_Lhx2_opening.bed**
- **03_Peaks_mature_opening.bed**
- **03_Peaks_Rorb_opening.bed**

*From own RNA analysis of combined transcription factor expression (‘Figure6_RNA-Seq_Rorb_Fezf2_co-expression’):*

- **02_genes_in_modules.csv**

*Common mature/immature gene signature (from ‘Figure1_scRNA-Seq_striatum’)*

- **07_Cor vs Str immat mat genes_genes.csv**

*ChIP-Seq peak datasets (mapped with the nf-core chip-seq pipeline (version 1.2.1)) from Lhx2 in olfactory neurons (GSE93570), Fezf2 in neurospheres (GSE46707), and RORg (Rorc) in Th17 cells, as a proxy for Rorb binding (SRP104092).*

- **Fezf2_R1_peaks.annotatePeaks.txt**
- **Fezf2_R2_peaks.annotatePeaks.txt**
- **Lhx2_chip_R1_peaks.annotatePeaks.txt**
- **Lhx2_chip_R2_peaks.annotatePeaks.txt**
- **RORgt_R1_peaks.annotatePeaks.txt**
- **RORgt_R2_peaks.annotatePeaks.txt**

**Workflow description:**

**Part 1 (lines 1 - 130): Annotation of overlapping peaks from other datasets to in vivo ATAC peaks**

*Based on annotations from ‘01_ATAC_peaks_full_annot.csv’. Additional annotations (overlapping regions from other ATAC/ChIP datasets, specified in lines 21-56) are added using the annotate_set() function (lines 63-106).*

**Part 2 (lines 131 - 206): Analysis of overlap between transcription factor binding and chromatin opening**

*Manual definition of peak sets: ATAC peaks overlapping with ChIP peaks in each both ChIP replicates (Lhx2 or Fezf2 or RORg), or overlapping with chromatin opening upon Lhx2/Rorb overexpression, or both. Bed files for selected comparisons are saved (lines 187-199).*

**Part 3 (lines 207 - 315): Integration with RNA-Seq analysis of astrocyte maturation upon combined Rorb/Fezf2 overexpression**

*Manual selection of specific gene sets (genes regulated by Rorb+Fezf2 overexpression, mature astrocyte genes regulated vs not regulated) using ‘02_genes_in_modules.csv’ (lines 222-234). Identification of putative direct target genes (regulated by Fezf2 and Rorb and regions with accessible chromatin in astrocytes that bind Fezf2 and/or RORg in reference sets). ‘*03_ATAC_RNA_merged_detected_with_binary_comparisons.csv’ is used to connect putative regulatory open chromatin regions and target genes. Peak features are manually defined in lines 251 - 296. Gene and peak number statistics are generated.

**Related figure panels and tables:**

*Generated from output files indicated (in folder 01_output)*

**Figures:**

**S8C:** 02_Stat_ATAC_peakset_overlap_with_reference_sets_extended.csv, 02_Stat_ATAC_peakset_overlap_with_reference_sets.csv

**S8F:** 03_peak_gene_links_stats.csv, 03_reg_gene_set_stats.csv

**Table S8:** 01_ATAC_peaks_ext_annot.csv, 02_Stat_ATAC_peakset_overlap_with_reference_sets_extended.csv, 02_Stat_ATAC_peakset_overlap_with_reference_sets.csv, 03_peak_gene_links_stats.csv, 03_reg_gene_set_stats.csv

# Supplementary material for: Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture
**Source:** Nat Commun. 2021 Jul 15;12:4335. doi: 10.1038/s41467-021-24624-5
**Supplement:** Supplementary file 4 — Supplementary Software

Description of code used for analyses in “Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture” (Lattke et al., 2021)

Overview

The following analysis scripts and related files are described in this document:

- **Figure1_scRNA-Seq_striatum:** *This pipeline was used for the scRNA-Seq analysis of striatal astrocyte maturation (related to Figure 1).*
- **Figure2_RNA-Seq_cortex:** *This pipeline was used for the bulk-RNA-Seq analysis of cortical astrocyte maturation (related to Figure 2).*
- **Figure3_ATAC-Seq_in_vivo:** *This pipeline was used for the bulk-ATAC-Seq analysis of cortical astrocyte maturation (related to Figure 3).*
- **Figure4_ATAC-Seq_BMP_astr_vs_in_vivo:** *This pipeline was used for the bulk-ATAC-Seq analysis of astrocyte maturation in vitro vs in BMP astrocytes in vitro (related to Figure 4).*
- **Figure4_RNA-Seq_BMP_astr_vs_in_vivo:** *This pipeline was used for the bulk-RNA-Seq analysis of astrocyte maturation in vitro vs in BMP astrocytes in vitro (related to Figure 4).*
- **Figure5_metabolite_analysis:** *This pipeline was used for the metabolomic analysis of astrocytes differentiated in vitro overexpressing specific transcription factors (related to Figure 5).*
- **Figure5_RNA-Seq_transcription_factor_expression:** *This pipeline was used for the bulk-RNA-Seq analysis of astrocytes differentiated in vitro overexpressing specific transcription factors (related to Figure 5).*
- **Figure6_ATAC-Seq_transcription_factor_expression:** *This pipeline was used for the bulk-ATAC-Seq analysis of transcription factor expression in vitro vs astrocytes in vivo (related to Figure 6).*
- **Figure6_RNA-Seq_Rorb_Fezf2_co-expression:** *This pipeline was used for the bulk-RNA-Seq analysis of astrocytes differentiated in vitro overexpressing Rorb and Fezf2 in combination (related to Figure 5).*
- **Figure7_ATAC-Seq_maturation_signals:** *This pipeline was used for the bulk-ATAC-Seq analysis of different culture conditions in vitro vs astrocytes in vivo (related to Figure 7).*
- **Figure7_RNA-Seq_maturation_signals:** *This pipeline was used for the bulk-RNA-Seq analysis of different culture conditions in vitro vs astrocytes in vivo (related to Figure 7).*
- **FigureS2A_RNA-Seq_cortex_bulk_vs_Str_pseudobulk:** *This pipeline was used for the pseudo-bulk-RNA-Seq comparison of striatal and cortical astrocyte maturation (related to Figure S2A).*
- **FigureS6C_RNA-Seq_BMP_vs_published_in_vitro_astrocytes:** *This pipeline was used for the comparison of astrocyte maturation in vitro and in vivo with different published astrocyte in vitro models (related to Figure S6C).*
- **FigureS8_re-analysis_published_ChIP_vs_astrocyte_ATAC-Seq:** *This pipeline was used for the comparison of published ChIP-Seq datasets to ATAC- and RNA-Seq data from the transcription factor expression in vitro experiments (related to Figure S8).*

Table of contents

Overview	1
1. Figure1_scRNA-Seq_striatum.....	3
2. Figure2_RNA-Seq_cortex	5
3. Figure3_ATAC-Seq_in_vivo	6
4. Figure4_ATAC-Seq_BMP_astr_vs_in_vivo	8
5. Figure4_RNA-Seq_BMP_astr_vs_in_vivo.....	9
6. Figure5_metabolite_analysis	10
7. Figure5_RNA-Seq_transcription_factor_expression.....	11
8. Figure6_ATAC-Seq_transcription_factor_expression	12
9. Figure6_RNA-Seq_Rorb_Fezf2_co-expression.....	13
10. Figure7_ATAC-Seq_maturation_signals.....	14
11. Figure7_RNA-Seq_maturation_signals.....	15
12. FigureS2A_RNA-Seq_cortex_bulk_vs_Str_pseudobulk.....	16
13. FigureS6C_RNA-Seq_BMP_vs_published_in_vitro_astrocytes.....	17
14. FigureS8_re-analysis_published_ChIP_vs_astrocyte_ATAC-Seq.....	18

1. Figure1 scRNA-Seq striatum

Script:

Figure1_scRNA-Seq_striatum.R

This pipeline was used for the scRNA-Seq analysis of striatal astrocyte maturation (related to Figure 1).

Input files required:

- **10X-scRNA-Seq data mapped with cellranger**

In '00_input' folder (provided):

- **group_tab.csv**: for each sample specification of sample name, path to cellranger output, experimental group
- **Gene of interest table 21-02-19.csv**: collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, ...)

The exact reproduction of the analysis also requires (provided or publicly available):

- In '00_input' folder:
  - o **l6_r3_astroependymal_cells.loom**: reference dataset from Zeisel et al., 2018 (from <http://loom.linnarssonlab.org/>) (for Part 5, Part 7)
- **02_reg_genes_cortex.csv**: set of genes differentially regulated during cortical astrocyte maturation from bulk-RNA-seq analysis (from Figure2_RNA-Seq_cortex, for Part 7)
- In '01_output' folder (modified versions of files created by pipeline):
  - o 01_cluster_assignment.csv: manually assigned cluster names for complete dataset
  - o 02_clusters for reclustering.csv: clusters used for reclustering
  - o 06_module_consolidation_table.csv: gene modules generated by hierarchical clustering and corresponding names for manual module merging
- Exact pseudotime coordinates used in the analysis, which are provided in: 'cell_meta_data_for_resource.csv'

Workflow description:

Part 1 (lines 1 - 237) used Seurat 3 for basic filtering and UMAP clustering and related visualisations for cell type identification.

Note that the 'resolution' parameter of the FindClusters() function is critical for the cluster assignment. Creates also a raw count matrix by cell and a pseudobulk matrix of all cells per sample merged.

The output file '01_cluster_assignment.csv' (provided) was modified to assign cluster names in Part 2.

Part 2 (lines 238 - 311): Cluster names were annotated and statistics about the cellular composition of the datasets was generated.

The output file '02_clusters for reclustering.csv' (provided) was modified to select cell clusters for further detailed analyses in Part 3 (other clusters were deleted).

Part 3 (lines 312 - 378): Cells from the selected clusters were isolated and reclustered using Seurat 3 UMAP clustering and selected visualisations were plotted.

Note that the 'resolution' parameter of the FindClusters() function is critical for the cluster assignment.

Part 4 (lines 379 - 499): Slingshot was used for pseudotime lineage analysis using cluster assignments after reclustering in Part 3 with cluster 6 as starting point.

The slingshot analysis was performed with the critical command parameters: slingshot(sce, reducedDim = 'PCA', clusterLabels = sce\$seurat_clusters, start.clus = 6, approx_points = 100). A PCA plot for presentation was generated coloured by cluster assignment for each cell, also showing

cluster centres (median PC loadings for each cluster) and connections between clusters according to the Slingshot lineage analysis. Clusters for pseudotime analysis and the cluster colour scheme is defined in the beginning. Note that the precise Slingshot pseudotime values may not be completely reproducible between runs.

Part 5 (lines 500 - 643): Characterisation of the clusters by integration with the reference dataset from Zeisel et al., 2018.

The Seurat object imported from the relevant loom file was merged with the Seurat object from Part 4 using the Seurat 3 integration approach (with the `IntegrateData()` function). **This integration step takes a significant amount of time to complete.** For the presentation of the UMAP plot of the merged dataset, clusters from the current dataset were manually color-coded according to the branch of the Slingshot lineage trajectory. The reference populations were color-coded using the "Description" metadata column, according to their clustering by brain region in the original study by Zeisel et al., in a separate presentation.

Part 6 (lines 644 - 1157): Analysis of gene expression changes along pseudotime. tradeSeq was used to identify genes with dynamic expression along pseudotime, followed by binning of gene expression along pseudotime and supervised clustering to group genes with similar pseudotemporal expression patterns.

Lineage 6 from the Slingshot analysis from Part 4 was manually set to use for the pseudotemporal gene expression analysis. Initially, the PCA/lineage plot from Part 4 was replotted with lineage 6 highlighted and plotted color-coded by pseudotime along lineage 6. Next (lines 711 - 734), a negative binomial GAM model was fit for the SCT normalised expression of all genes to identify genes with pseudotemporally dynamic expression using the `fitGAM()` function, followed by the `associationTest()` function, to extract p-values for the pseudotemporal gene expression dynamics. **For all genes, this step takes several hours to complete on a normal laptop**, therefore it might be reasonable to limit the analysis to a specific subset of genes, e.g. the most variable genes.

In the following steps (lines 736 - 938), pseudotime bins are defined, a matrix with the expression changes per bin per gene is created (for each gene the mean SCT normalised expression per bin is calculated for each bin with more than 10 cells, and centered on the mean of all bins). Genes with minimal changes are removed and genes are initially ordered by hierarchical clustering according to their expression pattern. Three critical parameters are set for the grouping of genes according to their pseudotemporal expression pattern, which have to be determined empirically. The number of pseudotime bins is set in line 750 (here 20 bins), threshold to remove genes with only minimal changes is set in line 814 (minimal deviation from mean in any bin, here 0.2), and in line 832 the number of initial gene modules created by hierarchical clustering (here 50 modules). **A heatmap ('06_heatmap_by_pseudotime_with_gene_modules.pdf') and a table are created ('06_module_consolidation_table.csv'), which can be used to merge these original gene modules to broader manually defined consolidated modules.** After the manual module consolidation (line 939 - 1157), gene number statistics are generated and plots for presentation are created (adjust plotted cell clusters, colors, plotted bins (here 2-19), and order of plotted modules in lines (1000-1012). Plots include a plot with the distribution of cells in each bin by cell cluster, and various heatmaps, of all genes by module and of selected gene sets.

Part 7 (lines 1158-1394): Downstream analyses of genes identified by pseudotime analysis in Part 6. Gene Ontology analysis, comparison of regulated gene sets with gene sets identified in cortical astrocyte bulk RNA-Seq analysis (from 'Figure2_RNA-Seq_cortex'), and expression of shared genes between both datasets in comparison to the reference dataset from Zeisel et al. (from Part 5)

Gene ontology analysis of combined immature/mature gene modules (highest expression in early stages or at end of pseudotime trajectory). Modules are manually merged (lines 1172-1176) and combined gene sets analysed using the clusterprofiler package. Comparisons with the gene sets from the cortical astrocyte bulk analysis were manually defined (lines 1207 - 1238). Gene number statistics and a table with the different gene sets were created (07_Cor vs Str immat mat genes_genes.csv), which includes the common immature/mature signature used throughout the paper. Heatmaps showing the expression of these gene sets and the hierarchical clustering of the different populations based on these genes are shown for the merged dataset including the reference populations from Zeisel et al. from Part 5.

Related figure panels and tables:

Generated from output files indicated (in folder 01_output)

Figures:

1C: 01_UMAP_by_cluster_and_sample.pdf, 01_UMAP_Sox9_Cldn5_Sox10.pdf
1D: 03_UMAP_by_cluster_sample_reclustered.pdf, 03_UMAP_reclustered_Ki67.pdf
1E: 06_slingshot analysis_start_clust_6_lineage_6_with pseudotime.pdf
1F: 06_stat_cluster_by_pseudotime_bin_2-19.pdf,
06_heatmap_pseudotime_gene_expr_cons_modules.pdf
S1A: 01_UMAP_by_cluster_and_sample.pdf
S1B: 01_UMAP_Sox9_Cldn5_Sox10.pdf
S1C: 02_Dotplot_cell markers_clusters_named.pdf
S1D: 05_UMAP_Str_astr_clusters_vs_Zeisel18.pdf
S2C: 07_heatmap_expr_vs_Zeisel18_mat_common.pdf,
07_heatmap_expr_vs_Zeisel18_immat_common.pdf
S3A: 06_heatmap_pseudotime_gene_expr_mat_immat_sel_IF.pdf
S5C: 06_heatmap_pseudotime_gene_expr_mat_immat_sel_ETS_TFs.pdf,
06_heatmap_pseudotime_gene_expr_mat_mat_sel_ROR_HOX_TFs.pdf
S6E: 06_heatmap_pseudotime_gene_expr_mat_mat_TF_sel_BMP_low.pdf

Table S1: 01_raw_merged_dataset_stats_by_sample.csv, 02_cell_fract_by_sample.csv,
02_cell_number_by_sample.csv, 04_slingshot lineages_clusters included.csv,
06_Stats_genes_by_module_cons.csv, 06_genes_by_module_cons.csv, 07_GO_immature.csv,
07_GO_mature.csv

Table S2: 07_Cor vs Str immat mat genes_genes.csv (only common maturation signature genes)

2. Figure2 RNA-Seq cortex

Script:

Figure2_RNA-Seq_cortex.R

This pipeline was used for the bulk-RNA-Seq analysis of cortical astrocyte maturation (related to Figure 2).

Input files required:

In '00_input' folder (provided):

- **matrix.csv:** count matrix (output from mapping pipeline crickbabs/BABS-RNASeq; <https://github.com/crickbabs/BABS-RNASeq>; git commit id: 335ce47db079d6cc2a7f82f4b762620c4f7f27e2)
- **group_tab.csv:** for each sample specification of sample name (from matrix.csv), experimental group
- **comparisons.csv:** experimental groups to compare in DESeq2 analysis
- **Gene of interest table 21-02-19.csv:** collection of various gene sets for analyses and plotting (e.g. transcription factors, cell type markers, ...)

The exact reproduction of the analysis also requires (provided or publicly available):

- **06_genes_by_module_cons.csv** (in '00_input' folder): output from scRNA-Seq analysis (Figure1_scRNA-Seq_striatum); required to highlight maturation-regulated genes from this analysis in volcano plot (in Part3)

Workflow description:

Part 1 (lines 1 - 160) used DESeq2 for differential gene expression analysis and initial filtering for expressed and differentially expressed genes.

Ensembl gene IDs are converted to MGI gene symbols using the biomaRt package. DESeq analysis is run comparing all groups defined in 'group_tab.csv'. Raw counts, normalised counts, log2-transformed normalised counts and the statistics output for the comparisons defined in comparisons.csv are collected in one table. Lowly expressed genes (normalised counts <10 in all samples) are removed and differentially expressed genes identified ($\text{padj} < 0.05$, $\text{abs}(\log_2\text{FC}) > 1$ in any of the defined comparisons).

Part 2 (lines 161 - 216): Manual definition of gene sets for further analyses (e.g. differentially expressed in specific comparison).

Saves table with genes in each gene set and table with related gene number statistics

Part 3 (lines 217 - 360): Plotting of volcano plot and heatmaps for presentation

Volcano plot parameters are manually defined in lines 227 - 261. Manually defined gene sets are plotted from lines 350 onwards with the custom function `plot_expr_heatmap()`.

Related figure panels and tables:

Generated from output files indicated (in folder 01_output)

Figures:

2C: 03_volcano plot with striatal and selected genes.pdf

3G: 03_heatmap_mature_immature_sel_ETS_TFs.pdf,

03_heatmap_mature_mature_sel_ROR_HOX_TFs.pdf

S3A: 03_heatmap_mature_immature_sel_IF.pdf

Table S2: 02_reg_genes_cortex.csv

3. Figure3 ATAC-Seq in vivo

Script:

Figure3_ATAC-Seq_in_vivo.R

This pipeline was used for the bulk-ATAC-Seq analysis of cortical astrocyte maturation (related to Figure 3).

Input files required:

Output from ATAC mapping pipeline (crickbabs/BABS-ATACSeqPE nextflow pipeline;

<https://github.com/crickbabs/BABS-ATACSeqPE>; git commit id:

22edccf72855d42e6692a27385cf50666c8f391c), in '00_input' folder:

- **merged_peaks.bed:** bed file of peaks called of the merged dataset ("sample level" analysis)
- **merged_peaks.homer.annotatePeaks.txt:** annotations from pipeline for called peaks
- **merged_peaks.results.txt:** table including the raw counts for annotated peaks for each sample

Note that the BABS-ATACSeqPE pipeline is now superseded; a newer version is available as part of the nf-core project: nf-core/atacseq pipeline (<https://doi.org/10.5281/zenodo.263413272>)

DESeq2 results table from related RNA-Seq analysis (see 'Figure2_RNA-Seq_cortex', in '00_input' folder)

- **01_Deseq_results_expressed.csv**

In '00_input' folder (provided):

- **group_table.csv**: for each sample specification of sample name (from 'merged_peaks.results.txt'), experimental group
- **comparisons.csv**: experimental groups to compare in DESeq2 analysis
- **group_tab_RNA.csv**: group table from related RNA-Seq analysis (see 'Figure2_RNA-Seq_cortex')
- **comparisons_RNA.csv**: comparisons table from related RNA-Seq analysis (see 'Figure2_RNA-Seq_cortex')

The exact reproduction of the analysis also requires (in '00_input' folder):

- **mus_musculus.GRCm38.Regulatory_Build.regulatory_features.20161111.gff**: the Ensembl genomic feature annotation database from <https://www.ensembl.org>
- **Bed files from the Encode database** (<https://www.encodeproject.org>) with the following identifiers:
  - o **ENCFF172LKQ**: H3K4me1-ChIP-seq peaks for forebrain P0
  - o **ENCFF746YEV**: H3K4me1-ChIP-seq peaks for adult cortex
  - o **ENCFF591XUM**: DNase-seq peaks for brain E18.5
  - o **ENCFF865BUI**: DNase-seq peaks for adult brain
- **mCO.enh.1e-2_mm10.bed**: regulatory regions in cortex tissue from Ron et al., 2017, liftover to mm10 genome coordinates
- **pombo_NPC_Ncol.enh.1e-2_mm10.bed**: regulatory regions in neural progenitors from Ron et al., 2017, liftover to mm10 genome coordinates
- **Shen12_brainE14_mm10.bed**: regulatory regions in E14 brain tissue from Shen et al., 2012, liftover to mm10 genome coordinates
- **Shen12_cortex_mm10.bed**: regulatory regions in cortex tissue from Shen et al., 2012, liftover to mm10 genome coordinates
- **07_Cor vs Str immat mat genes_genes.csv**: gene sets including the common immature and mature signature (output from 'Figure1_scRNA-Seq_striatum')

Workflow description:

Part 1 (lines 1 - 248) Addition of peak annotations from reference datasets, classification of peaks and identification of putative target genes

Based on annotations from 'merged_peaks.homer.annotatePeaks.txt'. Additional annotations are added from overlapping genomic regions from reference datasets specified in lines 42-106 using the `annotate_set()` function (lines 113-156). Peaks are classified into "Promoters" (annotated promoters/TSSs), "Enhancers" (annotated enhancers and peaks overlapping with H3K4me1 peaks in reference sets) and "Others". For each peak, target genes are assigned according to the original annotation from the mapping pipeline (closest TSS), plus genes for which regulatory regions from reference datasets are overlapping with the peak. An additional more stringent target assignment is performed by using only the closest TSS with less than 100kb distance as target gene.

Part 2 (lines 249 - 433) Analysis of differential chromatin accessibility using DESeq2

Chromatin accessibility at the peaks identified by the mapping pipeline is quantified and differential accessibility between the selected groups is determined using DESeq2, based on read counts from the output of the mapping pipeline (merged_peaks.results.txt) and the defined groups (group_table.csv, comparisons.csv). Raw counts, normalised counts, log2-transformed normalised counts and the statistics output for the comparisons defined in comparisons.csv are collected in one table. Lowly accessible regions (normalised counts <25 in all samples) are removed and differentially accessible regions identified ($\text{padj} < 0.05$, $\text{abs}(\log_2\text{FC}) > 1$ in any of the defined comparisons). DESeq results tables similar to the RNA-Seq analyses (see 'Figure2_RNA-Seq_cortex') are created, including the peak type and target annotations from Part 1, as well as bed files containing peak IDs and target genes in peak labels. Statistics for the numbers of different peak classes are generated.

Part 3 (lines 434 - 547) Integration of chromatin accessibility and gene expression data

Differential chromatin accessibility (from Part 2) and gene expression data (from 'Figure2_RNA-Seq_cortex') are integrated based on the predicted peak - target gene pairs identified in Part 1, and

then filtered as described for the individual datasets. The merged dataset contains normalised counts for each sample for ATAC and RNA data, the relevant logFC and padj data for the defined comparisons, gene and peak IDs and peak classes (one line for each gene-peak-pair)

Part 4 (lines 548 - 758) Analysis of chromatin accessibility changes at peaks linked to immature/mature gene sets

Binary/qualitative code for differential accessibility and expression is added to combined results table from Part 3 (-1/0/1 for increased/unchanged/decreased accessibility or expression). Sets of gene - peak pairs are manually defined (lines 586 - 603). Statistics for the number of genes in each set are generated. Number of peaks with different regulation directions are quantified for each gene. Numbers of opening/closing peaks per gene are plotted for selected comparisons (selected in lines 645 and 704, for opening vs closing peaks and opening - closing peaks respectively), and relevant Wilcoxon tests are performed for statistical comparison.

Part 5 (lines 759 - 852) Analysis of chromatin accessibility changes at promoters vs enhancers linked to immature/mature genes separately

Manual definition of gene-peak sets and gene number statistics are generated as in Part 5, split by promoters and enhancers.

Part 6 (lines 853 - 1060) Analysis of chromatin accessibility changes at peaks linked to immature/mature gene sets (with stringent definition of target genes (100 kb cutoff))

As Part 4, with more stringently defined target genes (closest TSS with maximum of 100 kb cutoff)

Related figure panels and tables:

Generated from output files indicated (in folder 01_output)

Figures:

3D: 04_stats_immat mat genes with vs without diff peaks.csv, 04_peaks_per_gene_boxplot.pdf, 04_peaks_reg_net_opening_per_gene_boxplot.pdf, 04_peaks_reg_net_opening-closing_by_group_wilcoxon_p-val.csv, 04_peaks_reg_opening_vs_closing_by_group_wilcoxon_p-val.csv

S4C: 02_DHS_overlap.csv, 02_H3K4me1_overlap.csv

S4F: 02_peak_type_stats.csv, 02_stats_peaks opening closing by peak type.csv

S5A: 06_peaks_per_gene_boxplot_100kb cutoff.pdf, 06_peaks_reg_net_opening_per_gene_boxplot_100kb cutoff.pdf, 06_peaks_reg_net_opening-closing_by_group_wilcoxon_p-val_100kb cutoff.csv, 06_peaks_reg_opening_vs_closing_by_group_wilcoxon_p-val_100kb cutoff.csv, 06_stats_immat mat genes with vs without diff peaks_100kb_cutoff.csv

S5B: 05_stats_immat mat genes with vs without diff promoters vs enhancers.csv

Table S4: 01_ATAC_peaks_full_annot.csv

Table S5: 04_reg peaks linked to immat genes.csv, 04_reg peaks linked to mat genes.csv

4. Figure4 ATAC-Seq BMP astr vs in vivo

Script:

Figure4_ATAC-Seq_BMP_astr_vs_in_vivo.R

This pipeline was used for the bulk-ATAC-Seq analysis of astrocyte maturation in vitro vs in BMP astrocytes in vitro (related to Figure 4). The first steps of the pipeline are adapted with minor modifications from 'Figure3_ATAC-Seq_in_vivo'

Input files required:

How the deposited data were processed for this re-analysis (not part of the article)

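Accessible chromatin was measured by ATAC-Seq in mouse astrocytes of the cortex at P4 (3 libraries) and at 2 months (4 libraries), in neural progenitors (NSC_EF, 3) and astrocytes differentiated from them with BMP4 (Astr_BMP, 3), in cultured astrocytes that expressed EGFP (6), Rorb (3), Lhx2 (3) or Dbx2 (3), and in astrocytes kept on a flat surface (Control_2D, 3), with FGF2 (FGF, 3), in a gel (3D, 3) or in a gel with FGF2 (3D_FGF, 3). The deposited sample records list sequencing runs, so that P4 has 6 records for 3 libraries, 2 months 8 for 4, EGFP 9 for 6 and Dbx2 6 for 3. The sample labels name the NSC_EF libraries as neural stem cells but give differentiated astrocytes as their cell type, and they were treated as progenitors, as in the paper.

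The data were deposited as 4 tables of peaks, for the brain libraries alone, the brain and baseline culture libraries, the transcription factor libraries and the maturation culture libraries, the latter 2 again with the brain libraries. For each table, the authors aligned the reads to mm10, called peaks on the merged dataset of the libraries and assigned each peak a type and linked genes. The raw counts are read counts per peak and library, which the authors made by merging the runs of a library before counting and deposited without normalisation. The signal values, called normalised counts in the text, are raw counts that the authors divided by the DESeq2 size factor of the library over all libraries of the table. The log2 values of single libraries are, as deposited by the authors, the logarithm of the normalised count plus 1, and the log2 fold changes were estimated by the authors with DESeq2 as the first named group over the second. The p-values as deposited are Wald p-values that the authors adjusted by the Benjamini–Hochberg method in DESeq2 (FDR). Each unit was checked against the raw counts. The authors' fold changes and adjusted p-values were used only for comparison. Promoters come from the authors' pipeline and the Ensembl regulatory build, enhancers from Ensembl or H3K4me1 data, and all other peaks form the class of other or additional distal regions. The authors linked peaks to the closest TSS and through long-range links of published datasets. The tables hold 1 column of linked genes, so the narrower links of Supplementary Fig. 5 were rebuilt with GENCODE M21.

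Peaks were kept on the 19 autosomes and the X and Y chromosomes where the normalised count reached 25 in at least 1 library of the table, which is the paper's filter. It left 56219 of 95066 peaks in the brain table, 73537 of 95066 with the baseline cultures (13 libraries), 56155 of 98623 in the transcription factor table (22) and 86781 of 116652 in the maturation table (19). Counts were fitted with edgeR (glmQLFit and glmQLFTest) after TMM scaling, with 1 mean per group over all groups of the table, and p-values were adjusted over the kept peaks of the comparison. A call required an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. There were 10 comparisons of a pair of groups and 1 interaction of 3D culture with FGF2. A fold against a group without reads is not given.

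Total counts in peaks ranged from 1484028 to 18608691 per library. Depth sets the precision of weak peaks, and binomial intervals cover counting error only. Simulated counts used the mean of each peak over all libraries of the table, its spread and the library sizes, with 200 changed peaks per comparison. They gave the recovery stated with each experiment. The means include the brain libraries, and the simulated libraries have no structure by experiment. Recovery at peaks that are low in culture may therefore differ. Between NSC_EF and Astr_BMP 78 of 100 peaks changed by a log2 fold change of 1.5 were recovered, and between Control_2D and adult astrocytes 65 of 100. The test of lists called 20 of 20 simulated lists raised by 0.5 and 0 of 80 unchanged ones. The permutation test called 100 of 100 differences of 1 SD and 3 of 100 without a difference, and the test of sequences called 50 of 50 enriched and 2 of 50 unenriched sets.

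A total of 45 gene lists was tested with camera (limma) on the mean log2 CPM (prior count 2) of the kept peaks within 100 kb of the TSS of the first linked gene, at a preset correlation of 0.01 and, as an alternative, with an estimated one. Genes with opened, closed or both kinds of peaks were counted with the adjusted p over all kept peaks and with p adjusted over the list alone. Some lists come from the paper, namely mature and immature genes, mature genes low or high in Astr_BMP, genes raised or lowered in RNA-Seq by Rorb, Lhx2, Dbx2, FGF, 3D or 3D_FGF, mature genes low in Control_2D and raised in each of the 3 conditions, astrocyte markers, transcription factor lists and the genes that the paper names. The others were written from textbook knowledge and cover glutamate and GABA handling, gap junctions with ion and water channels, glycogen and glycolysis, lipid and cholesterol metabolism, calcium and purine signalling, circadian clock, extracellular matrix and adhesion, FGF and MAPK signalling, Notch, BMP and Wnt signalling, NFI factors, progenitors, the cell cycle, immediate early and reactive astrocyte genes, and markers of oligodendrocytes and their precursors, neurons, microglia, endothelial, ependymal and mural cells.

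Genes were named by a fixed rule. It takes every gene that the paper names, with the linked peak of the smallest p, the 10 called peaks with the largest rise and the 10 with the largest fall whose groups do not overlap and whose closest TSS lies within 100 kb (fewer may be named, from the top), and the 2 to 4 members of each reported list with the smallest p. The paper's tables of peaks were opened before the rule was written, so their values count as seen. Names chosen after their values were seen are marked.

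Consensus sequences were searched on both strands of the mm10 sequence of each peak, and the share of peaks with a match was compared with 1000 draws of unchanged kept peaks from the same 10 bins of width and 10 of GC content. Numbers of peaks per gene were compared by permutation with 100000 resamples, also within bins of linked peaks. Shares of genes were compared with 10000 draws of genes matched on the number of linked peaks, and shares of peaks with 10000 draws matched on mean count. Other splits of the libraries were counted for every comparison, at most 100 each, on the compared libraries alone.

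Labels give the brain libraries replicate numbers, but P4 and adult animals cannot share a preparation. Over kept peaks, residual profiles of brain libraries with the same number had correlations of -0.264, -0.112 and -0.0921, and 0 of 7 libraries resembled their own number best. Culture numbers denote shared preparations, and 14 of 15 libraries of the transcription factor table and 12 of 12 of the maturation table resembled their own number best (median correlations 0.113 and 0.167), as did 4 of 6 of the baseline cultures (0.135). The paper's design has no block, so none was used, and the replicate block is an alternative.

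The tests, lists, naming rule and alternatives were fixed before the data were examined, except for 4 alternatives and the tests that the closing section names. Alternatives were DESeq2 in place of edgeR, DESeq2 in the paper's form, RLE or total-count scaling or abundance-trended offsets in place of TMM, no low-count filter, the compared groups only, a replicate block with or without an experiment term, controls of the same experiment, an adjusted p of at most 0.001, no fold change threshold, each library left out, a higher minimum of 50 for open peaks, other overlap rules, all unchanged peaks as background and promoter peaks alone. RNA-Seq of the study was not reanalysed. Peaks on other chromosomes were left out. No pair of libraries was close enough to be a duplicate, the lowest chi-square per degree of freedom being 1.29.

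Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9.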

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

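The counts of other splits of the NSC_EF and Astr_BMP libraries were chosen after the results were seen.

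All 11 oligodendrocyte markers with kept peaks had opened peaks from P4 to 2 months. The paper's ATAC-Seq results do not discuss this cell type. Its RNA-Seq results report a significant proportion of oligodendrocytes in the adult preparations but not in the early postnatal ones, both purified with beads against ACSA2. They add that this contamination appears much lower in cortical preparations, as used here, than in striatal ones. Of the most abundant peak of each marker in the adult, 4 opened and 7 were not called, and of the 3 highest, Cnp had 198 ± 38.0 normalised counts (SD, n = 3) at P4 and 319 ± 21.3 (SD, n = 4) at 2 months and Mog 165 ± 30.7 and 141 ± 7.32, both not called, while Mag (chromosome 7, 30914454 to 30918426) opened, with 17.9 ± 5.86 and 133 ± 18.6, and 3 of the 12 listed markers are also mature genes of the study. Markers of other cell types moved apart, with 33 opened and 0 closed peaks of oligodendrocyte markers and 2 and 24 of endothelial ones. This argues only against a lower adult purity that raises all other cell types alike, since the cells present in the tissue may differ between ages. The endothelial list call (camera, adjusted p = 0.0403) was, however, lost without P4 replicate 1 or 2 or adult replicate 2 (0.107, 0.0676 and 0.0659). The share of oligodendrocyte chromatin may differ between preparations, but the SD over the 4 adult libraries at 33 opened marker peaks was 0.144, against a median of 0.136 in random sets (95% below 0.197), at percentile 58.8. Oligodendrocyte chromatin in a like share of every preparation and opening within astrocytes with age therefore cannot be told apart here, since 1 preparation method was used at each age.

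Between NSC_EF and Astr_BMP, a comparison that the paper's ATAC-Seq results do not report, 26380 peaks changed, 12467 opened and 13913 closed. Neither direction prevailed throughout, as opened peaks were 47.3% of the calls, but 51.8% with RLE size factors, 58.5% with DESeq2 in the paper's form, 52.6% without NSC_EF replicate 2 and 52.8% without Astr_BMP replicate 1. With 3 libraries against 3, the 10 splits are too few for a share under 0.05. In a fit of these 6 libraries alone, the real split called 25376 peaks and the highest other split 0 (edgeR; 1 split as large, the real one).

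The change with 3D culture differed with and without FGF2 at 253 peaks by the interaction term in edgeR, 49 with a higher and 204 with a lower fold change with FGF2. In a fit of the 12 culture libraries alone 11 peaks were called, 6 of 60 regroupings called as many or more, and the highest other called 14512, with Control_2D replicate 3 and 3D_FGF replicates 1 and 2 as one group, which points to a structure of the samples. Such regroupings mix flat and 3D libraries, so the change with 3D itself can enter the term. Chance is not excluded by this count. With a replicate block, 1028 peaks were called. Leaving out 1 library moved the count by over 1.5 times for 11 of the 12 libraries, from 2 without FGF replicate 2 to 908 without Control_2D replicate 3, and gave 234 without 3D replicate 3.

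Groups of 4 or more libraries were tested 96 times, at named genes, at sets of peaks and for the fraction of reads in peaks. In 6 tests, all at named genes, a library lay far from the others, where chance gives about 5%. At the peak of Ntrk2 with the smallest p between P4 and 2 months, the gap of adult replicate 3 to the nearest library was 0.835 of the group's range. At Sox4, the same ratio was 0.867 for adult replicate 1. With EGFP, replicate 6 stood apart at the Glul peaks of the Rorb and Lhx2 comparisons (0.720 in both, the same peak) and at Pou3f3 (0.831), and replicate 3 at Nes (0.653).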

How the results depend on the processing

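The alternatives DESeq2 on all peaks without independent filtering, the experiment term without a replicate block, the control library with the high fraction of reads alone, and the replicate block with experiment term for the peaks shared by Rorb and Lhx2 were chosen after the results were seen.

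For 106 results, 658 values under alternatives were computed. Of these, 535 kept their direction and side of the threshold or stayed within the stated spread or 1.5 times the count. Another 114 moved, 3 no longer passed, 2 newly passed and 4 reversed. Where a value had no p, only its direction was compared. A changed direction counted as kept where the main result had not passed. Of 288 values with 1 library left out, 245 were the same. For 68 results every alternative gave the same outcome. The causes of the changes below were not tested, except that a stricter threshold or fewer libraries call fewer peaks and no fold change threshold calls more. Depth limits what weak peaks can show, with 1484028 counts in peaks in the shallowest library.

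Counts are called peaks, with the share opened in parentheses where it moved by over 10 points. Without a fold change threshold there were 31163 from P4 to 2 months, 41102 for NSC_EF to Astr_BMP, 2124 for Rorb, 29534 for 3D (51.9%) and 40215 for 3D_FGF. At an adjusted p of at most 0.001 there were 16137 for NSC_EF to Astr_BMP, 127 for Rorb, 251 for Lhx2, 313 for FGF, 3734 for 3D (71.0%), 11421 for 3D_FGF and 0 with an interaction (253 in the main test with edgeR). DESeq2 in the paper's form and without independent filtering gave 24577 each for NSC_EF to Astr_BMP (58.5%) and 16051 each for 3D (52.7%), and 77 and 394 for Rorb. Interactions numbered 576 with DESeq2, 546 in the paper's form and 496 without independent filtering. Total reads in peaks gave 28315 for NSC_EF to Astr_BMP (33.4%), 459 for Rorb (66.2%, with a shift of all peaks by -0.11), 20905 for 3D (15.1%), 26331 for 3D_FGF (12.7%), 35043 for Control_2D to 2 months (30.0%) and 89 interactions. Abundance-trended offsets gave 481 for Rorb (95.2%), 12868 for 3D (68.4%), 17237 for 3D_FGF (47.0%) and 105 interactions, and no low-count filter 176 interactions. The compared groups only gave 1594 for FGF. With 1 library left out, the counts ranged from 194 to 569 for Rorb, 442 to 937 for Lhx2, 1115 to 5581 for FGF, 10946 to 26277 for 3D and 2 to 908 for interactions.

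The replicate block gave 1028 interactions and 1 call for Dbx2, and with an experiment term 640 for Rorb (72.8%), 4 for Dbx2 and, for Lhx2, 958 opened and 112 closed. The experiment term alone and the same-experiment controls each gave 1 for Dbx2. The 4 calls under the block with an experiment term were closed peaks linked to Gm8633, 4930517M08Rik, Agtr1b and Mageb16, named after their values were seen. From P4 to 2 months, where the numbers do not pair the libraries, the replicate block gave 9413 opened and 6037 closed peaks. It changed no other call of the comparisons by over 1.5 times.

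The share of mature genes linked to a called peak was 59.7% within 100 kb and 67.1% at the stricter threshold, and that of immature genes 30.9% and 43.5%. Of the peaks opened by Rorb, 20.5% were open in adult astrocytes at a minimum of 50. Those that also opened in the brain were 30.0% with an overlap of 1 base with the brain table, 29.7% with a majority overlap, 38.2% with abundance-trended offsets and 39.2% to 53.9% with 1 library left out. For Lhx2 the shares were 22.8% at a minimum of 50, 33.5% and 33.3% for the overlaps, 35.5% with abundance-trended offsets and at the stricter threshold, and 36.1% to 48.4% with 1 library left out. Peaks shared by Rorb and Lhx2 numbered 2 at the stricter threshold and 9 to 35 with 1 library left out. Of the sites of Fig. 7e, FGF opened 0.273% at the stricter threshold, 11.7% against the control library with the high fraction of reads, and 0.917% to 2.98% with 1 library left out, and 3D 1.82% at the stricter threshold and 3.44% to 5.95% with 1 left out, where the sites were chosen anew under each setting.

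Of the lists, 0 passed with an estimated correlation in 9 comparisons and 1 with Rorb. With promoter peaks alone, 14 passed with Rorb, 3 with Dbx2, 11 with FGF and 4 in 3D, and with abundance-trended offsets 2 with Rorb. With 1 library left out, 1 to 8 passed with Lhx2 and 0 to 4 with Dbx2. Against all unchanged peaks, the ratio of shares reversed for the LEF/TCF sequence in opened peaks (1.03), and for the ROR core (0.880) and the NF-κB sequence (0.931) in peaks more open in Astr_BMP. At the stricter threshold the SOX sequence with Lhx2 reversed (1.04), NF-κB in opened peaks (0.862) and with Lhx2 (0.397) and the extended ROR element with Rorb (2.11, permutation p = 0.131) no longer passed, and NFI in peaks lacking in Astr_BMP (1.02) and LEF/TCF with Lhx2 (0.690) newly did.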

Differences from the paper's values

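The added alternative, DESeq2 on all peaks without independent filtering, was chosen after the values were seen.

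With Rorb, 89 peaks closed, against the paper's value of about 17 in Supplementary Fig. 8a, read by eye, at the same thresholds. Of the alternatives set before the data were examined, abundance-trended offsets (23) and leaving out Rorb replicate 5 (19) or 6 (24) come within the rule, and 18 of 21 do not, among them DESeq2 (80), DESeq2 in the paper's form (5), the controls of the same experiment (93) and the replicate block (62). DESeq2 on all peaks without independent filtering, chosen after seeing the values, gave 17 closed and 377 opened peaks, and drops 0 of the 394 peaks that the authors' deposited table calls. DESeq2 in the paper's form gave 72 opened peaks, where the paper's figure has about 370 and edgeR gave 444.

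With Lhx2, 22 peaks closed, against the paper's value of about 12 in Supplementary Fig. 8a, read by eye, at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (17), DESeq2 in the paper's form (12), the compared groups only (10) and leaving out EGFP replicate 3 (18), 5 (12) or 6 (18) come within the rule. The other 15 of 21 do not, among them RLE size factors (29), total reads in peaks (23), abundance-trended offsets (20), no low-count filter (32) and the controls of the same experiment (52). DESeq2 without independent filtering, chosen after seeing the values, also gave 12 and drops 0 of 704 deposited calls.

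The share of peaks opened by Rorb with a ROR sequence was 21.2% for the core TAGGTCA, against the paper's 72%, which came from motifs found de novo with Homer. With all unchanged kept peaks as background it was 21.2%, and at the stricter threshold 21.3%, so neither alternative set before the data were examined comes within the rule. A fixed consensus sequence and a motif found de novo are not the same measure.

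The paper states that NFI sequences were enriched in both opening and closing regions. In opened peaks the share was 59.3% against 56.1% in matched unchanged peaks, and in closed enhancers 58.4% against 55.4%, but in all closed peaks it was 52.7% against 52.8%. The legend of Fig. 7e describes the sites as induced in 3D_FGF, where 648 of the 5898 sites opened (11.0%) and 1358 closed.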

Other observations

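Counts of other splits of the libraries for P4 to 2 months, Astr_BMP to 2 months, NSC_EF to Astr_BMP, Rorb, Lhx2 and Dbx2, and the test of the spread of the P4 libraries at closed peaks not open in culture, were chosen after the results were seen.

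When neural progenitors became astrocytes under BMP4, sites of reactive and immediate early genes opened and sites of glutamate handling and FGF signalling closed. Counts are given as genes with only opened, only closed and both kinds of peaks, of those measured, with the camera test on lists. Reactive astrocyte genes (5, 0 and 3 of 13, the same when adjusted over the list alone, median 0.68, adjusted p = 0.00229, and adjusted p = 0.31 with an estimated correlation) and immediate early genes (7, 1 and 4 of 14, the same when adjusted over the list alone, median 0.62, adjusted p = 0.00336, and adjusted p = 0.333 with an estimated correlation) rose. A region near Vim (chromosome 2, 13583181 to 13584763) went from 63.1 ± 9.88 normalised counts (SD, n = 3) in NSC_EF to 346 ± 24.9 in Astr_BMP (log2 fold change 2.31, standard error 0.18, adjusted p = 3.42e-11), an intronic site of Cd44 (chromosome 2, 102873057 to 102874285) from 33.4 ± 6.91 to 175 ± 40.7, and the promoter of Fos (chromosome 12, 85471874 to 85479013) from 476 ± 122 to 1758 ± 205 (log2 fold change 1.74, adjusted p = 1.96e-10). Genes of glutamate and GABA handling fell (0, 8 and 5 of 16, the same when adjusted over the list alone, median -0.47, adjusted p = 0.00229, and adjusted p = 0.443 with an estimated correlation), as did FGF and MAPK genes (0, 8 and 7 of 16, the same when adjusted over the list alone, median -0.50, adjusted p = 0.0061, and adjusted p = 0.485 with an estimated correlation). An enhancer linked to the GABA transporter gene Slc6a1 (chromosome 6, 114216026 to 114217783) went from 288 ± 109 to 45.8 ± 6.58 (log2 fold change -2.77, adjusted p = 1.56e-11), one near the phosphatase gene Dusp6 (chromosome 10, 99268539 to 99270502) from 292 ± 92.5 to 45.6 ± 18.2, and a region near the transcription factor gene Pou3f1 (chromosome 4, 124648221 to 124648806) from 57.7 ± 21.2 to 0.267 ± 0.462. Mature genes that are high in Astr_BMP rose (54, 13 and 18 of 133, 53, 13 and 19 when adjusted over the list alone, median 0.37, adjusted p = 9.99e-06, and adjusted p = 0.0739 with an estimated correlation), on a list that the study chose from these cells. Endothelial (0, 6 and 6 of 12, the same when adjusted over the list alone, median -0.64, adjusted p = 0.00229, and adjusted p = 0.5 with an estimated correlation) and oligodendrocyte markers (0, 7 and 2 of 11, the same when adjusted over the list alone, median -0.38, adjusted p = 0.0425, and adjusted p = 0.5 with an estimated correlation) fell in the same libraries, the latter a call that was lost without NSC_EF replicate 2 or 3 or Astr_BMP replicate 2 (adjusted p = 0.0924, 0.0506 and 0.0572). Opened peaks were 47.3% of the calls, 51.8% with RLE size factors, 58.5% with DESeq2 in the paper's form, and 33.4% with scaling by total reads in peaks, which moves the median of all peaks by -0.25 (abundance-trended offsets by 0.12). Over all kept peaks, called or not, the groups did not overlap at 41868 of 73537 (56.9%), against 10% by chance.

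Culture conditions moved further gene groups. With FGF2 on a flat surface reactive astrocyte genes fell (0, 5 and 0 of 13, the same when adjusted over the list alone, median -0.26, adjusted p = 6.07e-05, and adjusted p = 0.185 with an estimated correlation), such as an intronic site of the cytokine receptor gene Osmr (chromosome 15, 6849531 to 6850597), from 99.1 ± 43.4 to 37.4 ± 10.1 (log2 fold change -1.36, adjusted p = 0.00486), while the promoter of Cmtm5 (chromosome 14, 54935686 to 54936975) went from 42.4 ± 7.63 to 117 ± 39.4. In 3D, immediate early genes rose (3, 2 and 3 of 14, 3, 3 and 3 when adjusted over the list alone, median 0.45, adjusted p = 0.0158, and adjusted p = 0.858 with an estimated correlation), with an enhancer near Jun (chromosome 4, 95104952 to 95106992) at 115 ± 40.9 and 509.7 ± 26.6 (log2 fold change 1.97, adjusted p = 1.98e-07) and a region near Myc at 21.8 ± 1.10 and 159 ± 4.97. Immature genes had a positive median in 3D (62, 107 and 39 of 623, 62, 109 and 39 when adjusted over the list alone, median 0.21, adjusted p = 0.0402, and adjusted p = 0.954 with an estimated correlation) and in 3D_FGF (60, 151 and 56 of 623, the same when adjusted over the list alone, median 0.24, adjusted p = 0.00477, and adjusted p = 0.74 with an estimated correlation), although more of them had only closed than only opened peaks, and total reads in peaks shift all peaks by more than these medians. Endothelial markers fell in 3D (0, 8 and 2 of 12, median -0.66, adjusted p = 0.0042, and adjusted p = 0.858 with an estimated correlation) and in 3D_FGF (0, 11 and 1 of 12, median -0.91, adjusted p = 1.99e-04, and adjusted p = 0.547 with an estimated correlation), where an intronic site of Pecam1 (chromosome 11, 106722691 to 106723337) went from 36.5 ± 7.21 to 6.82 ± 1.70 (log2 fold change -2.43, adjusted p = 1.40e-05). Markers of mural cells (0, 7 and 1 of 9, median -0.53, adjusted p = 0.0338, and adjusted p = 0.858 with an estimated correlation in 3D, and 0, 8 and 0 of 9, median -0.76, adjusted p = 0.00936, and adjusted p = 0.547 with an estimated correlation in 3D_FGF) and of oligodendrocytes (0, 7 and 1 of 12, median -0.54, adjusted p = 0.0158, and adjusted p = 0.858 with an estimated correlation in 3D, and 0, 6 and 4 of 12, median -0.68, adjusted p = 0.0168, and adjusted p = 0.702 with an estimated correlation in 3D_FGF) fell as well, and the counts of these 3 marker lists were the same when adjusted over the list alone. In 3D, the call for immediate early genes was lost without Control_2D replicate 3 (adjusted p = 0.0523), that for immature genes without Control_2D replicate 1 or 2 (0.119 and 0.0569) and that for mural cells without Control_2D replicate 2 (0.0769). The cells of the 3D cultures were purified with beads and those of the flat cultures were not. Between Control_2D and adult astrocytes, 14705 peaks opened and 20824 closed (opened 41.4% of calls, and 30.0% with total reads in peaks, which shifts all peaks by -0.23, abundance-trended offsets by 0.11). Oligodendrocyte markers were more accessible in the adult libraries (9, 0 and 2 of 12, the same when adjusted over the list alone, median 1.09, adjusted p = 0.00125, and adjusted p = 0.414 with an estimated correlation). In these libraries, glutamate handling genes rose (8, 2 and 5 of 16, median 1.10, adjusted p = 3.91e-04, and adjusted p = 0.373 with an estimated correlation) and reactive genes fell (0, 10 and 2 of 13, median -0.95, adjusted p = 7.96e-06, and adjusted p = 0.373 with an estimated correlation).

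Of the lists not yet described, several passed between P4 and 2 months. Genes raised by Rorb in RNA-Seq (85, 46 and 27 of 244, 84, 46 and 28 when adjusted over the list alone, median 0.17, adjusted p = 0.0428, and adjusted p = 0.181 with an estimated correlation), in 3D (319, 163 and 93 of 888, 318, 163 and 94 when adjusted over the list alone, median 0.19, adjusted p = 0.0043, and adjusted p = 0.335 with an estimated correlation) and in 3D_FGF (400, 228 and 144 of 1264, 399, 228 and 145 when adjusted over the list alone, median 0.15, adjusted p = 0.0202, and adjusted p = 0.335 with an estimated correlation) rose, and genes lowered in 3D fell (90, 158 and 47 of 527, the same when adjusted over the list alone, median -0.25, adjusted p = 0.00584, and adjusted p = 0.407 with an estimated correlation). Mature genes low in Control_2D rose where they are raised by FGF (36, 1 and 6 of 60, median 0.84, adjusted p = 2.53e-13, and adjusted p = 0.335 with an estimated correlation), 3D (70, 2 and 11 of 106, median 0.85, adjusted p = 4.23e-19, and adjusted p = 0.335 with an estimated correlation) or 3D_FGF (75, 1 and 12 of 121, median 0.82, adjusted p = 1.20e-20, and adjusted p = 0.335 with an estimated correlation), as did mature genes low in Astr_BMP (132, 3 and 18 of 209, median 0.81, adjusted p = 5.53e-24, and adjusted p = 0.335 with an estimated correlation) and high in it (57, 2 and 8 of 129, median 0.53, adjusted p = 1.23e-11, and adjusted p = 0.335 with an estimated correlation), selected mature transcription factors (5, 0 and 2 of 8, median 0.52, adjusted p = 0.00685, and adjusted p = 0.407 with an estimated correlation) and the genes that the paper names (16, 6 and 4 of 28, median 0.61, adjusted p = 0.00996, and adjusted p = 0.433 with an estimated correlation). The call for genes raised by Rorb was lost without P4 replicate 2 or 3 or adult replicate 1 (adjusted p = 0.0570, 0.0569 and 0.0530). These lists were chosen by the study and are not independent evidence of a direction. No change passed for genes lowered by Rorb (26, 35 and 20 of 120, adjusted p = 0.608), Lhx2 (8, 6 and 5 of 33, adjusted p = 0.739), Dbx2 (0, 4 and 2 of 7, adjusted p = 0.116), FGF (205, 219 and 97 of 895, adjusted p = 0.362) or 3D_FGF (249, 318 and 117 of 1335, adjusted p = 0.16), or raised by Lhx2 (30, 22 and 13 of 93, adjusted p = 0.872), Dbx2 (28, 21 and 16 of 100, adjusted p = 0.51) or FGF (222, 164 and 93 of 823, adjusted p = 0.589). Astrocyte markers (2, 2 and 2 of 8, adjusted p = 0.261), calcium and purine signalling (8, 4 and 0 of 16, adjusted p = 0.0518), the cell cycle (1, 3 and 1 of 20, adjusted p = 0.377), extracellular matrix and adhesion (5, 6 and 3 of 17, adjusted p = 0.739), FGF and MAPK signalling (3, 5 and 4 of 16, adjusted p = 0.261), Notch, BMP and Wnt signalling (4, 6 and 6 of 20, adjusted p = 0.234), lipid and cholesterol metabolism (4, 4 and 3 of 20, adjusted p = 0.0515) and progenitor genes (5, 5 and 2 of 17, adjusted p = 0.234) did not pass either. Nor did markers of oligodendrocyte precursors (1, 4 and 1 of 7, adjusted p = 0.932), neurons (4, 2 and 0 of 13, adjusted p = 0.968), microglia (1, 0 and 0 of 9, adjusted p = 0.83), ependymal cells (3, 2 and 0 of 8, adjusted p = 0.914) or mural cells (0, 3 and 2 of 9, adjusted p = 0.1).

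With Rorb, circadian clock genes passed as a list (1, 0 and 0 of 18, the same when adjusted over the list alone, median 0.31, adjusted p = 1.26e-04, and adjusted p = 0.386 with an estimated correlation), but the 1 gene with a called peak was Rorb itself, whose transgene adds reads. The promoter of Nr1d1 (chromosome 11, 98773150 to 98777110) had 306 ± 61.5 with EGFP and 470.5 ± 11.9 with Rorb (log2 fold change 0.63, adjusted p = 0.0061). Immature genes passed with a positive median with Rorb (3, 4 and 0 of 614, 5, 4 and 0 when adjusted over the list alone, median 0.15, adjusted p = 0.00487, and adjusted p = 0.557 with an estimated correlation), but not with abundance-trended offsets (median 0.04, adjusted p = 0.417). Genes raised by Dbx2 passed with a negative median, although the called peaks had opened (5, 0 and 0 of 100, 4, 0 and 0 when adjusted over the list alone, median -0.06, adjusted p = 0.0451, and adjusted p = 0.559 with an estimated correlation), a call that was lost without EGFP replicate 1 or 2 or Rorb replicate 5 or 6 (adjusted p = 0.170, 0.0913, 0.138 and 0.0927). Genes lowered by FGF2 passed with a negative median with Rorb (25, 8 and 0 of 907, 21, 6 and 0 when adjusted over the list alone, median -0.04, adjusted p = 0.0124, and adjusted p = 0.0249 with an estimated correlation), although more of them had opened than closed peaks. That call was lost without Rorb replicate 5 (adjusted p = 0.0565), and total reads in peaks shift all peaks by more than its median (-0.11). Genes lowered by Lhx2 fell with Lhx2 as a list (0, 0 and 0 of 33, the same when adjusted over the list alone, median -0.13, adjusted p = 0.00895, and adjusted p = 0.47 with an estimated correlation), a call that was lost without EGFP replicate 3 or Lhx2 replicate 6 (adjusted p = 0.0774 and 0.108). Of 45 lists, 22 passed between P4 and 2 months, 23 between Astr_BMP and 2 months, 14 between NSC_EF and Astr_BMP, 6 with Rorb, 2 with Lhx2, 1 with Dbx2, 7 with FGF, 7 in 3D, 13 in 3D_FGF and 17 between Control_2D and 2 months.

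The ETS sequence in peaks that closed from P4 to 2 months could come from endothelial chromatin in the P4 preparations. Endothelial cells use ETS factors, and 7 of 12 of their markers had only closed peaks. The P4 cells had, however, been enriched with beads against the astrocyte antigen ACSA2. In closed peaks that are open in cultured NSC_EF or Astr_BMP, which do not derive from such preparations, the ETS sequence was found in 39.4%. Matched unchanged peaks had it in 37.5% (36.0–38.9%), a ratio of 1.05, so the share lay above the matched range. The source is not decided by this, since the matched peaks were not limited to peaks open in culture. A site open in culture can also be open in other cells. In closed peaks not open in culture the excess was larger (39.7% against 27.2%, 25.5–28.9%). At these 1221 peaks the 3 P4 libraries differed by an SD of 0.340, above all of 10000 random sets (median 0.197), and at 24 endothelial marker peaks by 0.433 (random median 0.177), which is consistent with a varying share of such cells, although the ETS peaks open in culture also differed by more than random sets (0.110, random median 0.0692). Endothelial chromatin and closing of such sites within astrocytes with age both stay open, for peaks open in culture and for those not open there.

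At the 5898 sites that opened in the brain and were low in Control_2D, 648 opened in 3D_FGF. Selection on low control values may add to them and stays open, since simulated unchanged groups in place of 3D_FGF reached a median log2 fold change in the set of 0.0517, where 3D_FGF had -0.31, and the absence of calls in 3 such runs is expected at this threshold whatever the selection. The low fraction of reads in peaks of Control_2D replicates 1 and 2 (4.08% and 3.22%, against 24.5% in replicate 3) may set the level of the whole set. Against replicate 3 alone, the median in 3D_FGF was 0.27, and 133 sites closed beside 702 that opened, so that this explanation and an effect of the culture cannot be told apart, 1 control library with a high fraction, assumed to vary like the other groups, being too few. Gel, purification and signal over background changed together, and an effect of 3D culture with FGF2 on these sites stays open.

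Other splits of the libraries were counted in fits of the compared libraries alone. For P4 against 2 months, only the real one of 35 splits called as many peaks (16751, highest other 0). The same held for Astr_BMP (35139, highest other 6616) and Control_2D (34800, highest other 6847) against 2 months, 1 of 35 each. This is the smallest share that 35 splits can give, and it lies under 0.05 without excluding chance. With Rorb, 2 of 84 splits called as many peaks as the real one (449, highest other 832). The other one set EGFP replicates 1–3, the first experiment, against the rest, which points to a structure by experiment. With Lhx2, 2 of 84 did (615, highest other 1076, with EGFP replicates 1 and 3 and Lhx2 replicate 5 as a group). These shares speak against chance only if the 9 libraries are exchangeable across the 2 experiments. With controls of the same experiment, Rorb called 444 peaks and Lhx2 866, where 10 splits would be too few for a share under 0.05. For Dbx2 the real split called 0, which 84 of 84 splits reach by construction, so this count says nothing about chance, and the highest, EGFP replicates 4–6 against the rest, called 1254, which follows the experiment. With 10 splits, too few for a share under 0.05, FGF called 1594 (highest other 0), 3D 12597 (highest other 0) and 3D_FGF 21849 (highest other 0) in the real split alone, 1 of 10 each.

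The largest fall from Astr_BMP to 2 months, with a log2 fold change of -6.89, was at a promoter peak linked to Col19a1 (chromosome 1, 24612543 to 24613767), with 11625 ± 2830 normalised counts (SD, n = 3) and 91.8 ± 97.8 (SD, n = 4). Of its 1196 stretches of 30 bp, 1144 (95.7%) also occur in the mitochondrial genome, and 2 of 94983 peaks share at least 50% of their stretches with it, the other being linked to Gad2. The Col19a1 peak took 0.0785% of counts in NSC_EF, 0.214% in Astr_BMP, 0.00299% at P4 and 0.00184% at 2 months.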
